# Gene expression profile analysis of Manila clam (*Ruditapes philippinarum*) hemocytes after a *Vibrio alginolyticus* challenge using an immune-enriched oligo-microarray

**DOI:** 10.1186/1471-2164-15-267

**Published:** 2014-04-07

**Authors:** Rebeca Moreira, Massimo Milan, Pablo Balseiro, Alejandro Romero, Massimiliano Babbucci, Antonio Figueras, Luca Bargelloni, Beatriz Novoa

**Keywords:** *Ruditapes philippinarum*, *Vibrio alginolyticus*, Hemocytes, Oligo-microarray, Gene ontology, Blast2GO, Immune response

## Abstract

**Background:**

The Manila clam (*Ruditapes philippinarum*) is a cultured bivalve with worldwide commercial importance, and diseases cause high economic losses. For this reason, interest in the immune genes in this species has recently increased. The present work describes the construction of the first *R. philippinarum* microarray containing immune-related hemocyte sequences and its application to study the gene transcription profiles of hemocytes from clams infected with *V. alginolyticus* through a time course.

**Results:**

The complete set of sequences from *R. philippinarum* available in the public databases and the hemocyte sequences enriched in immune transcripts were assembled successfully. A total of 12,156 annotated sequences were used to construct the 8 ×15 k oligo-microarray. The microarray experiments yielded a total of 579 differentially expressed transcripts. Using the gene expression results, the associated Gene Ontology terms and the enrichment analysis, we found different response mechanisms throughout the experiment. Genes related to signaling, transcription and apoptosis, such as IL-17D, NF-κB or calmodulin, were typically expressed as early as 3 hours post-challenge (hpc), while characteristic immune genes, such as PGRPs, FREPs and defense proteins appeared later at 8 hpc. This immune-triggering response could have affected a high number of processes that seemed to be activated 24 hpc to overcome the *Vibrio* challenge, including the expression of many cytoskeleton molecules, which is indicative of the active movement of hemocytes. In fact functional studies showed an increment in apoptosis, necrosis or cell migration after the infection. Finally, 72 hpc, activity returned to normal levels, and more than 50% of the genes were downregulated in a negative feedback of all of the previously active processes.

**Conclusions:**

Using a new version of the *R. philippinarum* oligo-microarray, a putative timing for the response against a *Vibrio* infection was established. The key point to overcome the challenge seemed to be 8 hours after the challenge, when we detected immune functions that could lead to the destruction of the pathogen and the activation of a wide variety of processes related to homeostasis and defense. These results highlight the importance of a fast response in bivalves and the effectiveness of their innate immune system.

## Background

The Manila clam (*Ruditapes philippinarum*) is a cultured bivalve species with high worldwide commercial importance and value. The culture of these clams has been increasing in recent years, especially in Europe and Asia. Therefore, diseases can result in significant economic losses. The majority of diseases in clams are associated with *Vibrio*[1,2] and *Perkinsus*[3,4] species. Diseases can affect not only the development and survivorship of these organisms [5,6] but also the quality and price of the product. Therefore, there has been a growing interest in the study of the molecular biology of the defense mechanisms in bivalves in the last decade. Although molluscs lack a specific immune system, the innate response involving circulating hemocytes and a large variety of molecular effectors seems to be an efficient defense method for responding to external aggressions by detecting the molecular signatures of an infection [7-11]. Hemocytes are the main line of cellular defense against invading pathogens in molluscs [12], and the immune genes expressed in bivalve hemocytes are of great interest to researchers [13-19]. In recent years, a serious effort has also been made to increase the number of *R. philippinarum* sequences in public databases. Before 2011, less than 6,000 nucleotide sequences were available for this species. Our two groups released 457,717 and 975,190 raw reads from adult/larval tissues and hemocytes, respectively [20,21]. Concurrently, studies by Ghiselli *et al*. on gonad tissue yielded approximately 90 million raw sequences [22].

Oligo-microarrays are a sensitive and reproducible high-throughput technology for analyzing the gene expression of thousands of genes simultaneously [23]. This platform has been used by scientists to study the expression profile in many species from yeast to human [24,25]. Microarrays have also been applied to bivalves for different purposes [26-28]. To our knowledge, a toxicogenomics study in the gill and the digestive gland [20] and a recent study of the response to brown ring disease, [29] are the only works to date to use an oligo-microarray in *R. philippinarum*.

The main objective of this work was to analyze the response of the Manila clam against strain TA15 of *V. alginolyticus* through a time course. *V. alginolyticus* was previously reported to produce important mortality in clam larvae [6]. For this study, a new version of Manila clam DNA microarray including the sequences of thousands of hemocyte-exclusive genes [21] was designed and developed.

## Results and discussion

### Assembly and annotation

A summary of the sequence origin, assembly and annotation results is shown in Table 1. From the total 1,438,665 sequences from *R. philippinarum,* the Newbler software package (GS *De Novo* Assembler v2.6, Roche) was able to assemble 88.24% of the raw sequences, and 11.76% of the sequences (169,223) remained as singletons. The assembly resulted in 26,708 isotigs grouped into 15,175 isogroups and 156 contigs.

**Table 1:** Description of the microarray design process

	**n° sequences**
**Sequence origin**	
Sanger (Milan *et al*. [20])	5,758
454 tissues (Milan *et al*. [20])	457,717
454 hemocytes (Moreira *et al*. [21])	975,190
subTOTAL	1,438,665
NCBI	2,050
TOTAL	1,440,715
**Assembly**	
Singletons	169,223
Singletons phred Q > 20	16,495
Isotigs	26,708
Isogroups	15,175
Contigs	156
**Annotation**	
Singletons phred Q > 20 and NCBI	5,914
Contigs and longest isotig of each isogroup	6,242
Frame +	7,827
Frame -	2,761
Ambiguous frame	1,568
TOTAL *R. philippinarum* successfully designed probes	13,671

The longest isotig of each isogroup, the contigs, the singletons with more than 200 bp of continuous sequence with a Phred Q > 20 (16,495) and the *R. philippinarum* ESTs in the NCBI database (2,050) were then considered for the annotation. The putative identities of these sequences were obtained by running BlastX and BlastN similarity searches in 48 different protein and nucleotide databases. Additional file 1: Table S1 shows the percentage value of annotation success of each database. The protein databases showed a higher average percentage of matches (18.84%) than the nucleotide ones (5.3%), presumably due to the degeneration of the genetic code. Furthermore, the species databases yielded much lesser annotation percentage than the general ones (NCBI) with the exception of certain databases, probably because of the huge amount of sequences available, in the case of *H. sapiens,* or the higher phylogenetic similarity, with *S. purpuratus* and *L. gigantea*. Thus, we found it is worth the use of general protein databases and the specific ones previously named since only 1.5% of the contigs/isotigs and the 4.1% of the singletons were annotated with the remaining specific databases. A total of 12,156 successfully annotated transcripts were considered for the *R. philippinarum* DNA microarray design (see Methods). As most sequence reads were obtained from a non-directional cDNA library, sense strand orientation was inferred putatively from the homologous protein sequences of other species. One probe for annotated transcripts with known orientation was designed to construct a high-density oligo-DNA microarray, while two probes with both orientations were designed for contigs with ambiguous orientation (see Table 1). 

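The probe list that accompanies the arrays gives each probe an identifier with a prefix. Of the probes, 7799 carry a P prefix and 2746 an N prefix, while 1563 transcripts are each represented by a sense probe (S prefix) and an antisense probe (AS prefix). The probes have 13330 distinct sequences, and 625 probes share their sequence with at least 1 other probe. Across the 36 hybridizations, a probe was taken as detected when its signal was marked well above background by the scanner software on at least 18 arrays. Of the 1563 pairs, only the sense probe was detected in 504, only the antisense probe in 189, both in 245 and neither in 625. For the 43 sets of probes with identical sequence that were well above background on all arrays, the median SD within an array was 0.06 on the log2 scale.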

A total of 13,671 probes representing 12,108 unique transcripts were created using the Agilent eArray interface (https://earray.chem.agilent.com/earray/).

### Microarray hybridization, robustness and validation

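Hemocyte RNA from pools of clams injected with V. alginolyticus or with PBS was hybridized in a single dye (Cy3), with 1 pool per array, and each array was assigned to its group from its label. There were 5 infected and 5 control arrays at 3 h, 5 infected and 4 control arrays at 8 h, 3 infected and 4 control arrays at 24 h, and 5 of each at 72 h. The authors deposited the scanner output of each array as intensities, in which the Feature Extraction software (version 9.5.1.1 in the files) had subtracted the background without normalization between arrays. Of the 14207 spots on an array, 536 were control spots and were left out of the comparisons. The depth of signal differed between arrays. The 75th percentile of the processed signal ranged from 24.8 to 241 units with a median of 86.3, and the median within the control groups was 98.4 at 3 h, 54.5 at 8 h, 56.9 at 24 h and 127 at 72 h, against 114, 38.7, 40.4 and 111 in the infected groups. Between 37.8% and 61.7% of the probes were well above background on an array, with a median of 50.4%. Outlier marks of the software removed 92 spot values over all arrays, and 3 saturated values were kept. Each array was divided by its 75th percentile, put back on a common scale with the mean 75th percentile of 93.8 units, limited to a floor of 1 unit and log2 transformed. The authors also deposited normalized log2 values, which differed from the log2 processed signal minus the 75th percentile of the array by at most 0.0078 once 1 constant per probe was taken out. The expression of the 8 groups was fitted with limma over the 36 arrays, so that all groups shared the estimate of the spread, and infected and control pools were compared at each time. A probe was taken as regulated when its Benjamini-Hochberg adjusted p was below 0.05 and its change was at least 1.5-fold. The arrays lay on 5 slides. All 5 control arrays of 72 h were on slide 4, while 4 infected arrays of 72 h were on slide 5 and 1 on slide 1, so that no slide held both groups at 72 h and a block for slide there rests on the arrays of the other times. Among probes well above background on all arrays, the median SD between replicate arrays was 0.61 on the log2 scale. The number of arrays per group limits the precision of every comparison.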

A total of 36 microarray experiments were performed. 

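The percentile filter was applied by keeping a probe when its processed signal lay between the 20th and the 90th percentile of the array on at least 1 array, which kept 13029 probes and left out 642. When the same range was required on every array, 3934 probes were kept. In place of the percentiles, 6884 probes were well above background on every array of at least 1 group, and 3617 were so on all arrays.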

The upper and lower fluorescence values were erased from the raw data (20 - 90^th^ percentile) in all of the experiments, and only robust fluorescence values were used to analyze the expression and function of the results.

Quantitative PCR (qPCR) is commonly used to confirm the results obtained from microarray analysis, and although microarray and qPCR data could disagree, it is known that qPCR using SYBR Green is useful to validate Agilent inkjet-printed 60-mer oligo-microarrays [30]. Specific primers were designed to perform a qPCR for four selected genes with cDNAs synthesized from the same RNAs used for the microarray hybridization. 

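On the arrays, the 4 genes are represented by the probes S_isotig17547_isogroup06014 (C3), P_isotig09595_isogroup01099 (IL-17D), S_isotig21547_isogroup10014 (LTBP-4) and P_isotig17929_isogroup06396 (TRAF6), as listed in Table 4. The probes of IL-17D, LTBP-4 and TRAF6 were well above background on nearly all arrays. The C3 probe was so on 13 arrays and the LTBP-4 probe on 34, whereas the antisense probes of the same transcripts were well above background on 0 arrays for C3 and 3 for LTBP-4. The effect of the challenge was then tested for a difference between the 4 times with limma's F test. The p values adjusted over the list alone were 4.87e-04 for C3, 2.65e-05 for IL-17D, 0.0024 for LTBP-4 and 7.35e-04 for TRAF6. The paper gives the relevance of these genes to immunity as the basis of their choice. They were still chosen by a study of these same pools, so this list is not independent evidence. Adjusted over all 13029 probes tested, the values were 0.212 for C3, 0.0344 for IL-17D, 0.444 for LTBP-4 and 0.280 for TRAF6.

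**Figure D1:**
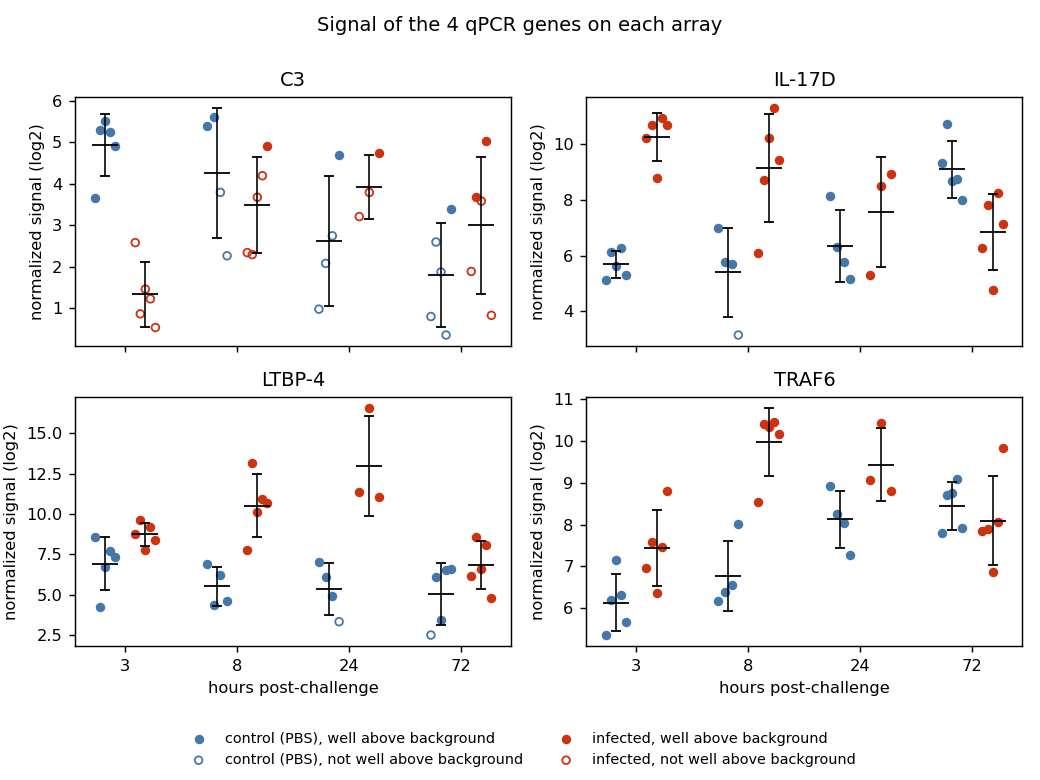
Normalized signal (log2) of the C3, IL-17D, LTBP-4 and TRAF6 probes on each array against hours post-challenge, with control pools in blue and infected pools in red. Filled points were well above background, open points were not, and black bars give the mean and SD of each group. The infected pools of IL-17D lie between 8.76 and 10.92 at 3 h, all above the control pools.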

The expression patterns identified for these genes by the array and by qPCR showed similar profiles (Figure 1). Significant differences in expression compared with the controls (t-test, p < 0.05) were observed in the qPCR results and matched the microarray results in most of the cases (IL-17D 3 h, LTBP-4 8 h and 24 h) but showed some new significant results in one case (IL-17D 72 h). The direction of the regulation was always comparable in both techniques.

**Figure 1:**
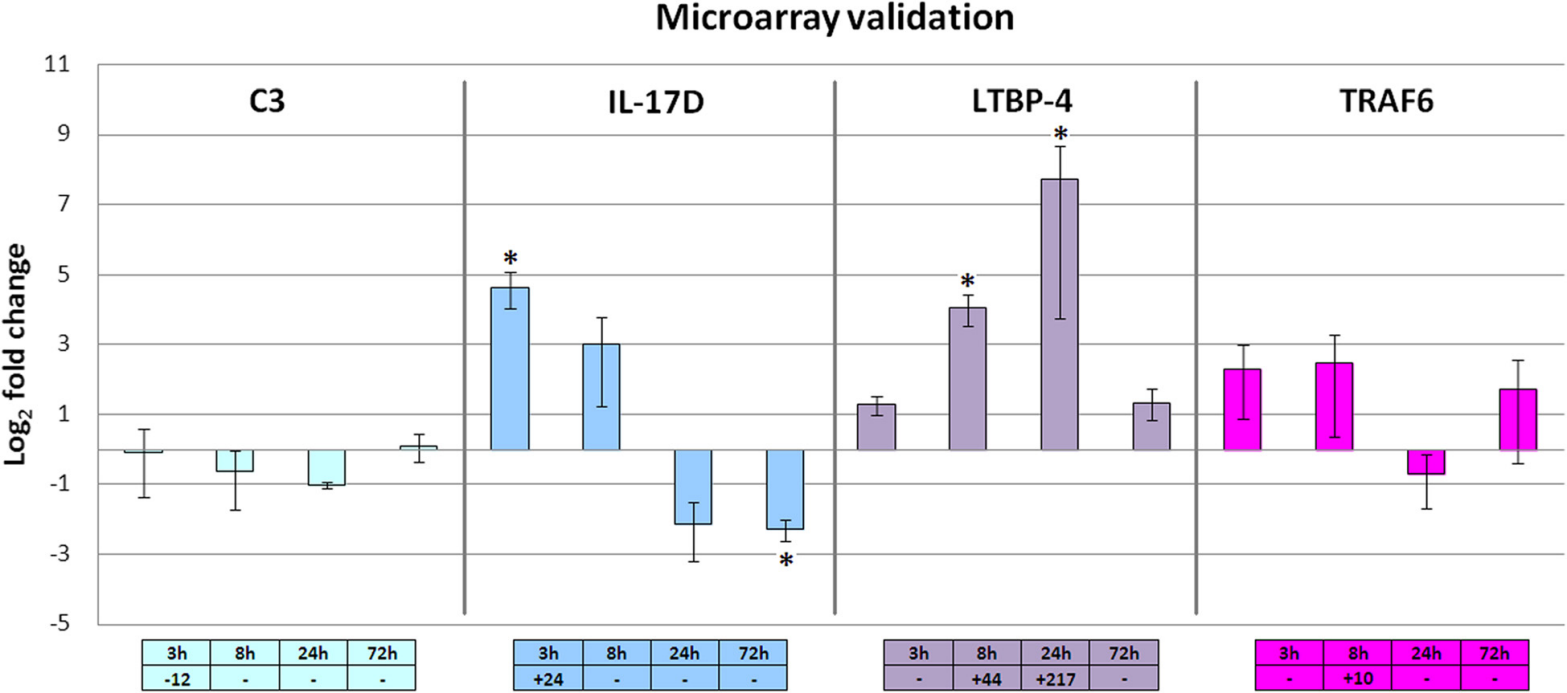
**Validation of the microarray.** qPCR expression of selected genes: C3 (Complement component C3), IL-17D (Interleukin 17 D), LTBP-4 (Latent Transforming Growth Factor-β Binding Protein 4) and TRAF6 (tumor necrosis factor receptor-associated factor 6). Data are log2 transformed to facilitate the illustration of downregulated genes. All qPCR reactions were performed as technical triplicates and the expression level of analyzed genes was normalized using the 18S rRNA. Fold change units were then calculated by dividing the normalized expression values of hemocytes from infected clams by the normalized expression values of the controls. Each bar represents the mean and standard error of the biological replicates. Asterisks highlight the significant fold changes (t-test, p < 0.05). Microarray results (t-test, p < 0.01) are indicated in the boxes below the graph.

The four genes selected for qPCR were chosen based on their relevance in the immune system. The complement component C3 is the central component of the complement system, whose functions are to distinguish and eliminate pathogens and trigger an inflammatory response [31]. 

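The fitted log2 difference of the C3 probe between infected and control pools was -3.59 at 3 hours after the challenge (standard error 0.75, limma adjusted p = 0.0834 over all probes tested), and its size depends on the floor because the infected pools were not well above background. At 8 h the difference was -0.78 (standard error 0.80, adjusted p = 0.974), a direction that changed to 0.14 under another background correction (limma's normexp). The differences at the later times were 1.29 at 24 h (standard error 0.91, adjusted p = 0.939) and 1.20 at 72 h (standard error 0.75, adjusted p = 1.00). The C3 signal was well above background on 1 infected and 2 control arrays at 8 h, on 1 and 1 at 24 h, and on 2 and 1 at 72 h, and no difference after 3 h passed the threshold with the scaling to the 75th percentile. Scaling the arrays to the spike-in RNAs gave a difference of 2.05 at 72 h (limma adjusted p = 0.0376), a scaling under which the median difference of all probes at that time was 0.88.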

The complement system has been characterized in the carpet shell clam *R. decussatus* and was found to be inhibited early after a *Vibrio* challenge, which concurs with our results [32]. The interleukin (IL) 17D belongs to a particular family with no sequence similarity to any other known cytokines. In humans, IL-17D regulates cytokine production in endothelial cells and has an inhibitory effect on hematopoiesis [33]. Previous works in vertebrates and invertebrates have analyzed IL-17 expression after a bacterial challenge [34,35]. These studies showed a general increase in IL-17 expression until a maximum level was reached between 6 and 24 hours post-challenge in both vertebrates and invertebrates, with the exception of the turbot intestine. In this fish species, the expression profile of IL-17 is more similar to our results, with an initial increase and subsequent decrease and inhibition. 

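The normalized signal of IL-17D 3 hours after the challenge was 10.25 ± 0.87 (SD, n = 5 pools) on the log2 scale in infected clams and 5.68 ± 0.49 (SD, n = 5) in controls. This difference of 4.56 had a standard error of 0.82 and a limma adjusted p of 0.0165, and all infected pools were above all control pools (exact two-sided permutation test, p = 0.0079, the smallest that 5 pools against 5 allow). The adjusted p rose to 0.266 with slide as a block, and it lay between 0.0689 and 0.0839 when any of 4 arrays was left out (control replicates 1 and 5, infected replicates 2 and 4). At 8 h the signal was 9.14 ± 1.95 (SD, n = 5) against 5.40 ± 1.61 (SD, n = 4), a difference of 3.74 with a limma adjusted p of 0.0807, which fell to 0.0446 without control replicate 1 and to 0.0064 without infected replicate 1. The difference was 1.23 at 24 h (standard error 0.99, adjusted p = 0.939). At 72 h the signal was 6.85 ± 1.37 (SD, n = 5) in infected and 9.09 ± 1.02 (SD, n = 5) in control pools, a difference of -2.24 (exact two-sided permutation test, p = 0.0159) that did not pass the correction over all probes (limma adjusted p = 0.685).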

The latent-transforming growth factor beta-binding protein 4 (LTBP-4) assists in TGF-β folding, secretion and activation by mediating its matrix targeting [36] and is also involved in cell adhesion and migration [37]. The TNF receptor-associated factor 6 (TRAF6) is a key signaling adaptor molecule common to the TNFR superfamily and the IL-1R/TLR family that leads to the activation of the nuclear factor kappa-B (NF-κB) and AP-1 transcription factors. TRAF6 has been identified in other bivalves, such as the Zhikong scallop [38], and the expression of TRAF6 in hemocytes after a bacterial challenge (peptidoglycan) *in vitro* indicates an initial significant inhibition of TRAF6 transcription (3 h) followed by a subsequent recovery of the basal levels (6 h). This result does not coincide with our results in either expression or in timing, and this discrepancy could be a result of the different experimental designs. Nevertheless a late inhibition (24 h) and recuperation of the basal expression (72 h) was observed in *R. philippinarum*.

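The normalized signal of TRAF6 was 7.44 ± 0.90 (SD, n = 5 pools) in infected and 6.13 ± 0.69 (SD, n = 5) in control pools at 3 h, on the log2 scale, a difference of 1.31 (limma adjusted p = 0.815). At 8 h it was 9.98 ± 0.81 (SD, n = 5) against 6.77 ± 0.84 (SD, n = 4), a difference of 3.21 (standard error 0.54, limma adjusted p = 0.0029). All infected pools of 8 h were above all control pools, and the exact two-sided permutation test of the difference gave p = 0.0159. Scaling the arrays to the spike-in RNAs gave 2.98 with an adjusted p of 0.419 at this time, the normexp background gave 1.72 with 0.634, and a fit of the 8 h arrays alone gave an adjusted p of 0.153. The signal at 24 h was 9.43 ± 0.88 (SD, n = 3) in infected pools and 8.13 ± 0.67 (SD, n = 4) in controls, so that infected pools were higher by 1.31 (standard error 0.62, limma adjusted p = 0.919). At 72 h the difference was -0.35 (standard error 0.51, limma adjusted p = 1.00), and it was 0.50 when the arrays were scaled to the spike-in RNAs.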

### Gene expression profile after TA15 stimulation

To select genes that were significantly regulated by the *V. alginolyticus* challenge, we performed a t-test (p < 0.01) to find genes that were significantly different between the control and infected samples and an ANOVA (p < 0.05) to analyze the effect of the challenge in the whole dataset.

The t-test yielded the identification of 579 differentially expressed genes between the control groups and the *Vibrio*-infected groups. 

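The paper's methods name a t-test without its form, and their wording leaves open whether the multiple testing correction applies to it. It was run here as a test of equal variances, applied to the normalized signal at each time, first with an unadjusted p below 0.01 and a change of at least 1.5-fold. It gave 501 probes as the sum over the times, which were 487 distinct probes. If no probe differed, a p below 0.01 alone would be met by 130 of the 13029 probes at each time. With a Benjamini-Hochberg correction at 0.05, the methods' t-test gave 0 probes at every time, with 688 probes at an unadjusted p below 0.05 at 3 h, 646 at 8 h, 517 at 24 h and 503 at 72 h. Its smallest adjusted p was 0.0937 at 3 h, 0.133 at 8 h, 0.351 at 24 h and 0.997 at 72 h. limma, which draws on the spread of all probes, gave a sum of 19 regulated probes after the same correction.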

The highest number of differentially expressed genes (209) was found 8 hours after the challenge, while 125, 152 and 93 significantly differentially expressed genes were found 3, 24 and 72 hours after challenge, respectively. 

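By limma, 15 probes were regulated 8 hours after the challenge (13 upregulated and 2 downregulated), 3 at 3 h (all upregulated), 1 at 24 h (upregulated) and 0 at 72 h. At an unadjusted p below 0.05 the numbers were 915 at 8 h, 692 at 3 h, 692 at 24 h and 682 at 72 h, and at 72 h the methods' t-test without correction gave 106 probes. The smallest adjusted p was 4.32e-04 at 3 h, 1.3e-04 at 8 h and 0.222 at 72 h. In 12 of the 15 probes of 8 h the signal was well above background on all arrays of the infected or the control group, as it was in 1 of the 3 probes of 3 h. The groups did not overlap in all 15 probes of 8 h. The alternative that moved these numbers most was scaling the arrays to the spike-in RNAs, which gave 2444 regulated probes at 72 h. When single arrays were left out, the number at 8 h lay between 7 (without infected replicate 2 or 4) and 25 (without control replicate 1), and at 72 h it reached 26 without infected replicate 1. Between 7 and 15 of the 15 probes were kept at 8 h when an array was left out.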

The expression pattern is an increase in the number of differentially expressed genes to 8 hours and a progressive decrease until reaching the minimum at 72 hours after the challenge. 

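The methods' t-test without correction gave 141 probes at 3 h, 152 at 8 h and 102 at 24 h. The number of arrays differed between the times, with fewest at 24 h. Values were simulated as independent normal noise around the control means, with the residual SD of each probe, and 200 changes were added at each time. In these values limma recovered 57.7% of the 4-fold changes at 3 h, 50.0% at 8 h, 33.3% at 24 h and 50.6% at 72 h, and 3.6%, 6.7%, 2.9% and 8.2% of the 2-fold changes. The simulation had no floor, slide effects or outlying arrays, so these rates need not hold for the real arrays.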

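By limma, 2 of the probes regulated at 8 h changed between 2- and 5-fold, 7 between 5- and 10-fold and 6 by 10-fold or more. The regulated probes of 3 h comprised 1 between 5- and 10-fold and 2 at 10-fold or more. In the lists of the methods' t-test without correction, changes between 1.5- and 2-fold were found in 49 probes at 3 h, 42 at 8 h, 28 at 24 h and 27 at 72 h. Changes between 2- and 5-fold were found in 70, 73, 54 and 49 probes, changes between 5- and 10-fold in 12, 22, 13 and 19, and changes of 10-fold or more in 10, 15, 7 and 11, in the same order of times. The upregulated probes numbered 84 at 3 h, 89 at 8 h and 55 at 24 h, and the downregulated ones 57, 63 and 47. In 26 probes at 3 h, 42 at 8 h, 25 at 24 h and 39 at 72 h, no array of exactly 1 of the 2 groups was well above background. In a further 10, 22, 7 and 5 probes, in the same order of times, no array of either group was. The size of all these changes depends on the floor.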

Figure 2 summarizes the results of the t-test and describes the number of regulated genes in fold change groups.

**Figure 2:**
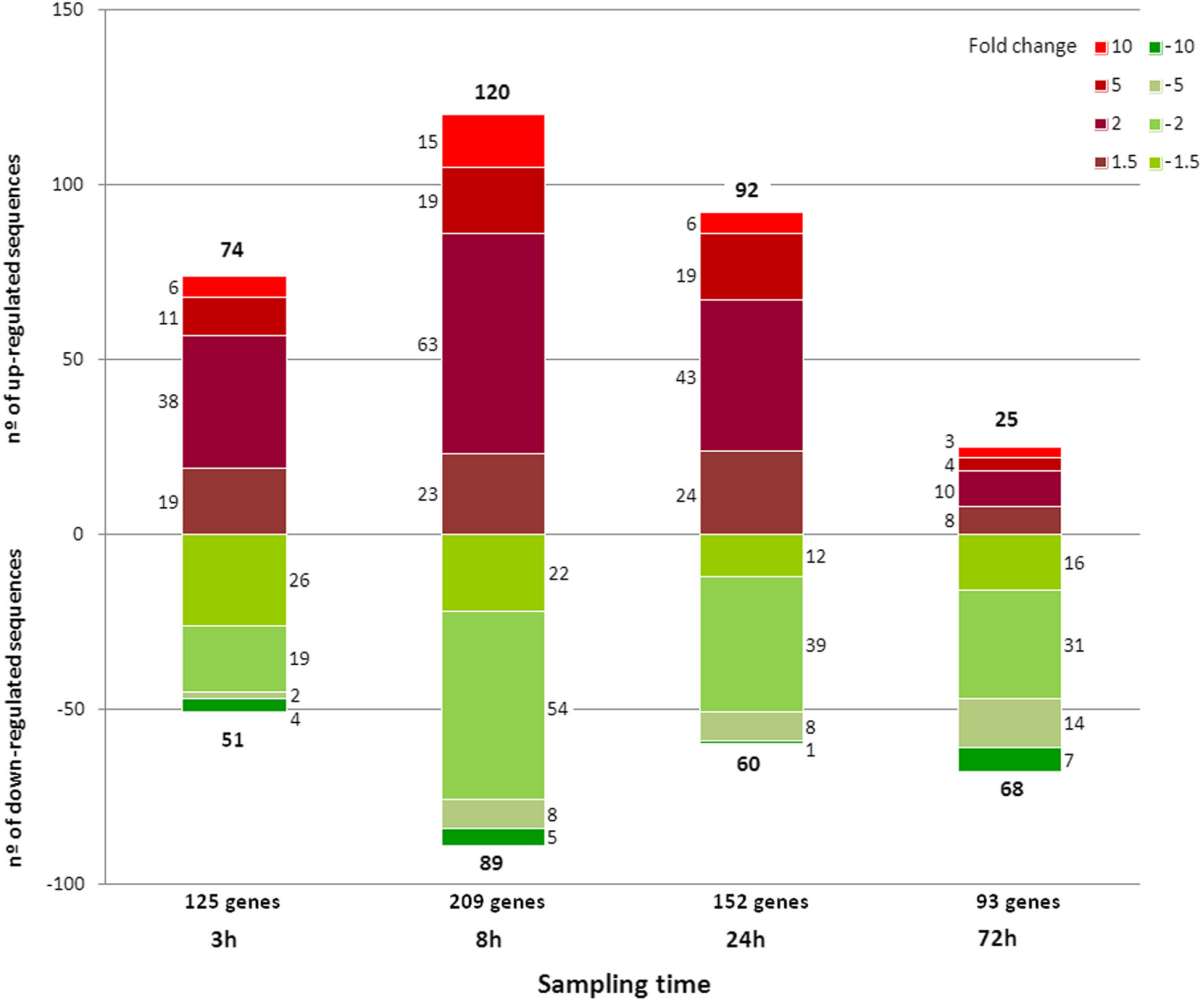
**Distribution of regulated genes through time.** Statistically significant gene modulation is subdivided according to intensity (fold change) and sense (up and down-regulation).

A Venn diagram illustrates the expression of the exclusive and common genes between the different sampling times in response to *V. alginolyticus* (Figure 3). This Venn diagram shows that the general transcription pattern of these genes is on/off, which implies that the majority of the genes were regulated at a single point (on) and only transcribed at basal levels the rest of the time (off). 

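By limma, 0 of the 19 regulated probes were regulated at more than 1 time, and 42 of 763 distinct probes were so at an unadjusted p below 0.01. Whether the effect of the challenge differed between times was tested over all 36 arrays. It did in 4 probes after correction (764 at an unadjusted p below 0.05), and in 1 probe by the interaction of the methods' ANOVA (754 at an unadjusted p below 0.05). IL-17D was 1 of the 4 probes. The files do not pair the other 3 with a gene name. The 15 probes regulated at 8 h were then followed at the other times, as their mean change in the direction they had at 8 h. At 3 h this mean was 1.43 on the log2 scale, with 14 of 15 probes in the same direction (exact one-sided permutation test over the arrays, p = 0.004, the smallest possible, and 0.0298 after Benjamini-Hochberg adjustment over 15 such tests). At 24 h it was 1.15 with 12 probes in the same direction (exact p = 0.0857, adjusted 0.257), and at 72 h it was 0.03 with 5 probes in the same direction (exact p = 0.468, adjusted 0.669). From the Venn diagram, the paper reasons that most genes were regulated at a single time and transcribed at basal levels at the others.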

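In the lists of the methods' t-test without correction, 14 probes appeared at more than 1 time, which is 2.79% of the sum over the times. The lists of 3 h and 8 h shared 8 probes, those of 8 h and 24 h shared 3, those of 8 h and 72 h shared 2, and those of 24 h and 72 h shared 1. None of the probes was in 3 lists. If the lists were independent of each other, 7.06 probes would be shared by chance.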

The genes expressed at several time points were scarce (21 out of 579, 3.63%), and only the ras-related c3 botulinum toxin substrate 3 (RAC3), a small GTPase of the Rho family implicated in cell differentiation, migration and apoptosis [39], was expressed in three consecutive sampling points (3, 8 and 24 hours post-challenge). In Figure 3, the coincident genes detected by the ANOVA and the t-test are also shown. 

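Over all sampling times, limma gave 8 probes with an effect of the challenge after Benjamini-Hochberg correction, all upregulated, and 856 at an unadjusted p below 0.05. Of the 8 probes, 6 were among those regulated at 8 h by limma and 7 were in the 8 h list of the methods' t-test without correction. The methods' ANOVA with challenge, time and their interaction gave 10 probes for the challenge (8 upregulated and 2 downregulated), of which 8 were in the 8 h list of the methods' t-test and 8 were shared with limma. The number by limma lay between 3 (without infected replicate 3 of 24 h) and 19 (without infected replicate 1 of 8 h) when each array was left out.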

The ANOVA analysis resulted in 15 regulated genes, and interestingly, 13 of these genes were in the group of 8 hours post-challenge and 8 genes were exclusive to this sampling point (for a description of these genes, see the ANOVA section).

**Figure 3:**
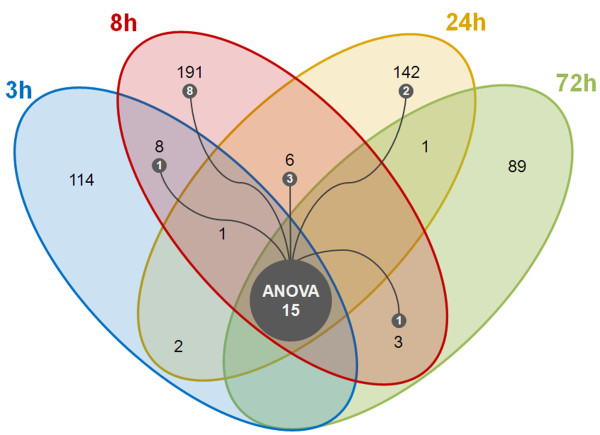
Venn diagram showing the common regulated genes among the four sampling times.

The sequences of the regulated genes in each sampling time (t-test, p < 0.01) were analyzed in a Gene Ontology (GO) approach to cluster them into groups depending on the biological process in which the genes were involved and the time of maximum expression (Figure 4). Moreover, Table 2 shows the top 25 expressed genes in each sampling point. With this information, it is possible to infer the timing of the *R. philippinarum* response to a *V. alginolyticus* challenge. We have to take into account that the cumulative mortality rate at the end of the experiment, 72 hours, was 44%. The high mortality assures an infection but at the same time it is not too high allowing the clams to be able to fight against *Vibrio*.

**Figure 4:**
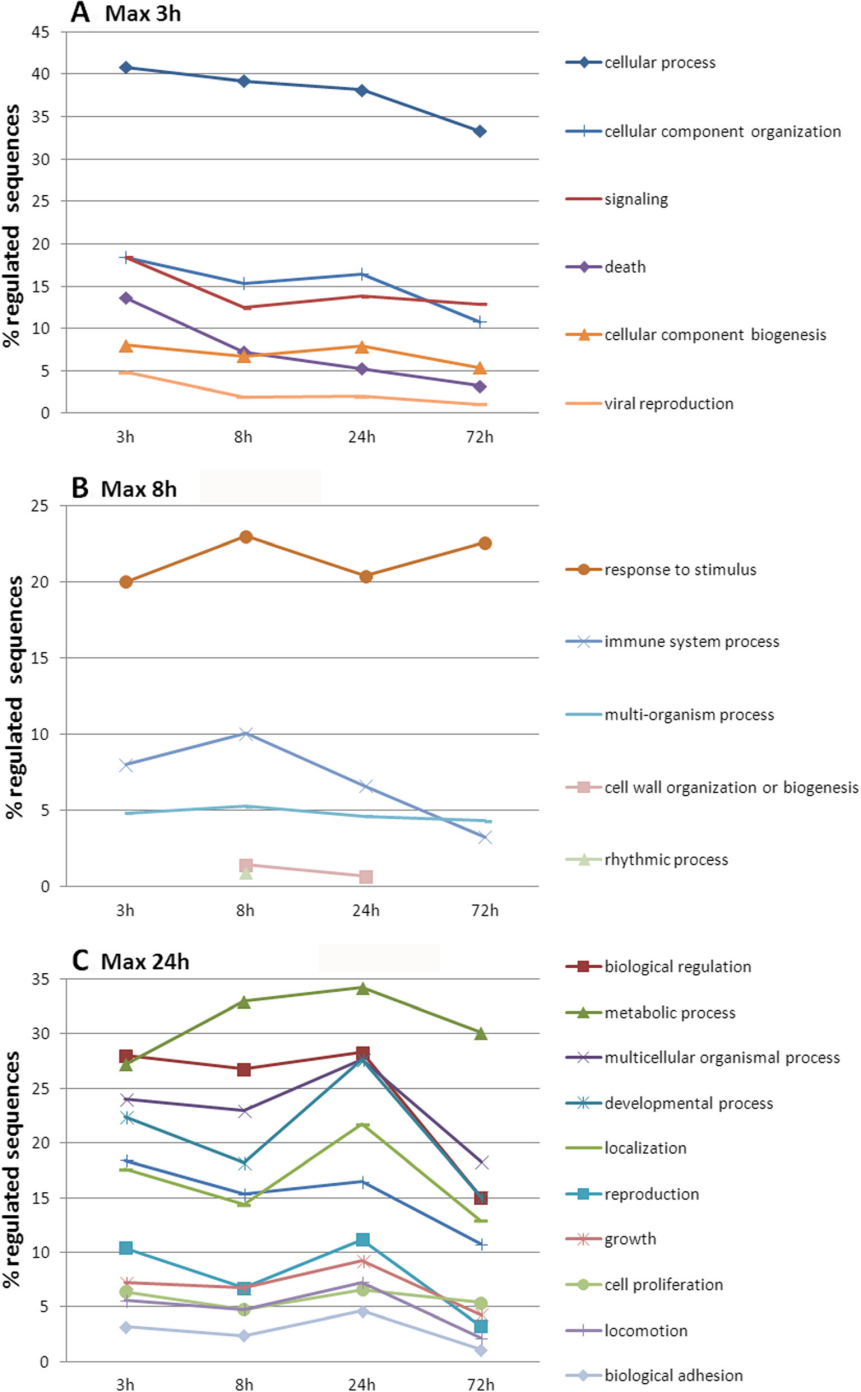
**Biological process GO terms change in regulated genes through time.** Numbers in abscissa refer to the percentage of GO term hits of the total of regulated sequences. GO terms with maximum representation in each sampling point are separately represented. **A**: 3 h, **B**: 8 h and **C**: 24 h. No GO processes exhibited a maximum representation 72 hours post-challenge.

**Table 2:** Top 25 expressed genes along the time course

**Sequence description**	**3 hpc FC**	**Sequence description**	**24 hpc FC**
Dynein light chain flagellar outer arm	48.91	Mariner mos1 transposase	13.2
Interleukin-17D	23.7	pdz and lim domain 5	6.31
Ras-related c3 botulinum toxin substrate 3	11.05	Zygote arrest protein 1	5.62
Barrier-to-autointegration factor	10.81	Monomeric sarcosine oxidase	5.57
Prothrombin	9.93	Cytochrome c-type heme lyase	5.45
Perlucin	7.94	Titin	5.27
Cubilin	6.23	Twitchin	4.77
Ets-related transcription factor elf-5	6.19	Pin2 terf1-interacting telomerase inhibitor 1	4.43
Pre-mrna-splicing factor cwc24	5.28	Leukocyte receptor cluster member 1 homolog	4.34
Adp-ribosyl cyclase	5	SART-3	4.19
Insoluble matrix shell protein 5	4.81	Myosin heavy striated muscle	4.03
MAPKKK1	3.92	Galaxin	3.45
Heat shock protein 70	3.91	Thap domain-containing protein 9	3.23
40s ribosomal protein s12	3.59	Calponin 3	3.09
HMG box transcription factor Sox17	3.57	Microtubule-associated protein futsch	2.94
LTBP-4	3.56	Nuclear speckle splicing regulatory protein 1	2.94
Histone acetyltransferase kat6a	3.54	Staphylococcal nuclease dom-cont protein 1	2.92
Calmodulin	3.46	Peroxisomal sarcosine oxidase	**−6.9**
Nucleolar complex protein 4 homolog	3.33	Mosc domain-containing protein mitochondrial	**−4.03**
Phosphoinositide 3-kinase adapter protein 1	3.27	Aldose 1-epimerase	**−3.88**
Cytochrome p450 2d6	3.21	Nuclease harbi1	**−3.8**
Electron transfer flavoprotein	**−67.28**	Lysocardiolipin acyltransferase 1	**−3.34**
Complement component c3	**−12.03**	Nuclear pore complex protein nup107	**−3.17**
Chaperonin	**−6.62**	Hamartin	**−3.09**
Collagen alpha-1 chain precursor	**−3.17**	Selectin	**−2.95**
**Sequence description**	**8 hpc FC**	**Sequence description**	**72 hpc FC**
Ganglioside gm2 activator	25.86	Mantle gene 6	52.66
Udp-glucose 4-epimerase	17.86	Serum amyloid a-3 protein precursor	19.53
Probable cubilin precursor	13.74	Elongation factor 1-gamma	7.95
Ets domain-containing protein elk-3	10.09	Biotin carboxylase	7.14
tnf receptor-associated factor 6	9.69	Kazal-type proteinase inhibitor protein	6.96
Nuclear factor nf-kappa-b p105 subunit	9.49	Abc transporter related protein	5.55
n-acylethanolamine-hydrolyzing acid amidase	9.44	Fizzy-related protein homolog	3.36
Pathogenesis-related protein 5	8.81	Nadh dehydrogenase 1 alpha subcomplex	2.47
Transmembrane protein 205	7.14	Sarcoplasmic calcium-binding protein	**−25.5**
Peptidyl-prolyl cis-trans isomerase b	6.64	High-affinity Na-dependent carnitine cotransporter	**−17.69**
Pro-neuregulin-2 membrane-bound isoform	6.42	Aragonite-binding protein	**−12.9**
Defense protein	5.56	Cytidine deaminase	**−12.29**
Peptidoglycan-recognition protein	4.94	Cat eye syndrome critical region protein 5	**−9.37**
Ficolin-2	4.85	Aldehyde cytosolic 2	**−8.3**
Cerebellin-3	**−46.98**	Lysozyme	**−7.67**
17-beta-hydroxysteroid dehydrogenase 14	**−18.9**	Glutamine synthetase/glutamate decarboxylase	**−6.71**
Complement c1q TNF-related protein 6	**−12.62**	Lambda-crystallin	**−5.72**
Ureidoglycolate hydrolase	**−12.39**	Organic cation transporter 1	**−5.17**
Sodium-dependent serotonine	**−12.02**	Dna-directed rna polymerase ii subunit rpb3	**−4.52**
Cytochrome p450 2u1	**−9.19**	Monocarboxylate transporter 5	**−4.14**
Organic cation transporter protein	**−7.44**	Cholinesterase	**−3.96**
Chitotriosidase	**−7.41**	Muscle lim protein 1	**−3.92**
Protein acn9 mitochondrial precursor	**−6.89**	Probable 4-hydroxy-2-oxoglutarate mitochondrial	**−3.46**
C1q domain containing protein	**−6.84**	Protein nlrc3-like	**−3.19**
N-acetylneuraminate lyase	**−5.53**	Beta-microseminoprotein	**−3.03**

**In bold**, downregulated transcripts.

In the first sampling point, 3 hours post-challenge, the results of the GO term analysis (Figure 4A) showed that most of the genes that were differentially expressed belonged to the cellular process category that involves many different functions. More specifically, one of the principal processes with a maximum expression at this sampling point was related to cellular component organization and biogenesis, leading to the assembly, disassembly or arrangement of the constituent macromolecules of the cell. Signaling and death processes were also present to trigger the response to the pathogen and eliminate compromised cells after an infection. Following the same line, the main functions of the top 25 hemocyte genes in the first sampling time were in accordance with the GO results. The most significantly upregulated gene 3 hpc (Table 2) is related to the cytoskeleton (dynein light chain) and could be involved in cellular spreading, chemotaxis and adhesion (RAC3, perlucin-like protein). However, the signaling and transcription processes (LTBP-4, phosphoinositide 3-kinase adapter protein 1, adp-ribosyl cyclase, HMG box transcription factor Sox17) could lead to a rapid triggering of several mechanisms, including the calcium-dependent processes that can lead to apoptosis via calmodulin activation [40]. 

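LTBP-4 had a normalized signal of 8.74 ± 0.71 (SD, n = 5 pools) in infected and 6.91 ± 1.64 (SD, n = 5) in control clams 3 hours after the challenge, on the log2 scale. The difference of 1.83 had a standard error of 1.03. The exact permutation test of this gene alone gave a two-sided p of 0.0317, which is below 0.05 but not below 0.01. The difference did not pass the correction over all probes (limma adjusted p = 0.936). The paper's Table 2 lists LTBP-4 at 3 h, whereas it was not in the 3 h list of the methods' t-test without correction here.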

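At 3 h the C3 signal was well above background on all 5 control arrays and on 0 of the 5 infected arrays. The log2 signal lay between 3.65 and 5.52 in control pools and between 0.53 and 2.58 in infected pools, and the groups did not overlap (exact two-sided permutation test, p = 0.0079, the smallest possible with 5 pools in each group). With the infected arrays set to the lowest signal that was well above background on each of them, C3 was at least 3.81-fold lower after the challenge. This bound depends on the processing. The fold (negative when lower) was -3.03 with a floor of 10 units and -1.43 with the normexp background. Scaling the arrays to the spike-in RNAs placed C3 below the threshold of the limma adjusted p, at 0.0461.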

Another upregulated gene was prothrombin, which is related to coagulation, but strikingly, there was an absence of the inflammatory response at the transcription level, as demonstrated by the strong inhibition of the complement factor C3.

In Figure 4B, 8 hours after challenge, the most represented functions are those related to response to stimulus and immune system. These processes initiate the response to the pathogen after the initial triggering of the signaling pathways. The GO term multi-organism process, with genes such as TRAF6, is also closely related because an interaction between clams and *V. alginolyticus* is implied. These results coincide with the information obtained in the top-list where genes involved in defense and wound healing (pathogenesis-related protein 5, defense protein precursor and pro-neuregulin-2 membrane bound isoform) or metabolism (udp-glucose 4-epimerase) are included. Several processes were maintained from 3 hours to 8 hours, such as transcription (NF-κB p105 subunit) or recognition (peptidoglycan-recognition protein sb1 precursor (PGRP) and fibrinogen-related protein (FREP)). The expression of FREPs agrees with results reported in the mussel after a bacterial infection in which the maximum expression was obtained after 6 hours post-infection [19]. This result means that while the signaling is maintained because of the pathogen adhesion and recognition, the immune response seems to be initiated. The three immune-related molecules with C1q domains in the list were found to be downregulated. This effect could occur because C1q up-regulation is a very fast mechanism in molluscs as suggested by Gestal *et al*. [41].

The major diversity of the processes found by the GO terms occurred one day after the *Vibrio* challenge (Figure 4C). General functions such as biological regulation or metabolism seemed to peak at this time point. Other processes such as development, localization (the process in which a cell, a macromolecule or an organelle is transported to and/or maintained in a specific location), reproduction, growth, cell proliferation, locomotion and biological adhesion were also important 24 hpc. These specific processes are closely related and could indicate the resolution of the challenge after the expression of the immune genes that were triggered at 8 hours. Locomotion and biological adhesion appeared together in the time course because these two processes are intimately related and lead to taxis and migration. In zebrafish, it is known that the chemotaxis of immune cells begins quickly and lasts for several days after an inflammatory stimulus (tailfin transection). Neutrophils are rapidly recruited with a maximum cell count at 6 h post injury, and the recruitment of macrophages progressively increases until at least 48 h after injury [42]. The temporal response of *R. philippinarum* hemocytes seems to be intermediate between these two vertebrate cell types. However, the cytoskeleton stays active, which suggests that locomotion is a very dynamic process with a high percentage of the top-regulated genes (Table 2, 24 hpc) such as titin, twitchin or calponin-3. In non muscular cells, as the hemocytes, titin has been shown to be related to chromosome condensation and segregation during mitosis [43]. This activity could be indicative of hemocyte proliferation and other upregulated processes, such as development. Furthermore, other functions are upregulated, such as transcription (staphylococcal nuclease domain-containing protein 1), or downregulated, such as metabolism or transport (aldose 1-epimerase, nuclear pore complex protein nup107).

Three days after the challenge, many genes were downregulated, suggesting negative feedback of the majority of the activated genes (Table 2, 72 hpc). 

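At 72 h the list of the methods' t-test without correction held 35 upregulated and 71 downregulated probes, so that 67.0% were downregulated (95% exact binomial interval 57.2 to 75.8%, which takes probes as independent). limma at an unadjusted p below 0.01 gave 92 upregulated and 97 downregulated probes, or 51.3% downregulated. After correction, limma on arrays scaled to the spike-in RNAs gave 2435 upregulated and 9 downregulated probes, and limma without infected replicate 1 gave 25 upregulated and 1 downregulated probe. Leaving out control replicate 3 gave 0 upregulated and 4 downregulated probes, control replicate 5 gave 1 downregulated, control replicate 2 gave 1 upregulated and infected replicate 3 gave 3 upregulated.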

Figure 4 also showed that the GO analysis could not find any processes with a maximum representation 72 hours post-challenge. Metabolism, adhesion, cytoskeleton modulation, transcription and defense (lysozyme) returned to basal levels, which was also illustrated by the general expression pattern shown in Figure 2. Curiously, the most upregulated gene, mantle gene 6, is related to the biomineralization of the shell [44]. This result could suggest that after the infection is controlled, the clams refocus the genetic machinery to other matters, such as shell repair. This result agrees with the GO analysis, and all of the biological functions began to stabilize three days after the bacterial challenge.

Because the defense against pathogens in molluscs relies on the innate immune system the response is expected to be fast, to overcome the infections as soon as possible. The contrary often means that the organisms will die. 

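The probes with the largest changes at 8 h among those regulated by limma with non-overlapping groups were taken from each direction. The files do not pair these identifiers with gene names. N_isotig03270_isogroup00146 had a log2 difference of 5.85 between infected and control pools (standard error 0.76, limma adjusted p = 1.3e-04). It was well above background on all 5 infected arrays and on 0 of the 4 control arrays, which makes it at least 17.9-fold higher after the challenge. N_isotig20591_isogroup09058 had a log2 difference of 5.10 (standard error 1.05, limma adjusted p = 0.0281). It was also higher at the other times, by 2.99 at 3 h, 4.96 at 24 h and 4.31 at 72 h, none of which passed the correction alone (limma adjusted p of 0.697, 0.285 and 0.222), and over all times its limma adjusted p was 3.07e-05. P_isotig23396_isogroup11863 fell by 2.88 (standard error 0.50, limma adjusted p = 0.0048) and P_GIDV13C01DW9B5 fell by 1.80 (standard error 0.38, limma adjusted p = 0.0455). When single arrays of 8 h were left out, N_isotig20591_isogroup09058 was no longer past the threshold without any of 7 arrays, with log2 differences between 4.60 and 5.55, and P_GIDV13C01DW9B5 without any of 6, with differences between -2.08 and -1.41, while the calls of N_isotig03270_isogroup00146 and P_isotig23396_isogroup11863 were kept without any single array. Under the other alternatives of processing, the call of N_isotig03270_isogroup00146 was lost in 2 of 19 (with a log2 difference of 1.29 under the normexp background), that of N_isotig20591_isogroup09058 in 5 of 19, that of P_isotig23396_isogroup11863 in 5 of 19 and that of P_GIDV13C01DW9B5 in 9 of 20.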

In fact, the critical point of the experiment seemed to be 8 hours after the challenge, when many immune genes were upregulated. Regulation of the apoptotic processes in hemocytes was also triggered early after the challenge and barely no genes related to apoptosis were found 3 days after the challenge. On the other hand, some effector genes such as C3, C1q, defense protein, and lysozyme seemed to exert their function before 24 hpc; cathepsins, proteases and protease inhibitors were up or downregulated throughout all the challenge pointing to complex interactions between bacteria and clams. These findings suggest that the survival or death of the animals is decided very early after the challenge, suggesting the importance of a fast triggering of the defense mechanisms.

### Enrichment analysis

A Fisher’s exact test was performed to detect any significant enrichment of GO terms in each sampling point and regulation in comparison with the reference set of sequences present in the microarray. Only three analyses were enriched in specific GO terms compared with the entire microarray output: 3 hours upregulated (45 enriched GO terms), 8 hours downregulated (3 terms) and 72 hours downregulated (2 terms). After using the blast2GO tool to reduce the GO enriched terms, the most specific terms (the highest level GO terms of a parental line) were presented in Figure 5. It can be observed that the first significantly enriched processes of the upregulated genes were exclusively related to immune signaling and transcription, such as the toll-like receptor pathway or the regulation of NF-κB import to nucleus. An interesting result was the negative regulation of the IL-8 biosynthetic process, which is an indicator of an inhibition of the pro-inflammatory response. These results confirmed the previous findings of the GO annotation and the top-expressed genes, which showed an initial activation of the signaling and transcriptional processes and a strong inhibition of pro-inflammatory molecules such as C3, which seemed to exert their function much earlier than 3 hours after the stimulus, a trait that has been previously observed in bivalves [32].

**Figure 5:**
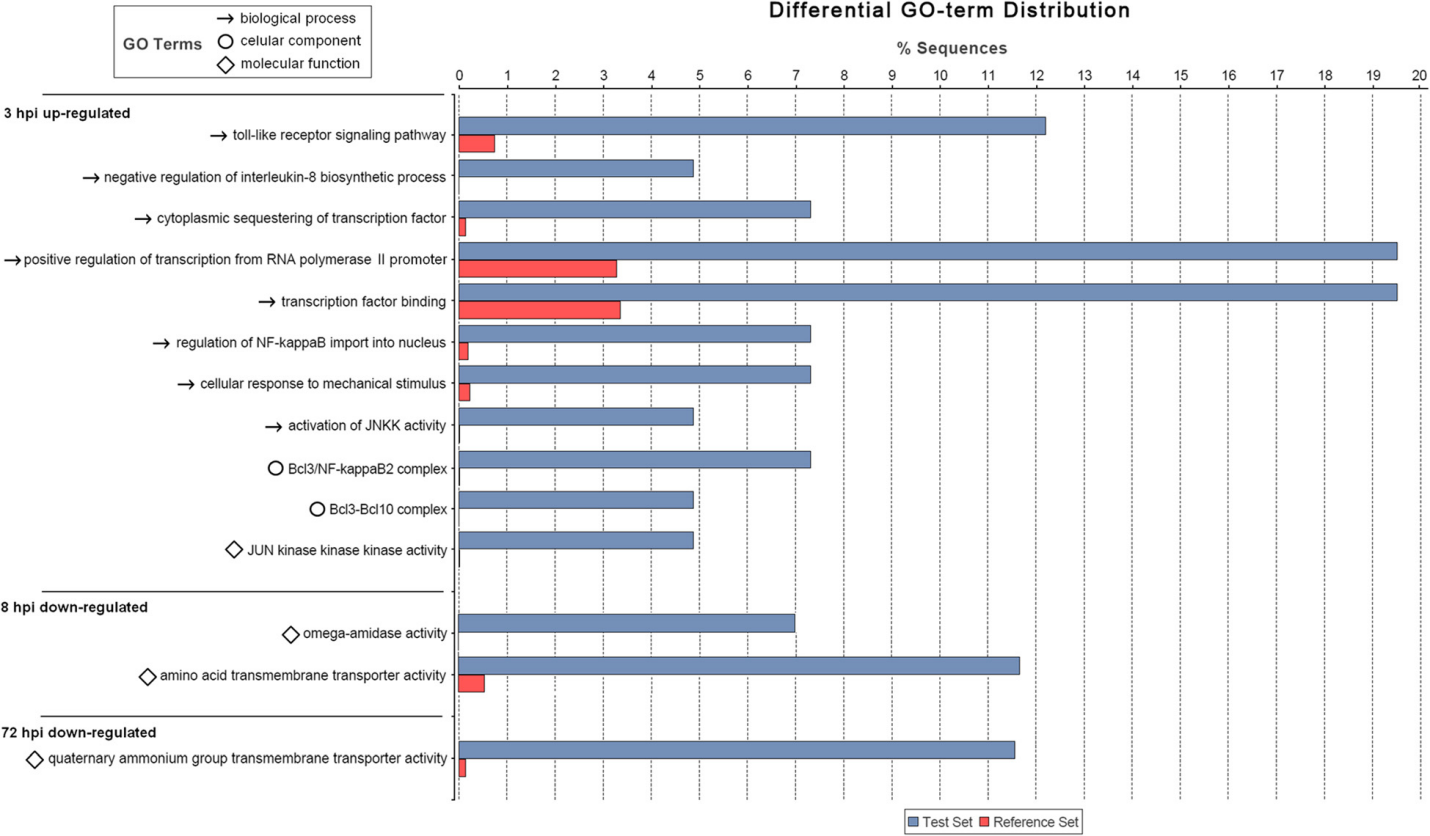
**Enrichment analysis results.** Differential GO term distribution between the test set (significantly expressed genes for each sampling point and regulation, up/down) and the reference set (all of the sequences present in the microarray). Only significant analyses were represented. hpc, hours post-challenge.

The enrichment results at 8 hours and 72 hours post-challenge show that only downregulated processes related to metabolism and transport were found, but no specific enrichment of immunity genes was observed. These results imply the importance of an early response and an effective innate immune system in these bivalves.

### ANOVA analysis: effect of the challenge in all of the experimental data

An ANOVA was performed to globally analyze the information of the microarray experiments after the challenge. Although a vast majority of the genes were regulated at a single sampling point, the ANOVA results showed a total of 15 genes that were significantly regulated throughout the time course. Table 3 summarizes a description of the 10 successfully annotated genes with their respective fold changes. The expression profile of the ten genes coincides with the observed pattern in Figure 1: the maximum fold change is achieved 8 hours after the bacterial challenge (except for LTBP4, whose maximum expression comes out at 24 hours). This finding suggests that the highest modulation of expression happens at 8 hpc. Thus, that time point after the challenge could represent the actual time point in which the fate of the surviving and dying animals is set.

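Of the 8 probes with an effect of the challenge over all times by limma, 7 had their largest change at 8 h and 1, LTBP-4, at 24 h. Over all times, LTBP-4 was higher by 4.07 on the log2 scale (standard error 0.55, limma adjusted p = 1.07e-04) and TRAF6 by 1.37 (standard error 0.27, limma adjusted p = 0.0363). IL-17D, higher by 1.82 (standard error 0.44, limma adjusted p = 0.143), and C3, with a difference of -0.47 (standard error 0.40, limma adjusted p = 0.724), did not pass the threshold. At 8 h the LTBP-4 signal was 10.51 ± 1.94 (SD, n = 5 pools) in infected and 5.51 ± 1.23 (SD, n = 4) in control pools, a difference of 5.00 (limma adjusted p = 0.0517). This p was 0.0246 among probes well above background only, 0.0476 with no percentile filter and 0.0448 with an intensity trend of the spread, and it fell to 0.0112 without infected replicate 1 and to 0.0451 without control replicate 1. It rose to 0.634 with the normexp background (a difference of 2.74), to 0.398 with the spike-in RNAs, to 0.121 with slide as a block and to 0.303 in a fit of the 8 h arrays alone, and without infected replicate 2 the difference was 4.34 with a limma adjusted p of 0.183. At 24 h the signal was 12.99 ± 3.09 (SD, n = 3) against 5.35 ± 1.60 (SD, n = 4), a difference of 7.64 (standard error 1.25, limma adjusted p = 0.0105). All infected pools of 24 h were above all control pools (exact two-sided permutation test, p = 0.0286, the smallest that 3 pools against 4 allow). Infected replicate 3 had a signal of 16.56, and without it the difference at 24 h was 5.85 with a limma adjusted p of 0.504. Without control replicate 5 it was 6.96 with a limma adjusted p of 0.0984, and with slide as a block 7.60 with 0.178. At 72 h the difference was 1.80 (standard error 1.03, limma adjusted p = 1.00).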

**Table 3:** **Differentially expressed genes detected by ANOVA and regulation after *V. alginolyticus *** **challenge**

	**3 h FC**	**8 h FC**	**24 h FC**	**72 h FC**
**Immune effectors**				
Latent-transforming growth factor beta-binding protein 4	3.55	43.50	217.29	3.49
Heat shock 70 kda protein	1.31	5.30	2.18	−1.39
Phosphoinositide 3-kinase adapter protein 1	3.27	5.56	2.06	−1.13
Tnf receptor-associated factor 6	2.47	9.69	2.36	−1.27
**Recognition/adhesion**				
Perlucin-like protein	7.94	39.44	29.44	19.91
Protein lin-7 homolog c	−1.29	−2.37	−2.26	−1.25
**Transcription**				
Nuclear receptor dax-1	2.18	4.02	2.85	1.06
Ets-related transcription factor elf-5	6.19	26.84	10.00	1.35
Nuclear factor nf-kappa-b p50 subunit	1.74	9.48	1.89	−1.33
A20-binding inhibitor of nf-kappa-b activation 2	1.98	3.37	1.77	−1.13

These ten genes have important defense, protective and homeostasis functions, including cell death and apoptosis, that are key events to decide survivorship of the challenged clams: The phosphoinositide 3-kinase adapter protein 1 (PIK3AP1 or BCAP) links Toll-like receptor signaling and PI3K activation, preventing excessive inflammatory cytokine production and contributing to B-cell development in humans [45,46], this could mean that as the same time that defense cells produce an immune response, this is being controlled to avoid self-damage by an uncontrolled inflammatory reaction. The nuclear receptor dax-1 (NR0B1) is a co-regulatory inhibitor of the transcriptional activity of other nuclear receptors. NR0B1 is also related to the development and maintenance of stem cell pluripotency and lipogenesis and gluconeogenesis [47], important processes to maintain the energy homeostasis necessary to overcome an infection and regenerate damaged tissues. LTBP-4, described in the validation of the microarray, modulates TGF-β activity and is related to cell adhesion and migration. The perlucin-like protein is a constitutive and regulating C-type lectin that promotes calcium carbonate precipitation and crystallization. Perlucin contains a carbohydrate recognition domain, and because this protein is expressed both in the mantle and in the gills and the digestive tract, it has been suggested that perlucin could play a role in non-self antigen recognition, similarly to other C-type lectins to trigger the immune response [48]. The upregulation of heat shock proteins (HSPs) represents an important mechanism in the stress response and their functions are closely linked to the innate immune system. Although the primary role of HSP70 is to function as a molecular chaperone, it inhibits the mitochondrial apoptosis pathway as well [49], a signal of the changes being produced after the *Vibrio* challenge and the survival efforts of hemocytes to overcome the infection. TRAF6, which has been described previously, is a signaling molecule that leads to the activation of the NF-κB and AP-1 transcription factors implicated in the regulation processes such as cell proliferation and survival, growth, differentiation, apoptosis, cell migration or metabolism; all of them closely related to immunity and response to a pathogen. The protein lin-7 homolog c establishes and maintains the distribution of channels and receptors at the plasma membrane of epithelial cells [50] and is likely to be involved in the formation of the cadherin-independent tight junction-like structure in epithelial cells and in the synapses in mammals [51], suggesting a role in establishment of the hemocytes adhesion to other cells and maybe intercellular signal transductions after the *Vibrio* challenge. The last three genes are a group related to transcription: the ets-related transcription factor elf-5, a transcriptional activator restricted to epithelial cells and involved in the keratinocyte differentiation in mammals [52], the NF-κB p50 subunit and the a20-binding inhibitor of NF-κB activation 2, two molecules that are implicated in the NF-κB signaling pathway, which controls many inflammatory and immune responses, cell proliferation, apoptosis and metabolism [53,54]. These molecules are closely involved in defense against pathogens, from recognition to effector functions in the immune system. Additionally, cell proliferation, survival or death were very represented processes, showing that apoptotic/antiapoptotic molecules are highly expressed after a *Vibrio* challenge, indicative of the active fight of the hemocytes.

### Functional immune response of hemocytes after bacterial infection

To finally evaluate if the changes in gene expression corresponded to functional parameters, the immune response triggered by the *V. alginolyticus* infection was evaluated. In primary cultures of clam hemocytes (granulocytes and hyalinocytes) (Figure 6A), the *in vitro* infection with *V. alginolyticus* induced apoptotic and necrotic cell death 1 h after infection (Figure 1B). This functional result agrees with the GO analysis showing that most significantly upregulated genes at the beginning of the infection could be involved in chemotaxis, adhesion and therefore they lead to a rapid triggering of several mechanisms, such as apoptosis.

**Figure 6:**
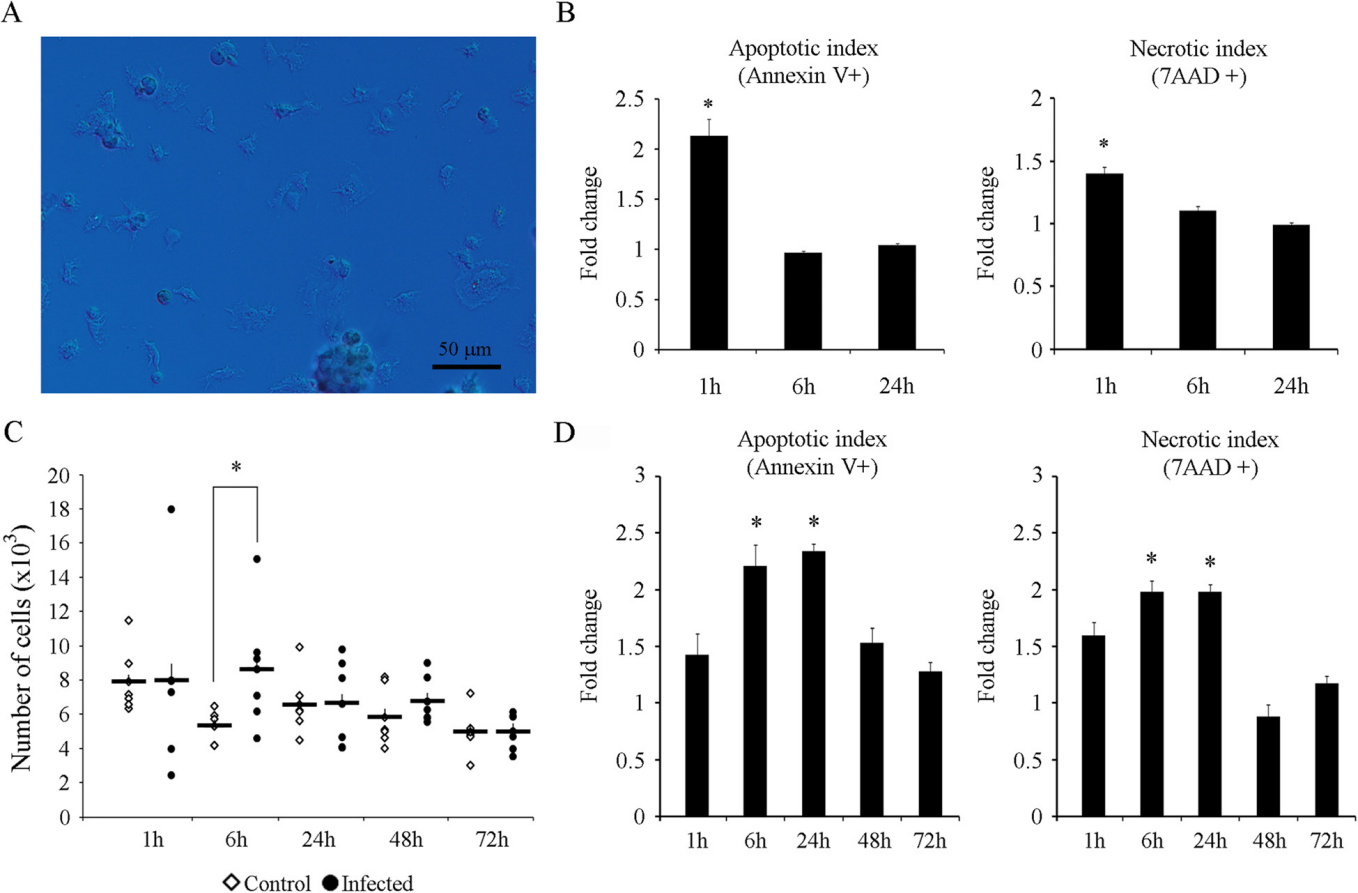
**Evaluation of the immune response after bacterial infection. (A)** The cellular components of the hemolymph are granulocytes and hyalinocytes. Photographs were taken using Nomarski DIC objective. **(B)** Apoptotic and necrotic levels induced by *V. alginolyticus* in primary cultures of hemocytes (n = 6). **(C)***In vivo* modulation of the cellular concentration in hemolymph after bacterial infection. A significant increment in the number of cells was observed 6 h after infection. Graph represents the measurement of 6 independent animals as well as the mean + SEM. **(D)** Apoptotic and necrotic levels *in vivo* induced by *V. alginolyticus* at different times post infection. In all graphs, bars represent the mean + SEM of 6 independent measurements. Data were analyzed using the Student’s t-test. (*) significant differences at p < 0.05.

Results obtained after the intramuscular injection of *V. alginolyticus* also supported the previous findings of the GO annotation and the top-expressed genes. This bacterial infection induced significant changes in the cell concentration in hemolymph extracted from the site of infection. This parameter is an indirect indicator of cell migration to the site of infection. As soon as 6 h after infection the cell concentration registered in infected animals was significantly higher than that registered in controls. Cell migration seemed to be a quickly response since no significant variations were registered at 24, 48 and 72 h (Figure 6C). *V. alginolyticus* was also able to induce cell death after *in vivo* infections, although the timing for induction was different to that observed in cell cultures. A significant increment in the number of necrotic and apoptotic cells was registered at 6 and 24 h post-infection (Figure 6D).

## Conclusions

The current work presents the second version of the *R. philippinarum* oligo-microarray enriched with immune sequences from hemocytes. We have analyzed the response of the Manila clam, *R. philippinarum*, after a *V. alginolyticus* challenge, strain TA15, and found almost 600 differentially expressed genes out of 13,671 probes. After the expression, GO term analyses and functional immune studies, we were able to establish a putative timing for a *Vibrio* infection in clams: there was an early response (3 hours) of hemocytes against the *Vibrio* challenge in which the main functions of hemocytes were mainly related to cellular component organization, biogenesis, cell migration, signaling and death. These functions were a fast response to the pathogen with related genes such as IL-17 or calmodulin. Eight hours seemed to be a key point in time to overcome the bacterial challenge, as the most important functions were related to response to stimulus, the immune system process and the multi-organism process to directly initiate the defense. Genes such as PGRPs, FREPs and defense proteins were present at this sampling point. After one day, there was a modulation of a great number of functions, from general processes such as metabolism to more specific functions such as development, localization and locomotion. Many cytoskeleton genes were found between the top-expressed genes, which is indicative of a possible chemotactic response in hemocytes. Finally, after 72 h, the number of regulated genes decreased substantially, indicating a stabilization of the status of the clam and the end of the cellular response to the challenge. We have to take into account that the modulation of the genes can be the result of an effective immune response but also a symptom of a future death. In fact, several apoptotic and anti-apoptotic genes were regulated. This highlights that the obtained transcriptomic profile is a reflection of a complex interaction between the host immune system and the pathogen that deserves further studies.

In summary, bivalves are able to respond quickly against an infection with an orchestrated modulation of different genes. The immune-enriched oligo-microarray for *R. philippinarum* has proven to be useful in hemocyte expression analysis, and this tool has yielded interesting results.

## Methods

### Sequence assembly, annotation and microarray design

A total of 1,438,665 sequences from *R. philippinarum* were collected from different origins: 454 sequencing and Sanger sequencing [20,21] and available ESTs in the NCBI database. Table 1 details the number of sequences by origin, assembly and annotation criteria. After removing low-quality sequences and filtering for adaptors and primers, the cured sequences were assembled using the Newbler software package (GS *De Novo* Assembler v2.6, Roche). BlastX and BlastN algorithms [55] (http://blast.ncbi.nlm.nih.gov/Blast.cgi) were used to annotate the selected sequences. Alignments with an e-value threshold of 10^−3^ and 10^−5^ were considered significant for protein and nucleotide databases, respectively. The reference databases that were used are NCBI SwissProt, NCBI Metazoan RefSeq, NCBI nonredundant and ENSEMBL databases, and the dedicated databases for *B. glabrata* (http://www.snaildb.org/) and *L. gigantea* (http://genome.jgi-psf.org/Lotgi1/Lotgi1.download.html).

Probe design was carried out using the Agilent eArray interface (https://earray.chem.agilent.com/earray/), which applies proprietary prediction algorithms to design 60-mer oligoprobes.

Microarrays were synthesized *in situ* using the Agilent ink-jet technology with an 8 × 15 K format. Each array included default positive and negative controls. Probe sequences and other details on the microarray platform can be found in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) [56] under accession number GPL16450. The GEO accession for the series data (microarray gene expression data) is GSE43274.

### Animal sampling and RNA isolation

*R. philippinarum* clams were obtained from a commercial shellfish farm (Vigo, Galicia, Spain). Clams were maintained in open circuit filtered sea water tanks at 15°C with aeration and were fed daily with *Phaeodactylum tricornutum* and *Isochrysis galbana.* Prior to the experiments, the clams were acclimatized to the aquarium conditions for one week.

Clams (n = 100) were notched in the shell and injected in the muscle with 100 μl of 10^8^ CFU/ml of *Vibrio alginolyticus*, strain TA15. The inoculation dose was chosen according to previous *Vibrio* challenges in *R. philippinarum*[5,18,57]. Controls (n = 100) were injected with 100 μl of PBS. After challenge, the clams were returned to the tanks and maintained at 15°C until sampling at 3, 8, 24, and 72 hours after challenge. The cumulative mortality rate at the end of the experiment, 72 hours, was 44%. The controls showed an end point mortality of 10%.

Hemolymph (1 ml) was withdrawn from the adductor muscle of the clams with a 0.5 mm diameter (25 G) disposable needle. Hemolymph from four individuals was pooled, and five biological replicates were taken at each sampling point. The hemolymph was centrifuged at 3000 g for 10 minutes at 4°C. The pellet was resuspended in 250 μl of TRIzol (Invitrogen). Total RNA isolation was conducted following the manufacturer’s specifications in combination with the RNeasy Mini kit (Qiagen) for RNA purification after DNase I treatment. Next, the concentration and purity of the RNA were measured using a *NanoDrop ND1000* spectrophotometer. Finally, RNA integrity was tested on an Agilent 2100 Bioanalyzer (Agilent Technologies). Only the samples with high RNA quality were used for labeling and hybridization, 3 to 5 biological replicates were used for each condition and time.

### Cy3 labeling

Sample labeling and hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol. Briefly, 100 ng of RNA from each RNA sample was amplified and labeled with Cy3 using the Low Input Quick Amp labeling kit (Agilent Technologies), according to the manufacturer’s instructions. Each sample included a mixture of 10 different viral poly-acetylated RNAs (Agilent Spike-In Mix) before amplification and labeling so the microarray analysis work-flow could be assessed. Qiagen RNeasy mini spin columns were used to purify amplified RNA. Finally, amplification and dye incorporation rates were verified using a *NanoDrop ND1000* spectrophotometer. These values should be between 200 and 500 ng/μL (RNA concentration) and between 20 and 50 pmol/μg aRNA (dye incorporation).

### Microarray hybridization and analysis

Cy3 labeled RNA (600 ng) was fragmented with 5 μl of 10× Blocking Agent and 1 μl of 25× Fragmentation Buffer at 60°C for 30 min. Finally, 55 μl of 2× GE Hybridization buffer was added to dilute the fragmented RNA. The eight spaces of the gasket slide were filled with 40 μl of the correspondent hybridization solution and then assembled on the microarray slide (each slide contained eight arrays). Slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven, subsequently removed from the hybridization chamber, quickly submerged in GE Wash Buffer 1 to disassemble the slides and then washed in GE Wash Buffer 1 for 1 minute followed by one additional wash in pre-warmed (37°C) GE Wash Buffer 2.

Hybridized slides were scanned at 5 μm resolution using an Agilent G2565BA DNA microarray scanner. Default settings were modified to scan the same slide at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%). The two linked images generated were analyzed together, the data were extracted, and the background was subtracted using the standard procedures in the Agilent Feature Extraction Software version 9.5.1. The software returned a series of spot quality measures to evaluate the goodness and the reliability of the spot intensity estimates. 

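The arrays were compared by a principal component analysis of 3003 probes that passed the percentile filter, were well above background on all arrays and had no outlier mark. The first 4 components held 19.3%, 10.8%, 8.9% and 6.4% of the variance. Control replicate 5 at 8 h had a first component of 83.0, while the other 3 control arrays of 8 h lay between 1.69 and 3.19. The next largest value of any array was 42.3, in an infected pool at 24 h. Control replicate 5 at 8 h had 42.2% of its probes well above background and 0 spots marked as outliers, and it was kept. Without it, 18 probes were regulated at 8 h by limma, of which 10 were among those found with all arrays.

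**Figure D2:**
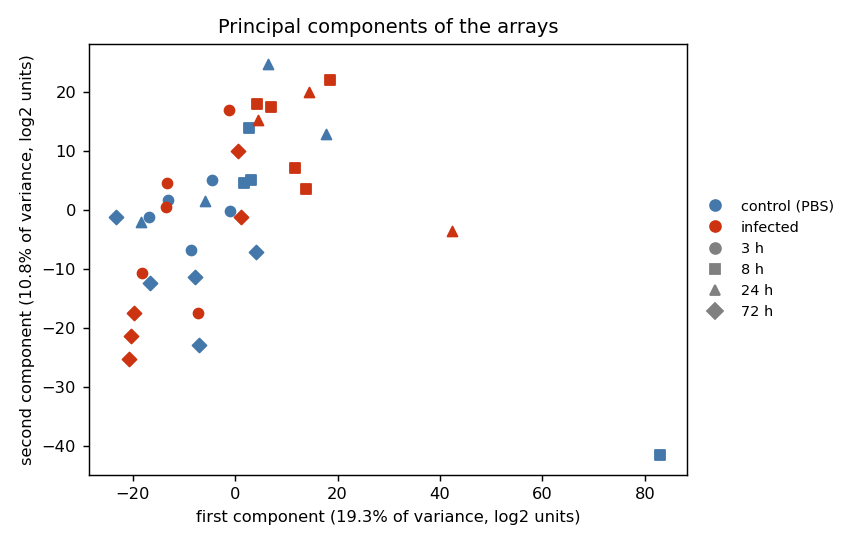
First against second principal component of the normalized log2 signal for each array, with control pools in blue, infected pools in red and a marker for each time. The control array at 83.0 on the first component is replicate 5 of 8 h.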

After ensuring that all of the microarrays passed the quality tests (spatial distribution of median signals for row and column, distribution of the spot signal, spatial distribution of all outliers of the array, coefficient of variation of the technical replicates of the SpikeIn and the regression correlation between signal and concentration) (Additional file 2: 1–36), control features (positive, negative, etc.), except for SpikeIn Viral RNAs, were excluded from subsequent analyses. SpikeIn control intensities were used as internal controls and were expected to be uniform across the experiments of a given dataset.

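The mean log2 processed signal of the 4 brightest spike-in RNAs was taken on each array before any scaling. At 72 h it was 14.33 ± 0.51 (SD, n = 5 arrays) in infected and 15.05 ± 0.11 (SD, n = 5) in control arrays, a difference of -0.72 (exact two-sided permutation test, p = 0.0397). Over the 8 tests made on spike-in signal and 75th percentile at the 4 times, the Benjamini-Hochberg adjusted p of this difference was 0.318, so it did not pass the correction. At the other times the differences were 0.28 at 3 h, -0.08 at 8 h and 0.05 at 24 h, with exact two-sided permutation p of 0.222, 0.556 and 0.714. The 31 arrays outside the infected 72 h group lay between 14.53 and 15.66.

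**Figure D3:**
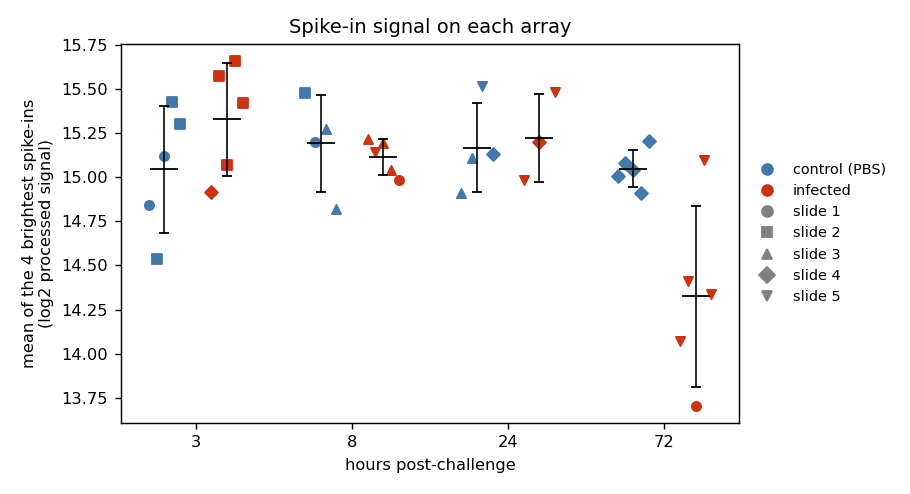
Mean log2 processed signal of the 4 brightest spike-in RNAs on each array against hours post-challenge, with control arrays in blue, infected arrays in red and a marker for each slide. Black bars give the mean and SD of each group, and the infected arrays of 72 h lie between 13.71 and 15.10.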

The GeneSpring software (Agilent) was used to normalize and analyze the microarray fluorescence data. To identify regulated genes, two statistical analyses in filtered raw data (20 - 90^th^ Percentile) were carried out: a t-test (p < 0.01) and a two-way ANOVA (p < 0.05) with a Benjamini-Hochberg multiple testing correction. The t-test was used to find the genes that were significantly different between the controls and the infected samples at each sampling point. Genes with a fold change between ±1.5 were not used for further investigation. ANOVA analysis was performed to analyze the whole dataset taking into account the challenge along all the sampling times.

### GO terms and enrichment analysis

After statistical analysis, blast2GO software [58] was used to assign GO terms [59] to the significantly expressed genes (t-test, p < 0.01) through the time course. Default values (annotation cutoff = 55, GOweight = 5) in blast2GO were used to perform the analysis and biological process ontology level 2 was selected.

The enrichment analyses were made with the total microarray information as the reference set and each sampling time (3 h, 8 h, 24 h, 72 h) and regulation (up or down) as the test sets. Then, Fisher’s exact test was run with default values: a one-tailed test without removing double IDs and 0.05 false discovery rate (FDR) cut-off. To construct Figure 5, the blast2GO option to show only the most specific terms (0.05 FDR cut-off) was performed.

### Validation of the microarray

Specific PCR primers were designed from the sequences of the selected probes (Table 4) using the *Primer3* program [60] according to qPCR restrictions. *Oligo Analyzer 1.0.2* was used to check for dimer and hairpin formation. The efficiency of each primer pair was then analyzed with seven serial five-fold dilutions of cDNA of *R. philippinarum* and was calculated from the slope of the regression line of the quantification cycle versus the relative concentration of cDNA [61]. A melting curve analysis was also performed to verify that only specific amplification occurred and that no primer dimers were amplified. If these conditions were not satisfied, new primer pairs were designed.

**Table 4:** Primers designed for the microarray validation

**Primer name**	**Sequence 5′ → 3′**	**Tm**	**Product size**	**Ct slope**	**Acc. n°/Probe name**
Clam 18S F	CCGAACATCTAAGGGCATCA	60.12	169 bp	−3.0	EF426293.1
Clam 18S R	AGTTGGTGGAGCGATTTGTC	60.99			
C3 F	CCCAGGTGCCAAAGAACA	55.56	162 bp	−3.5	S_isotig17547_isogroup06014
C3 R	GCGGGGTACACATACTCGTC	60.00			
IL-17D F	CTCAAAAAGACTCACAGGGAATG	60.15	186 bp	−3.8	P_isotig09595_isogroup01099
IL-17D R	CTGGCAATGATGTACTGTCGTAA	60.07			
LTBP-4 F	TAATCATTGCCGCCTTATCG	60.92	188 bp	−3.6	S_isotig21547_isogroup10014
LTBP-4 R	GCGACCTGAATCAAATTCGT	60.08			
TRAF6 F	GCCAACATAGTAGCTCAGGAACA	60.68	148 bp	−3.4	P_isotig17929_isogroup06396
TRAF6 R	TTCCAATATAGCTTACAACATCAACA	59.08			

The cDNA synthesis was performed on 1 μg of total RNA using SuperScript™ III Reverse Transcriptase (Invitrogen) following the manufacturer’s protocol. The same RNAs used for hybridization of the microarrays were used for the retrotranscription.

Real-time quantitative PCR was performed in the *7300 Real Time PCR System* (Applied Biosystems). One microlitre of fivefold-diluted cDNA template was mixed with 0.5 μl of each primer (10 μM) and 12.5 μl of SYBR Green PCR master mix (Applied Biosystems) in a final volume of 25 μl. The standard cycling conditions were 95°C for 10 min, followed by 40 cycles of 95°C for 15 seconds and 60°C for 30 seconds. All reactions were performed as technical triplicates, and an analysis of melting curves was performed in each reaction. The relative expression levels of the genes were normalized using 18S as a reference gene, which was constitutively expressed and not affected by the Vibrio challenge, following the Pfaffl method [61].

### Functional immune response of hemocytes after bacterial infection

The immune response triggered after *V. alginolyticus* infection was evaluated through *in vitro* as well as *in vivo* experiments. Flow cytometry was used to evaluate different immune parameters such as cell migration and bacterial-induced apoptosis.

For *in vitro* experiments hemolymph from 12 animals were diluted 1:1 in ice-cold filtered sea water to prevent aggregation and dispensed (200 μl) into 24 wells plates. After 30 min of incubation at 15°C in the dark for cell adhesion, cells were infected with 200 μl of the TA15 strain *V. alginolyticus* (10^8^ CFUs/ml) and maintained at 15°C. Induction of apoptosis was evaluated 1 h, 6 h and 24 h after infection in six different cell cultures. Supernatants were removed and 500 μl of ice-cold binding buffer (10 mM Hepes/NaOH, pH 7.4, 140 mM NaCl, 2.5 mM CaCl_2_) containing 5 μl Annexin V-FITC (BD Biosciences) and 10 μl of 7-amino-actinomycin D (7-AAD, BD Biosciences) were added. Cells were incubated for 15 min in the dark and analyzed in a FACSCalibur flow cytometer using Cell Quest software (BD Biosciences). The apoptotic process was evaluated using the FITC and 7-AAD content detected in the FL-1 (530 nm) and FL-3 (650 nm) channels, respectively. Fold units were calculated by dividing the percentage of FL-1 positive hemocytes obtained after infection by the values recorded in the control group. In all experiments data were analyzed using the Student’s t-test (p < 0.05). Fresh hemocytes were visualized using an Eclipse 80i light microscopy (Nikon) with Nomarski DIC prism to enhance the contrast.

For *in vivo* experiments 40 clams were intramuscular injected with 100 μl of the TA15 strain *V. alginolyticus* (4×10^10^ CFUs/ml). Control animals were injected with the same volume of filtered sea water. Animals were maintained in closed-circuit aquarium at 15°C. Hemolymph was extracted from 6 infected and 6 control animals at 1, 6, 24, 48 and 72 h after infection. Samples were immediately diluted 1:1 in ice-cold binding buffer and stained with Annexin V-FITC (BD Biosciences) and 7-amino-actinomycin D (7-AAD, BD Biosciences). Cells were incubated for 15 min in the dark and analyzed by flow cytometry as previously described. Cell migration to the site of infection was estimated by measuring the cell concentration in hemolymph extracted from the infected muscle.

### Availability of supporting data

Microarray data are deposited in the public functional genomics data repository GEO (Gene Expression Omnibus):

– Microarray platform:

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL16450

– Microarray gene expression data:

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43274

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

BN and AF conceived and designed the experiments. RM prepared the samples. LB, MM, MB and RM made the assembly and annotation of the sequences and designed the microarray platform. RM and MM hybridized the microarrays. AR performed functional immune assays. BN, AF, PB, AR and RM analyzed the data. RM wrote the paper. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Description of the reference databases used to annotate *R. philippinarum* sequences.** Click here for file

Additional file 2 Quality control of each microarray experiment provided by the Agilent Feature Extraction Software. Click here for file

# Supplementary material for: Gene expression profile analysis of Manila clam (Ruditapes philippinarum) hemocytes after a Vibrio alginolyticus challenge using an immune-enriched oligo-microarray
**Source:** BMC Genomics. 2014 Apr 7;15:267. doi: 10.1186/1471-2164-15-267
**Supplement:** Additional file 2 — Quality control of each microarray experiment provided by the Agilent Feature Extraction Software.

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

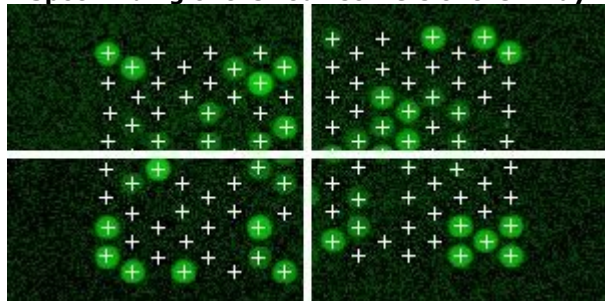

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

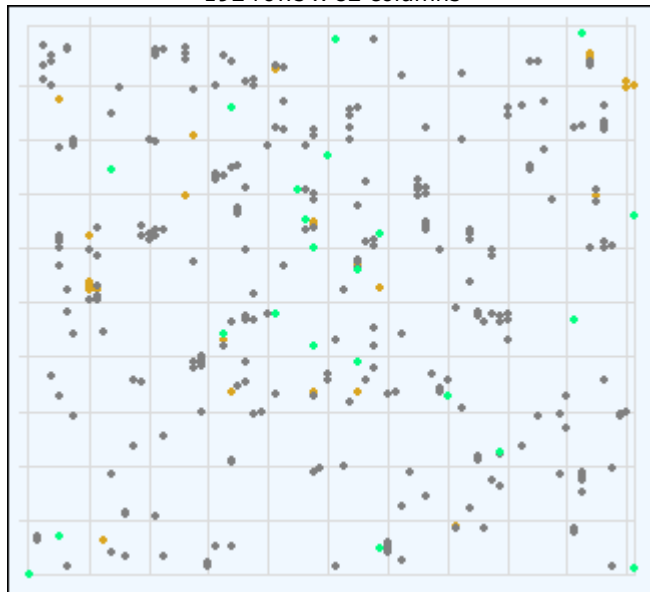

# FeatureNonUnif (Green) = 0(0.00%)

# GeneNonUnif (Green) = 0 (0.000 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

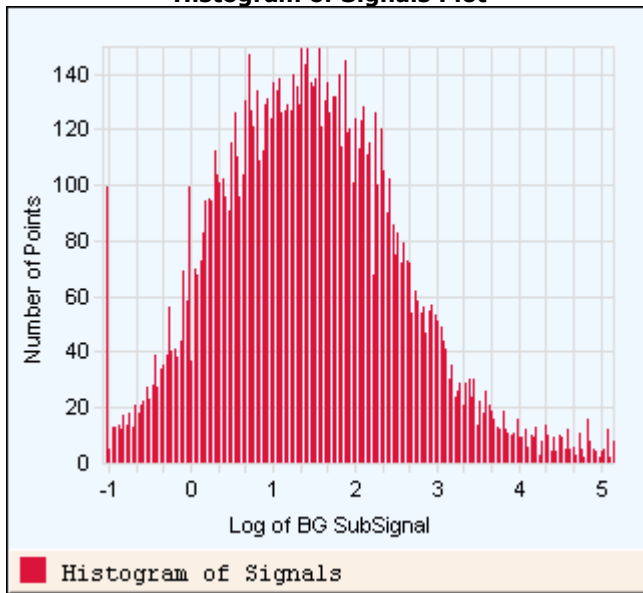

# Features (NonCtrl) with BGSubSignal < 0: 2331 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes  
Green

Agilent SpikeIns  
Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

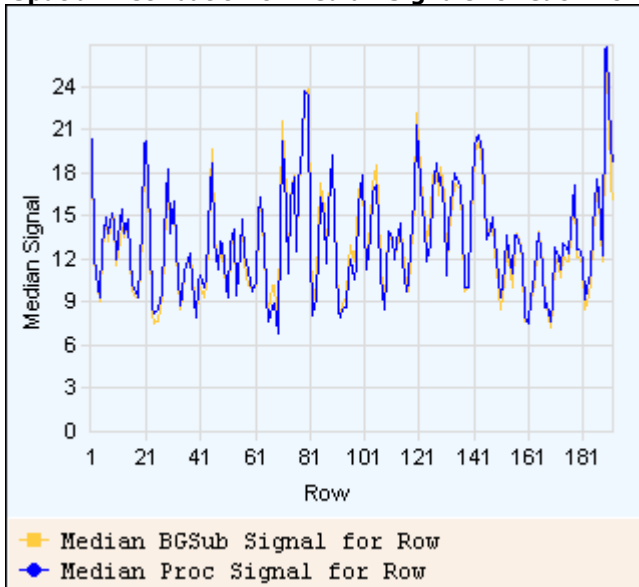

#### Spatial Distribution of Median Signals for each Column

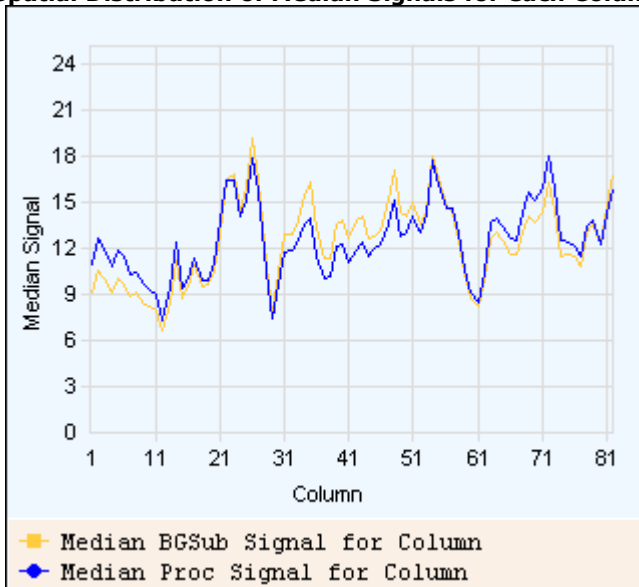

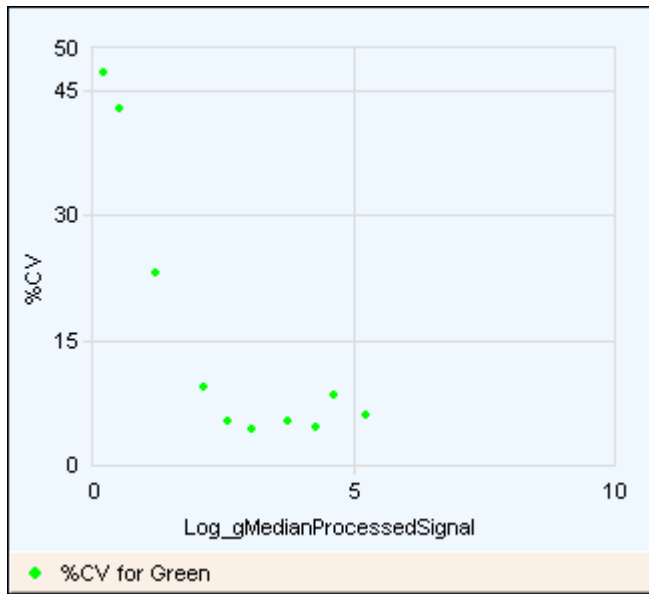

Median %CV:5.39

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

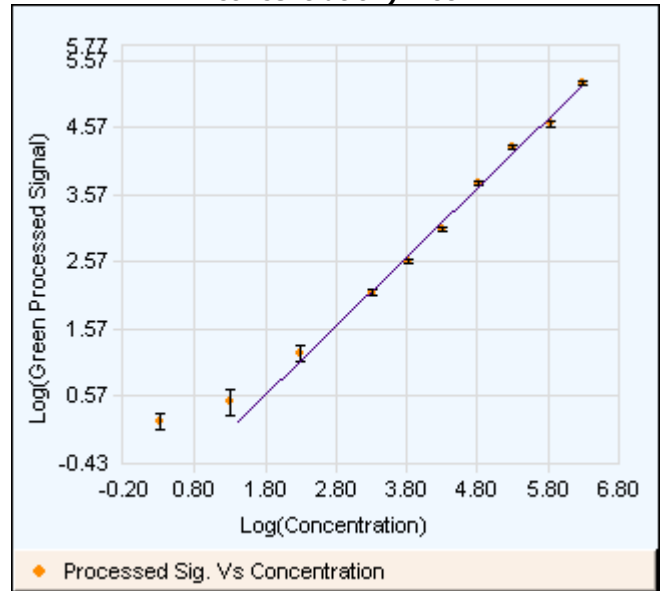

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

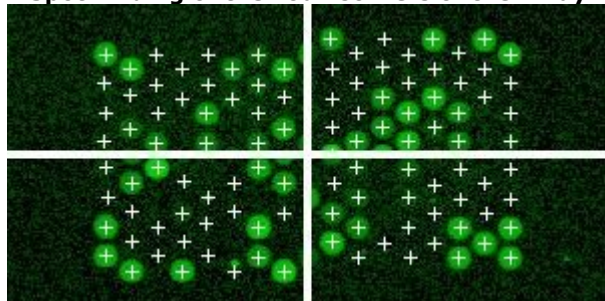

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

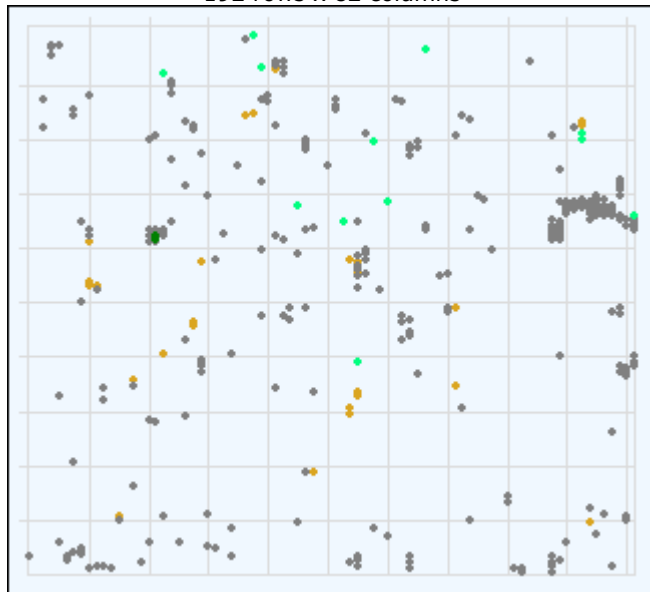

# FeatureNonUnif (Green) = 2(0.01%)

# GeneNonUnif (Green) = 2 (0.015 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

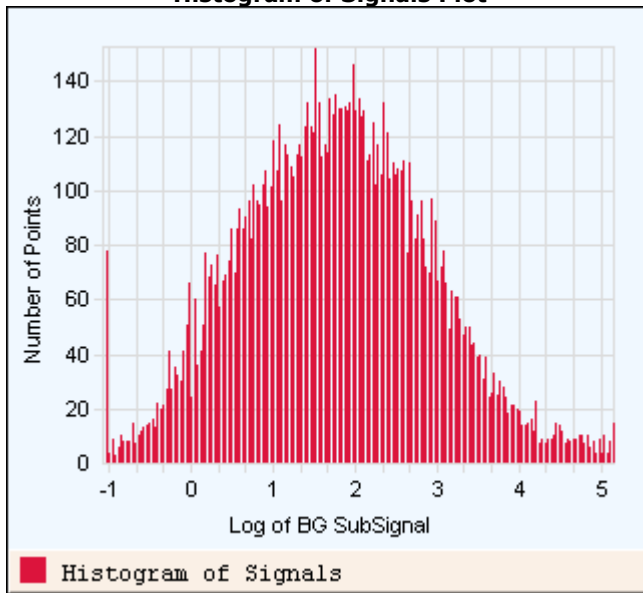

# Features (NonCtrl) with BGSubSignal < 0: 2525 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

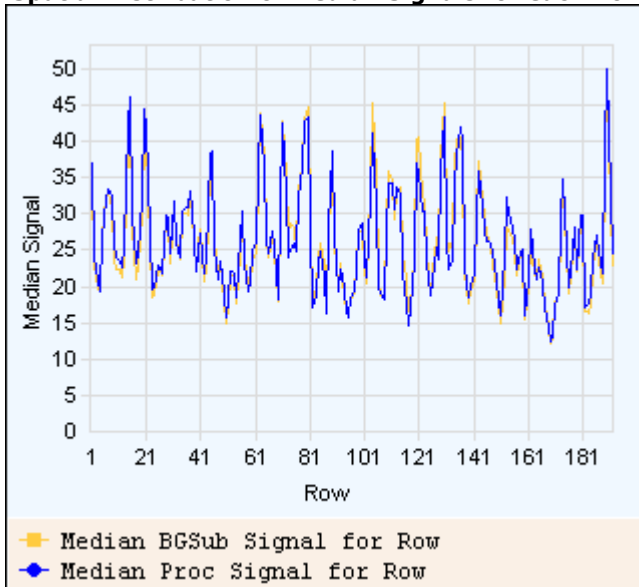

#### Spatial Distribution of Median Signals for each Column

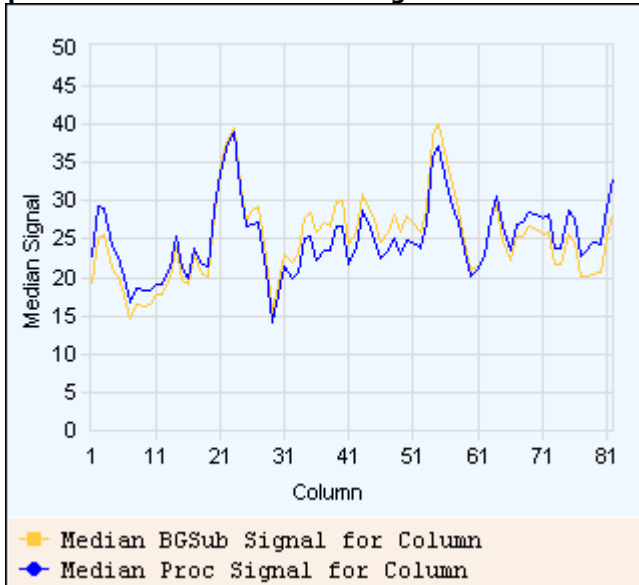

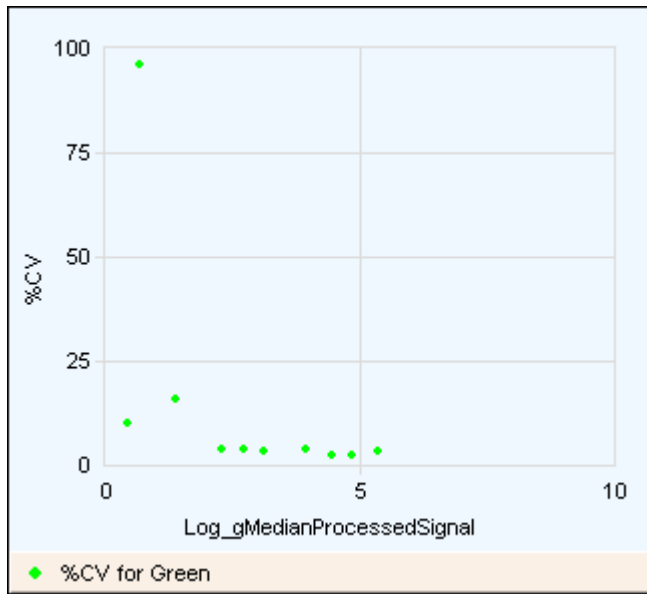

Median %CV:3.56

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

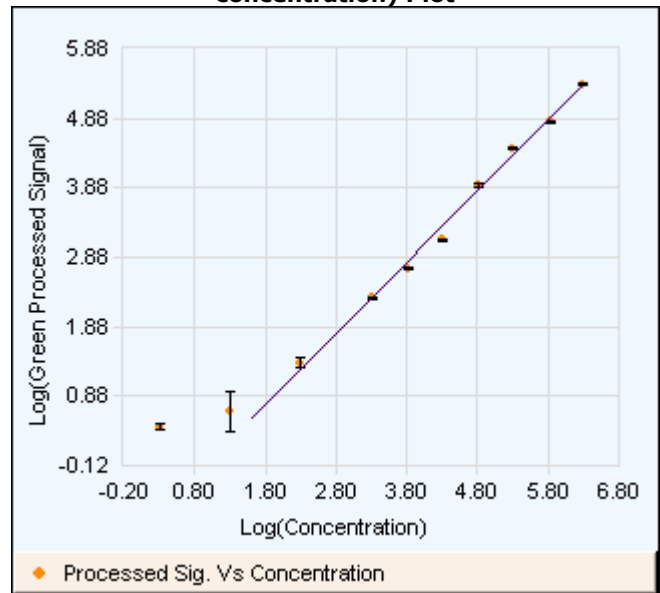

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

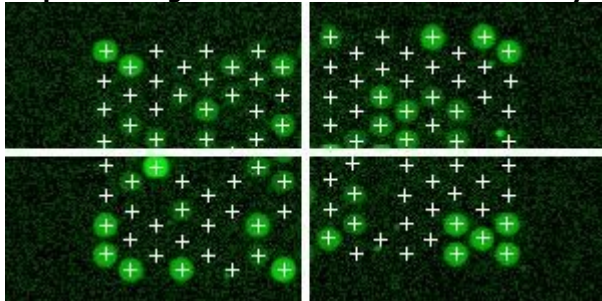

Grid Normal

Feature

Local

Background

Green

Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

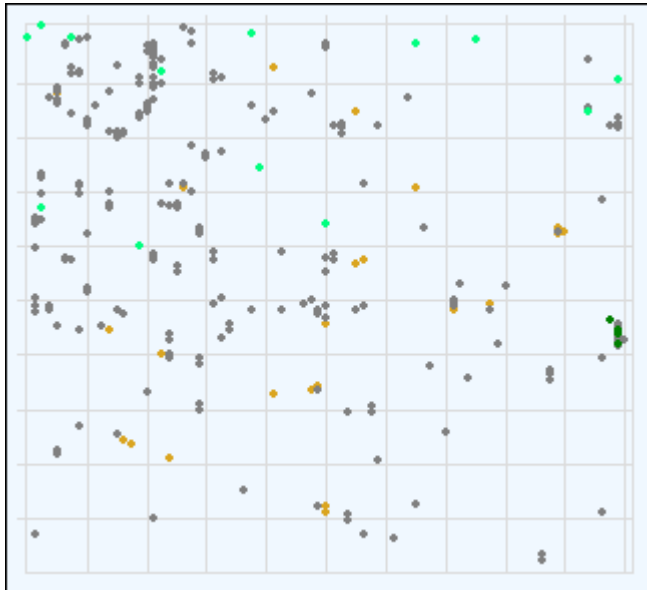

# FeatureNonUnif (Green) = 4(0.03%)

# GeneNonUnif (Green) = 3 (0.022 %)

● BG NonUniform    ● BG Population  
● Green FeaturePopulation    ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

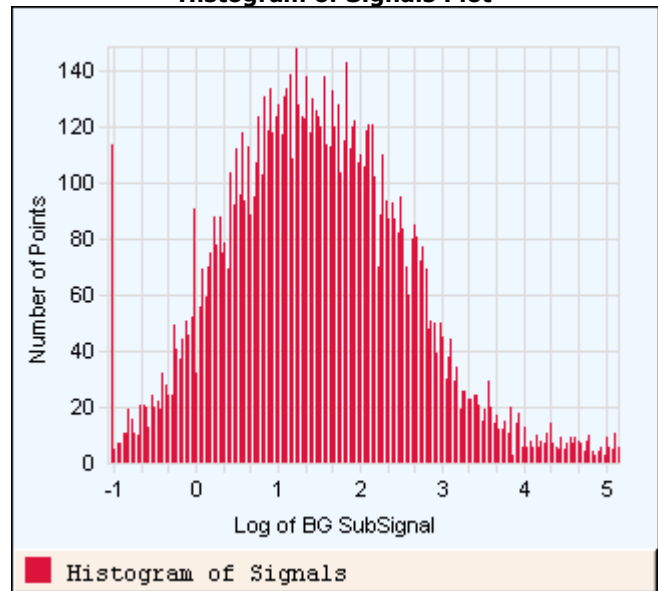

# Features (NonCtrl) with BGSubSignal < 0: 3136 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

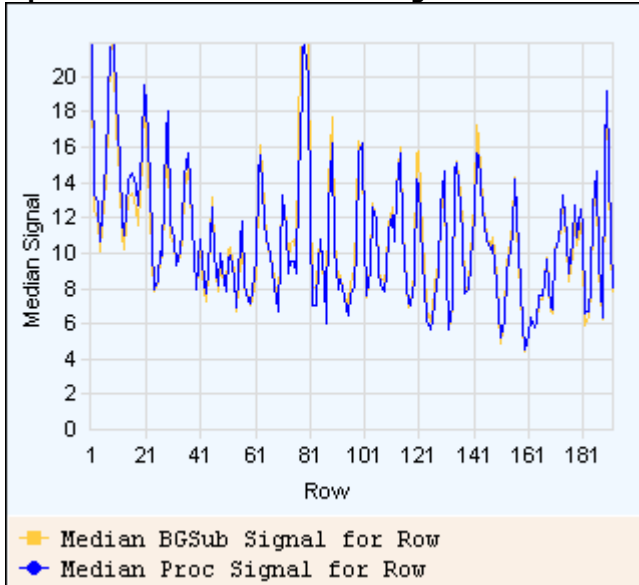

#### Spatial Distribution of Median Signals for each Column

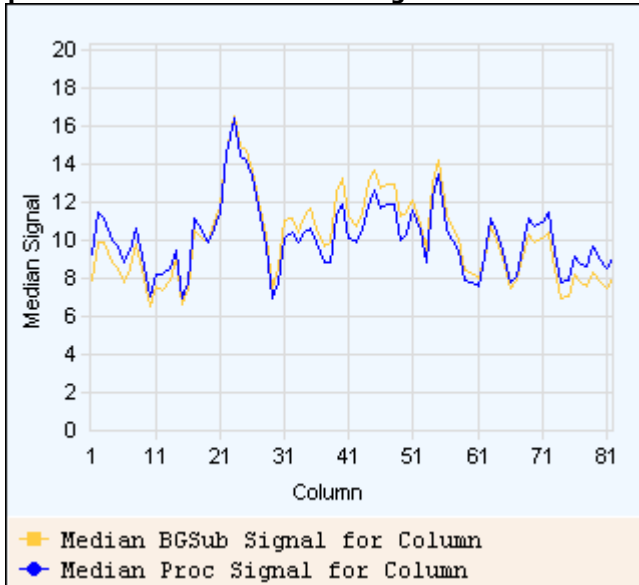

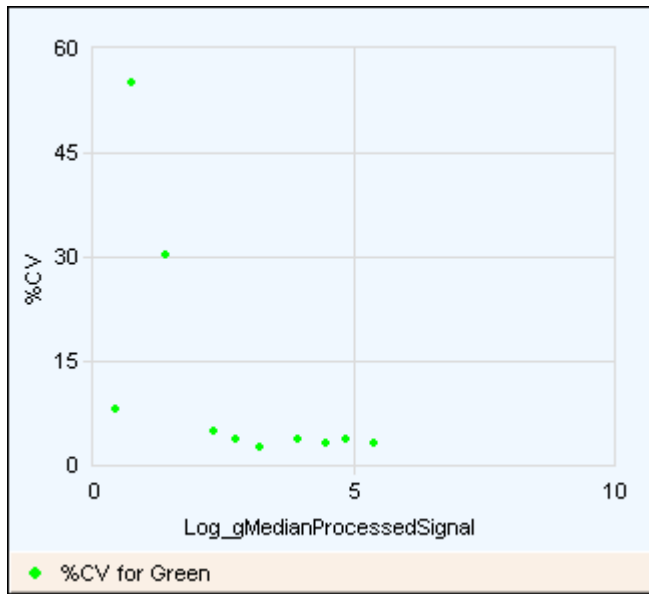

Median %CV:3.64

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

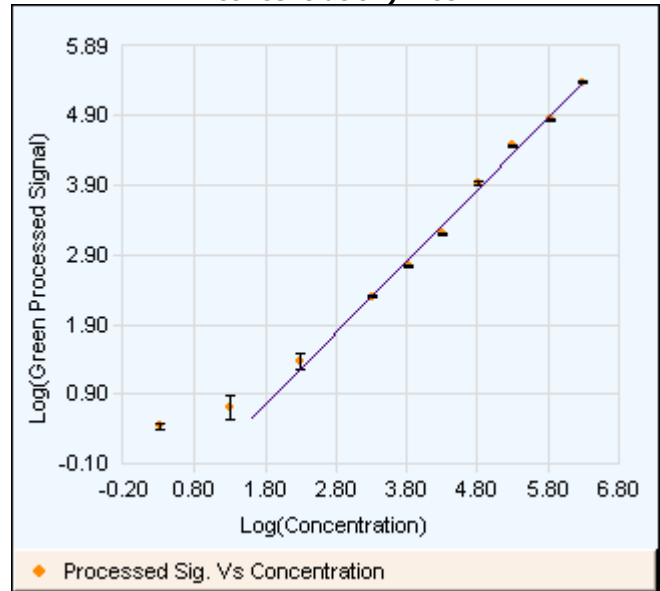

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

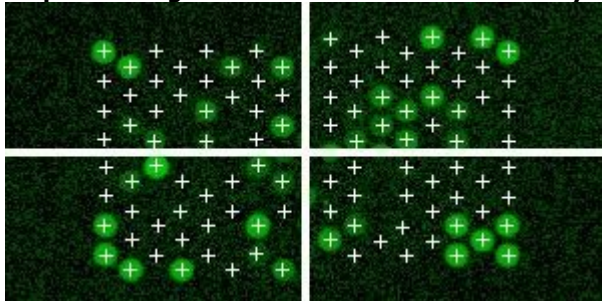

Grid Normal

Feature

Local Background

Green

Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

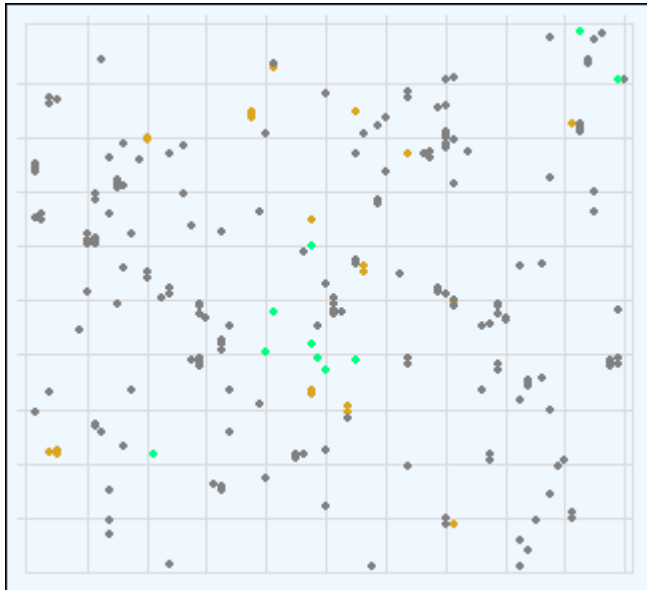

# FeatureNonUnif (Green) = 0(0.00%)

# GeneNonUnif (Green) = 0 (0.000 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

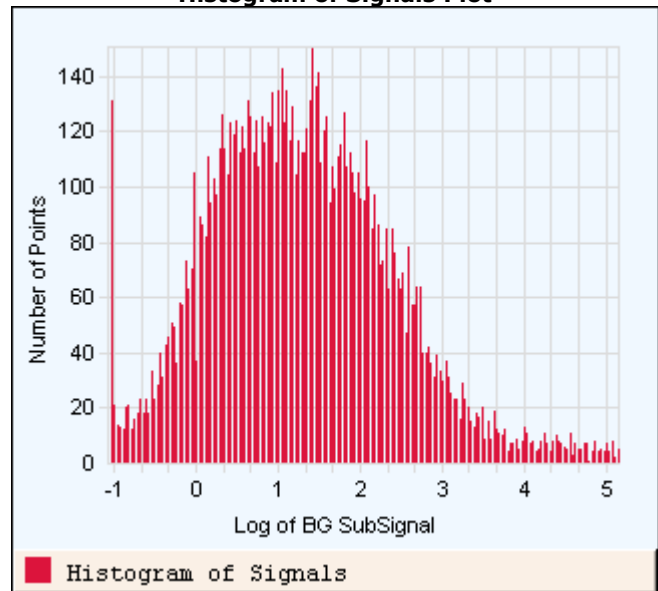

# Features (NonCtrl) with BGSubSignal < 0: 3171 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes  
Green

Agilent SpikeIns  
Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

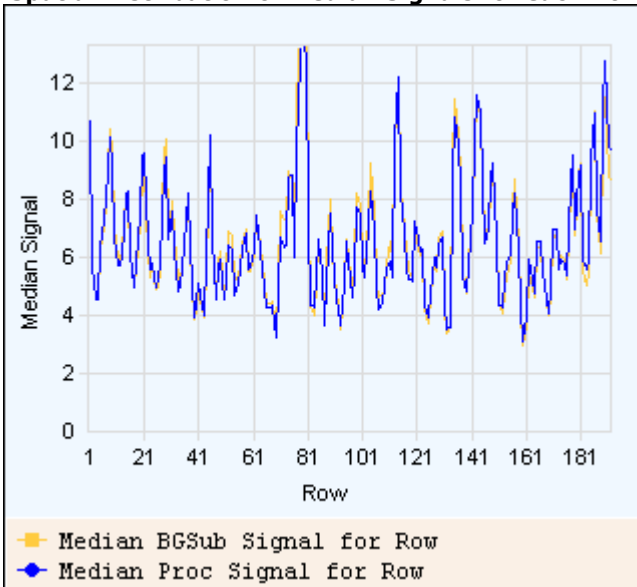

#### Spatial Distribution of Median Signals for each Column

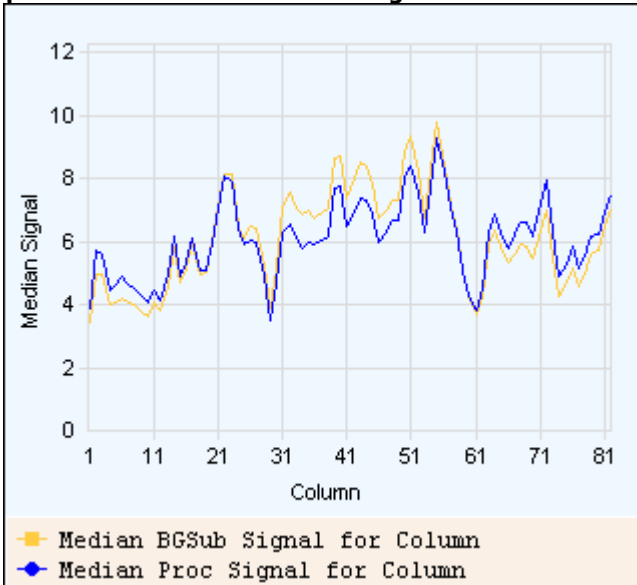

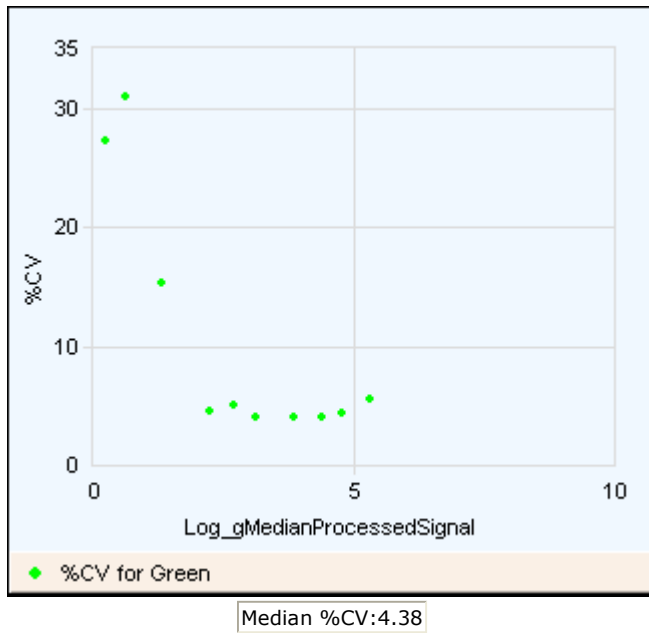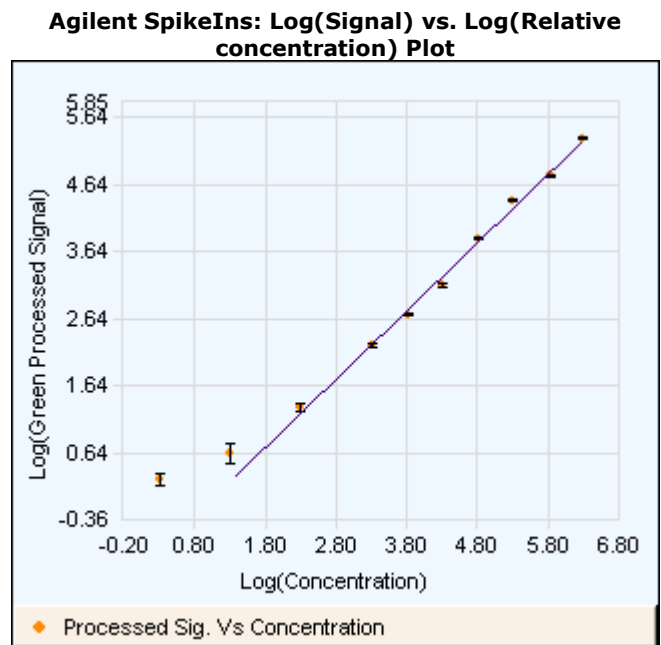

### Agilent Spike-In Concentration-Response Statistics

#### Linear Range Statistics:

#### Signal Detection Limit Statistics

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

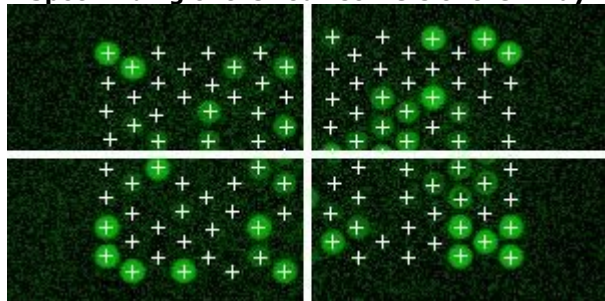

Grid Normal

Feature Local  
Background Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

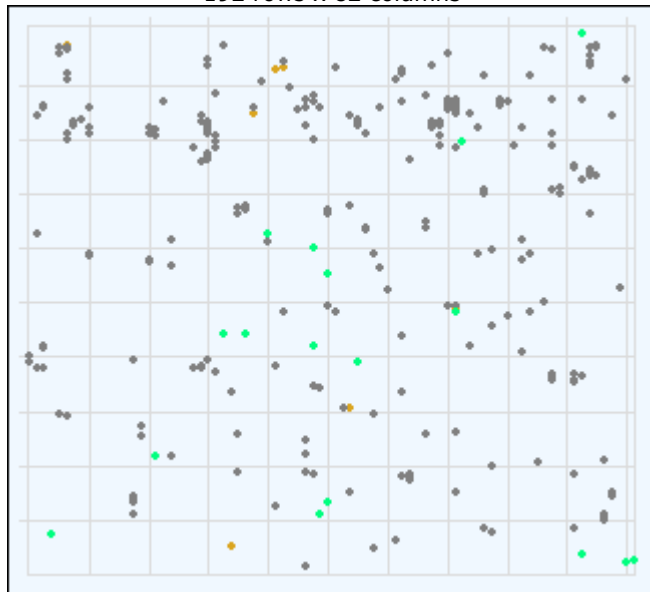

# FeatureNonUnif (Green) = 0(0.00%)

# GeneNonUnif (Green) = 0 (0.000 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

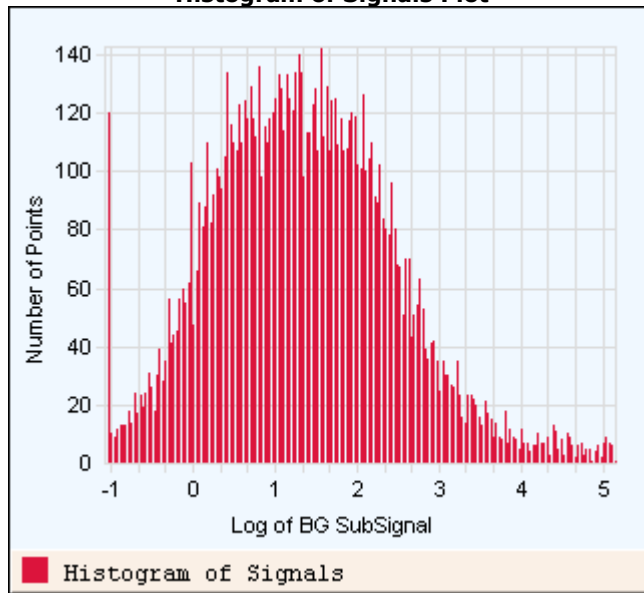

# Features (NonCtrl) with BGSubSignal < 0: 3147 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

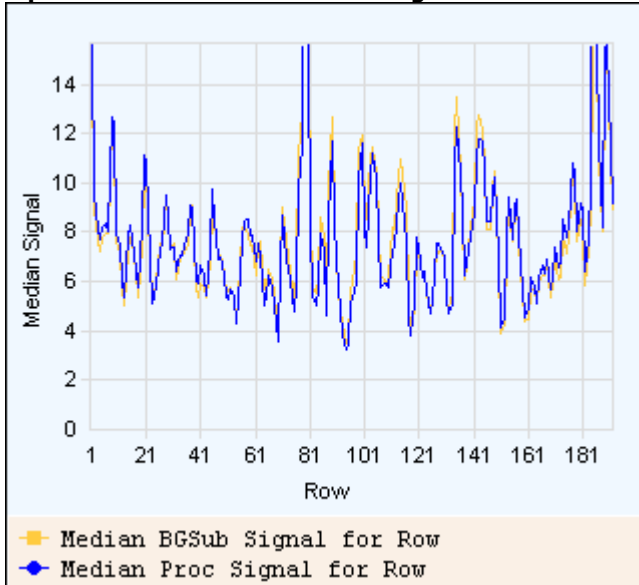

#### Spatial Distribution of Median Signals for each Column

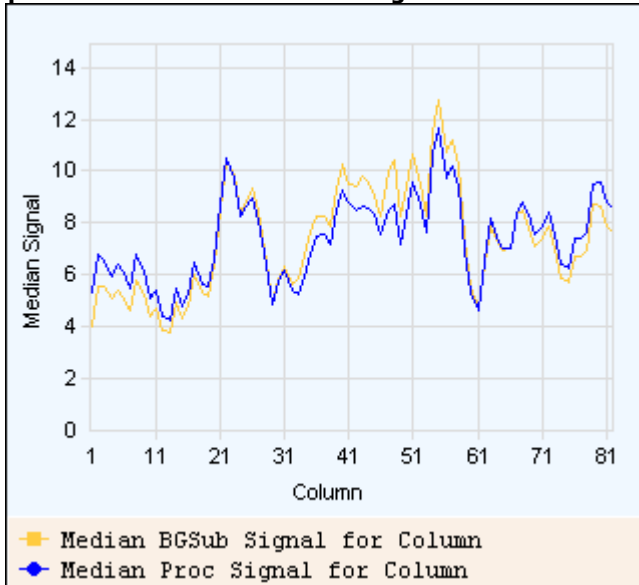

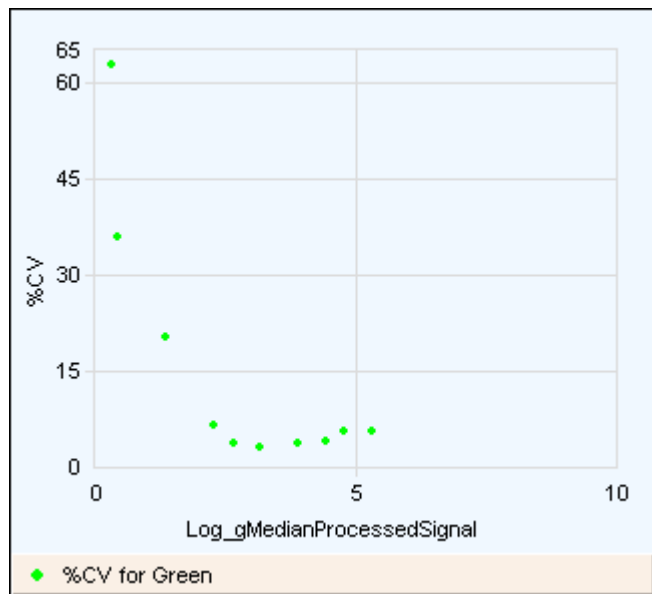

Median %CV:3.97

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

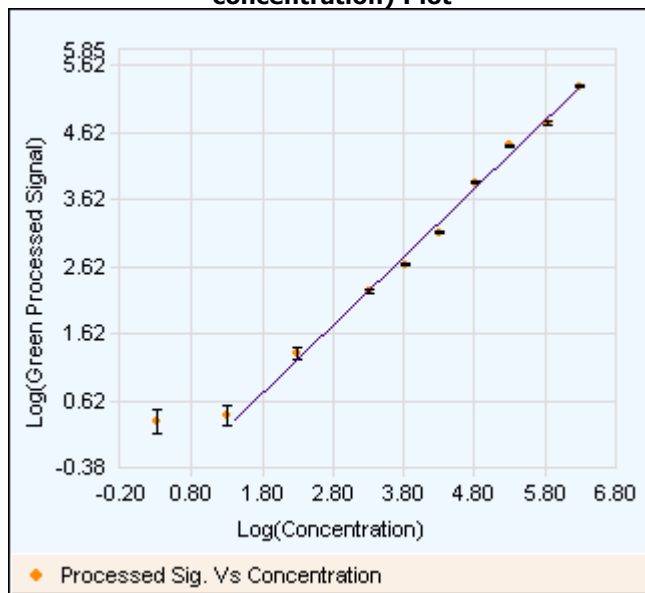

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

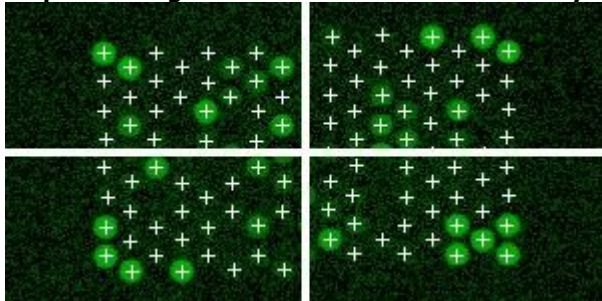

Grid Normal

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

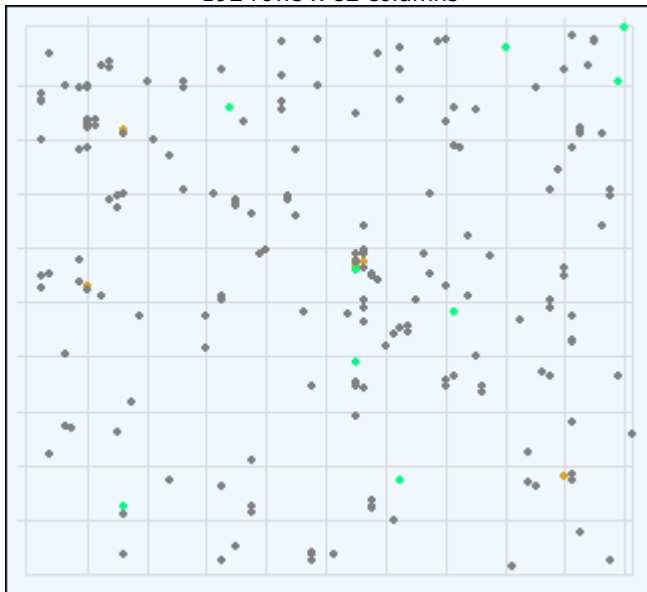

# FeatureNonUnif (Green) = 0(0.00%)

# GeneNonUnif (Green) = 0 (0.000 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

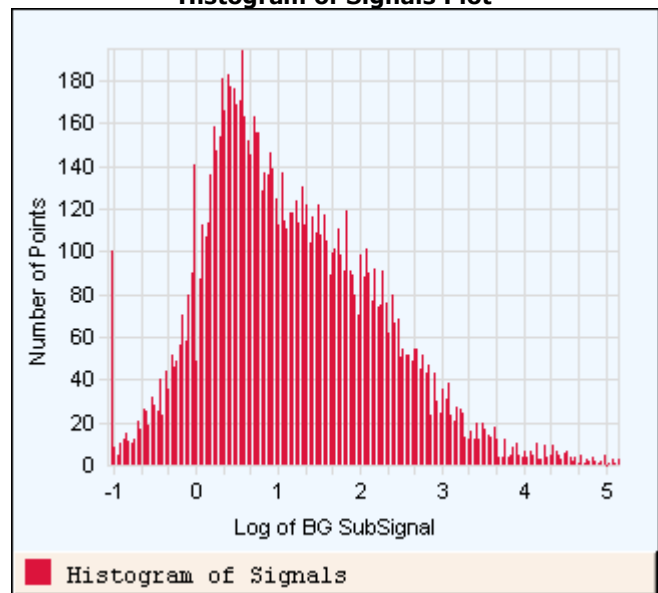

# Features (NonCtrl) with BGSubSignal < 0: 2724 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

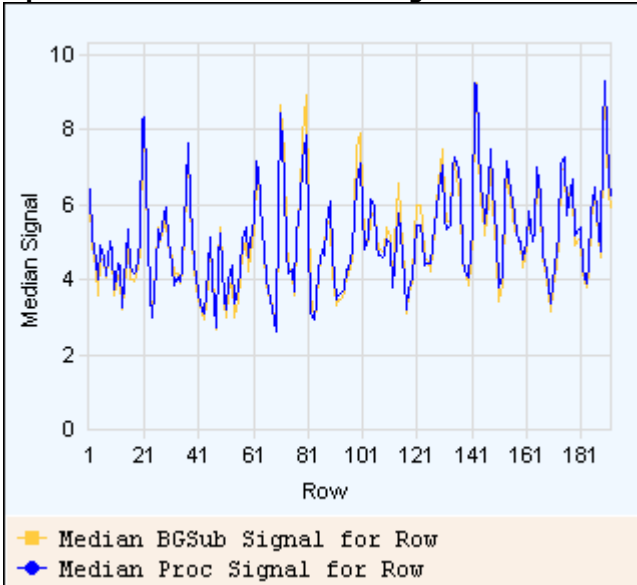

#### Spatial Distribution of Median Signals for each Column

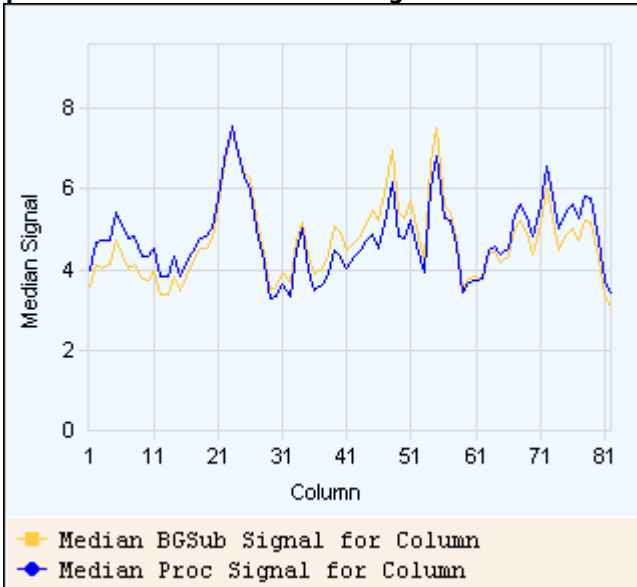

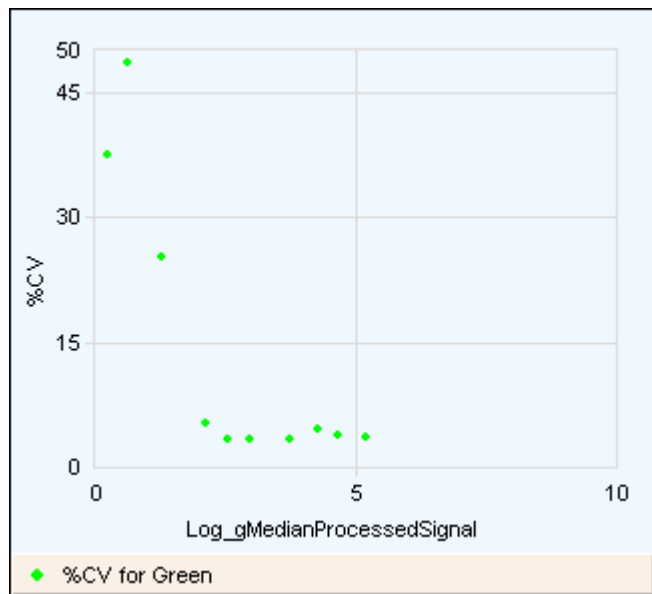

Median %CV:3.63

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

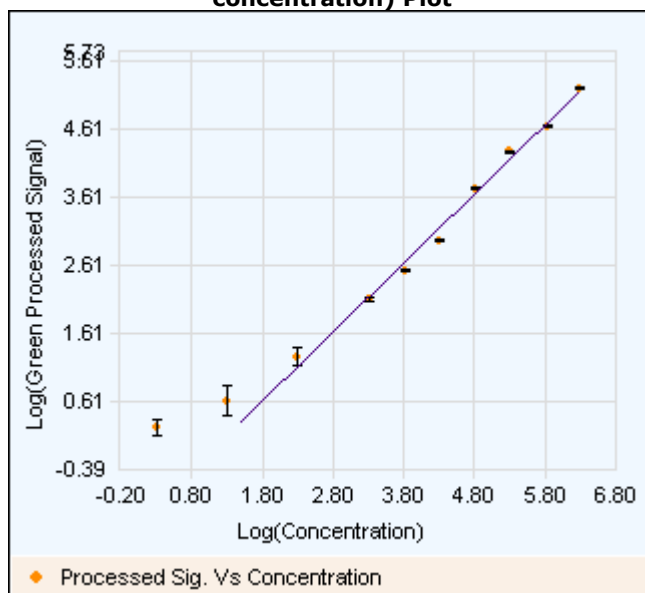

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

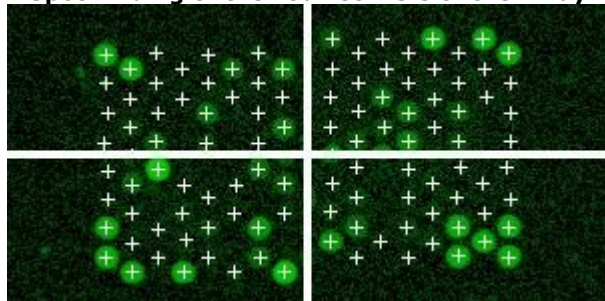

Grid Normal

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

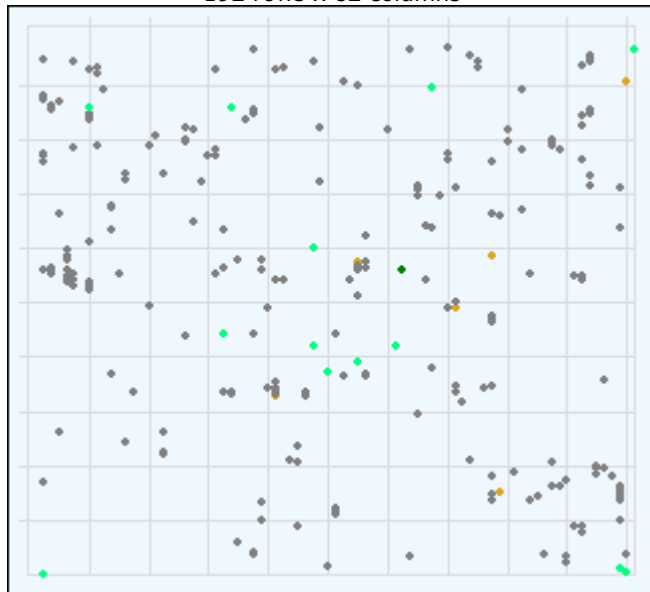

# FeatureNonUnif (Green) = 1(0.01%)

# GeneNonUnif (Green) = 1 (0.007 %)

● BG NonUniform    ● BG Population  
● Green FeaturePopulation    ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

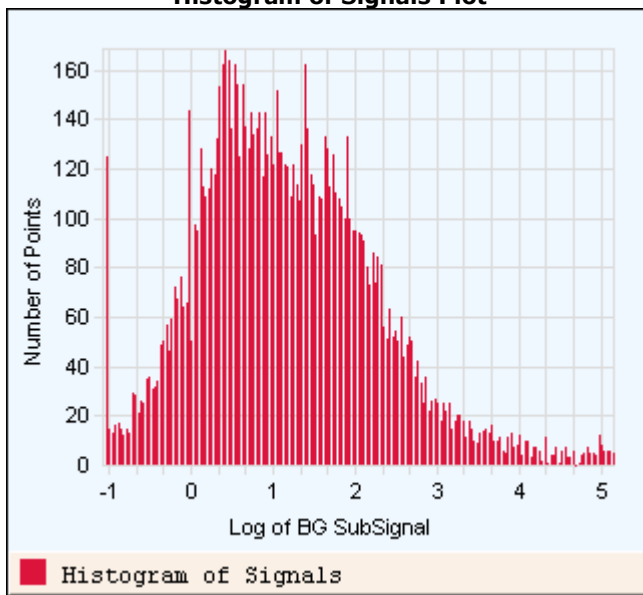

# Features (NonCtrl) with BGSubSignal < 0: 2828 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes  
Green

Agilent SpikeIns  
Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

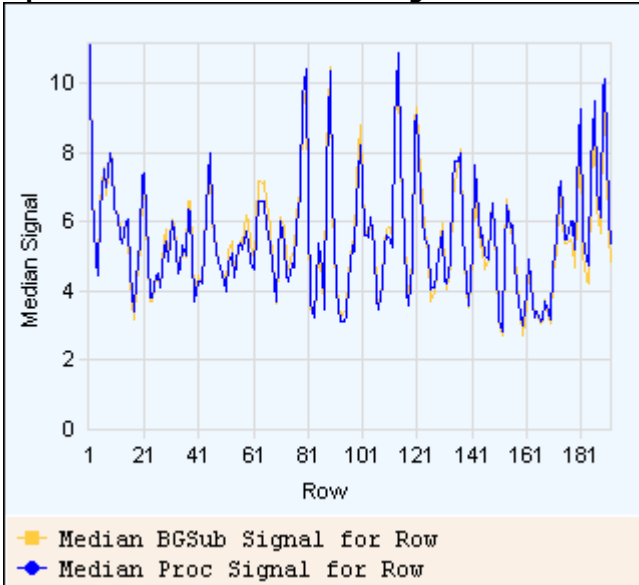

#### Spatial Distribution of Median Signals for each Column

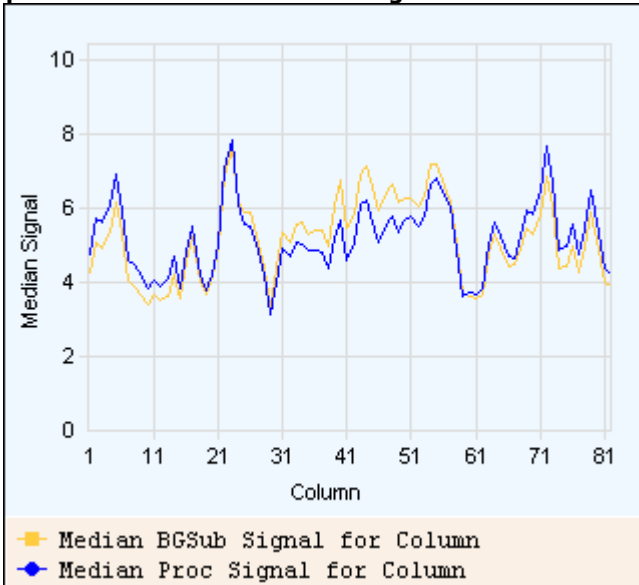

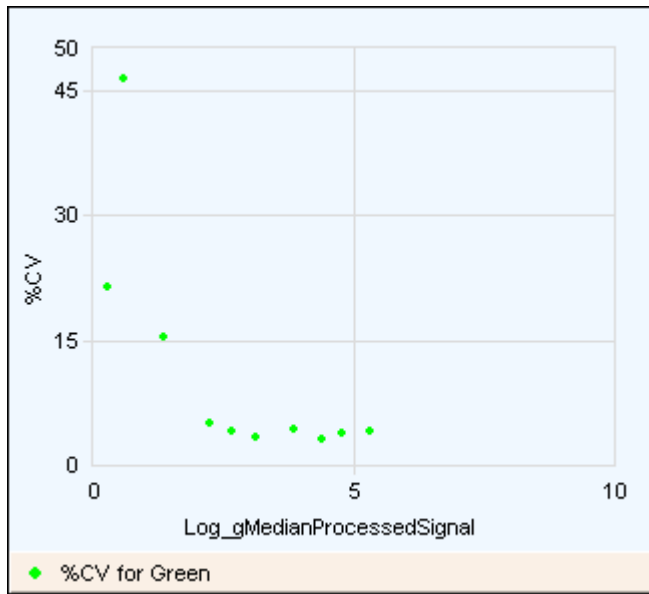

Median %CV:4.03

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

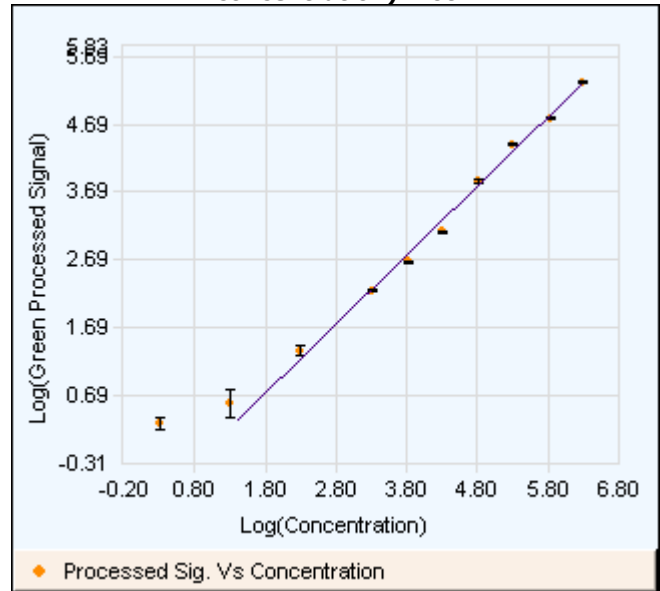

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

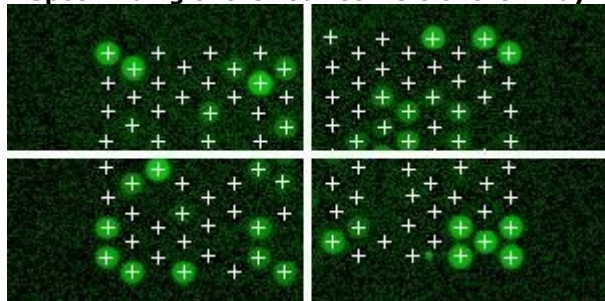

Grid Normal

Feature Local Background

Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

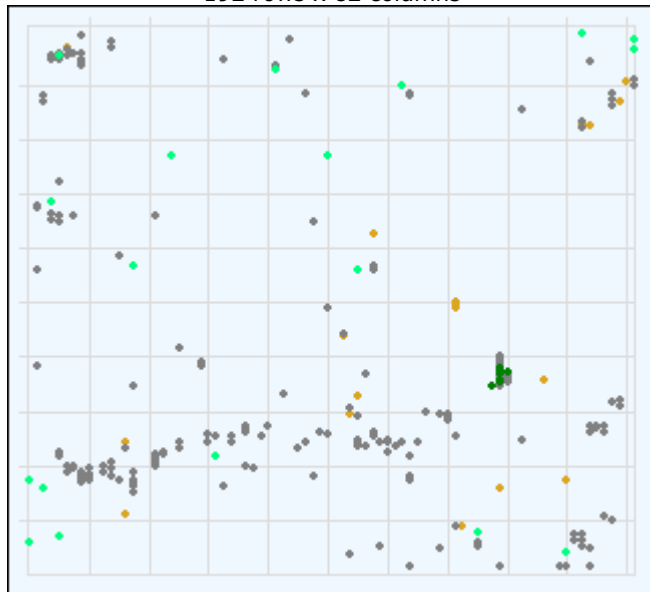

# FeatureNonUnif (Green) = 7(0.05%)

# GeneNonUnif (Green) = 7 (0.051 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

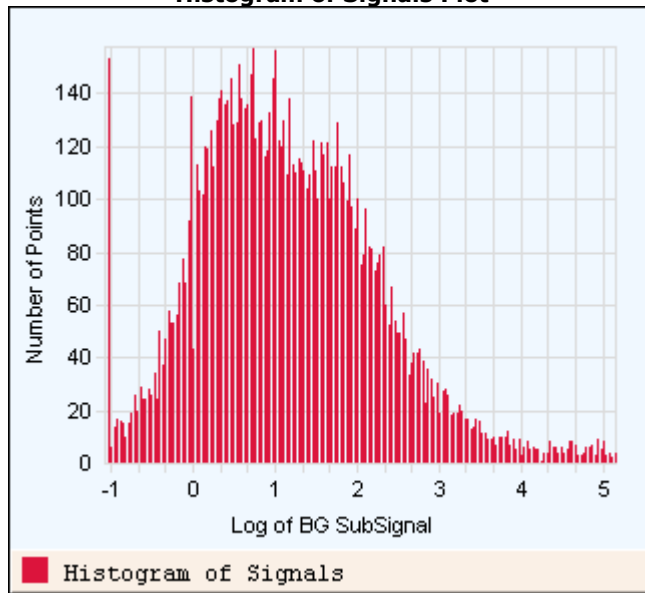

# Features (NonCtrl) with BGSubSignal < 0: 3098 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

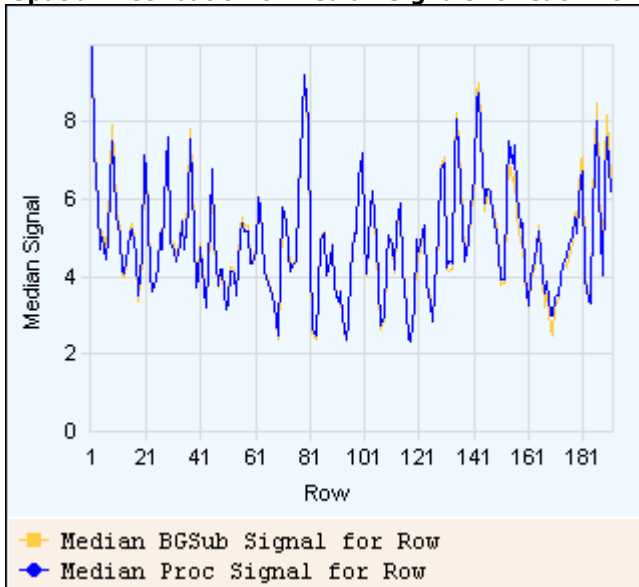

#### Spatial Distribution of Median Signals for each Column

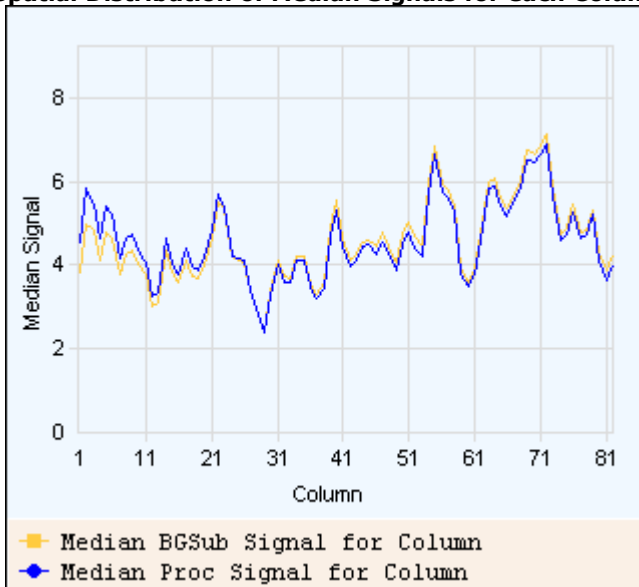

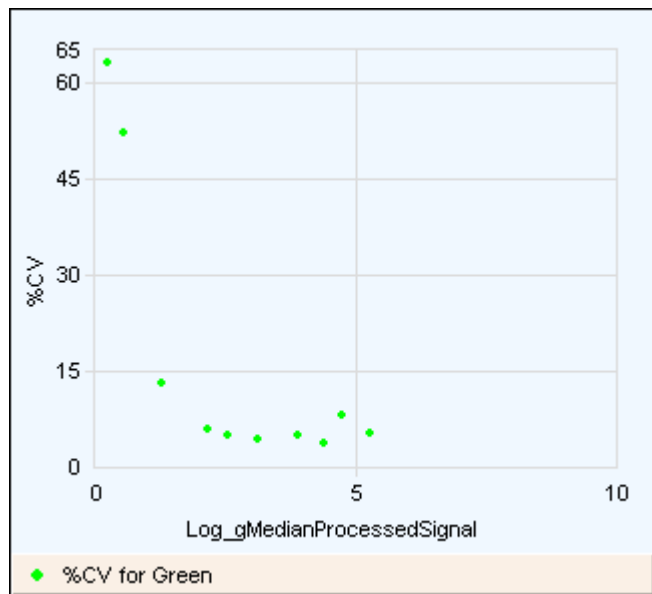

Median %CV:5.07

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

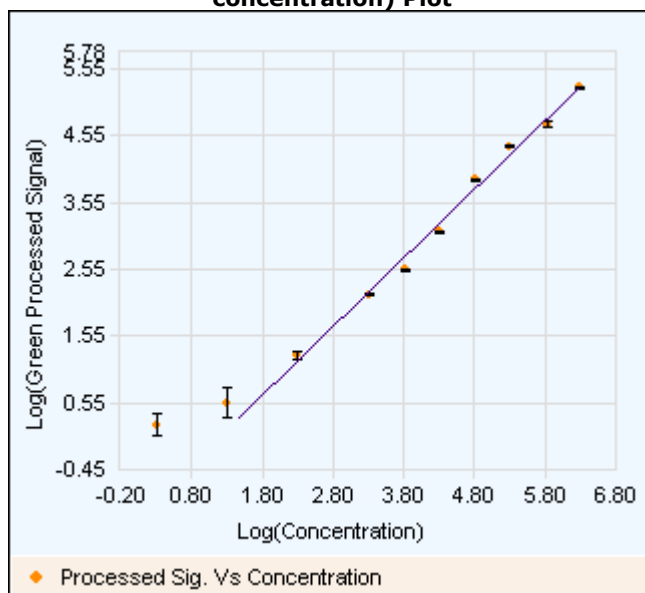

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

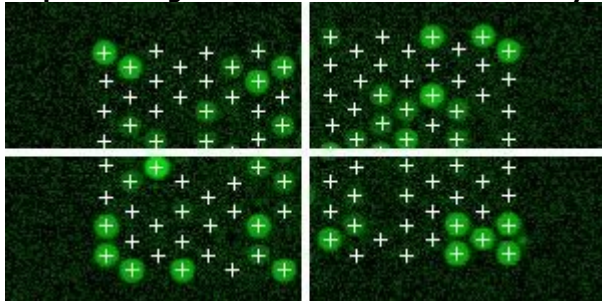

Grid Normal

Feature

Local

Background

Green

Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

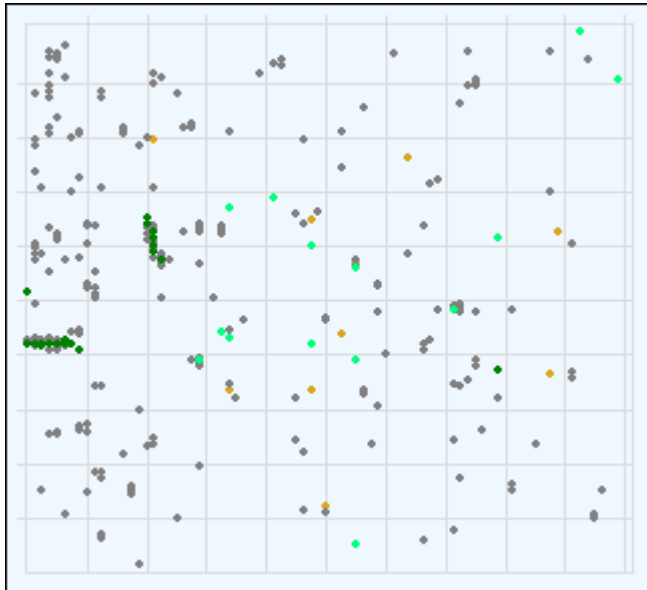

# FeatureNonUnif (Green) = 19(0.13%)

# GeneNonUnif (Green) = 19 (0.139 %)

● BG NonUniform    ● BG Population  
● Green FeaturePopulation    ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

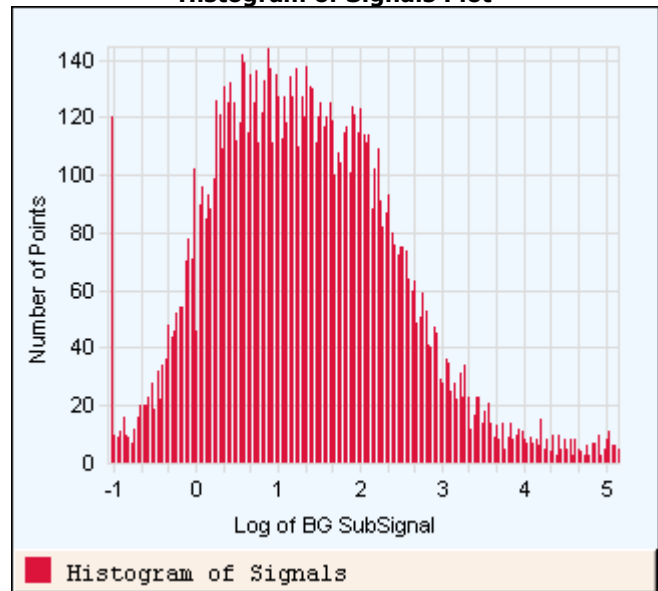

# Features (NonCtrl) with BGSubSignal < 0: 2725 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

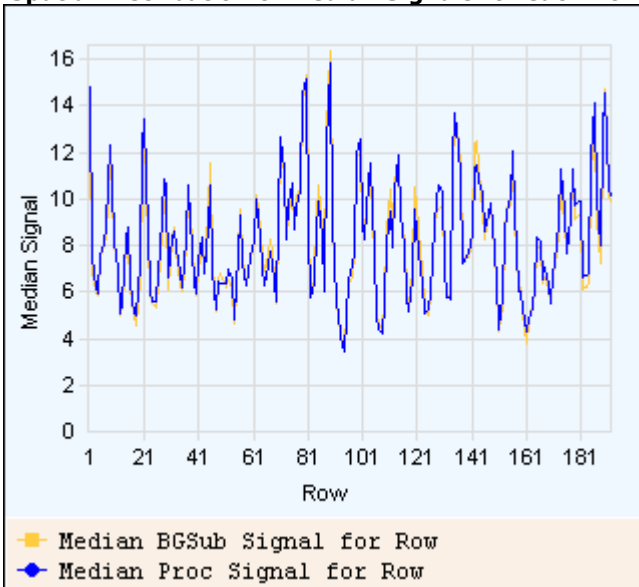

#### Spatial Distribution of Median Signals for each Column

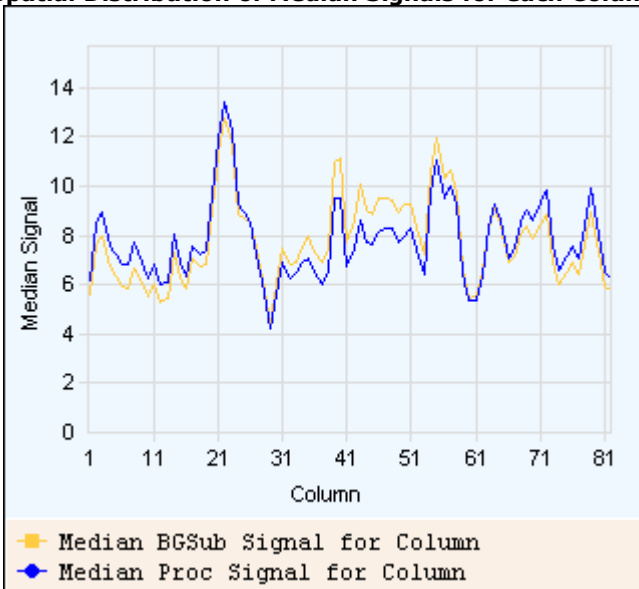

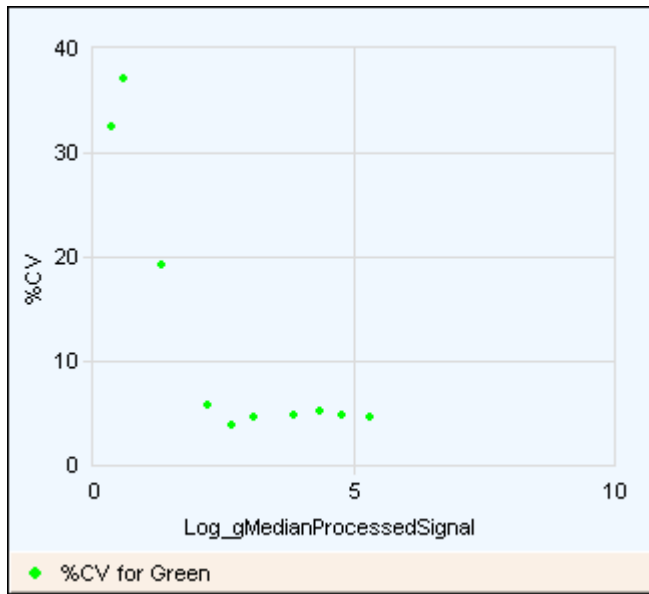

Median %CV:4.74

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

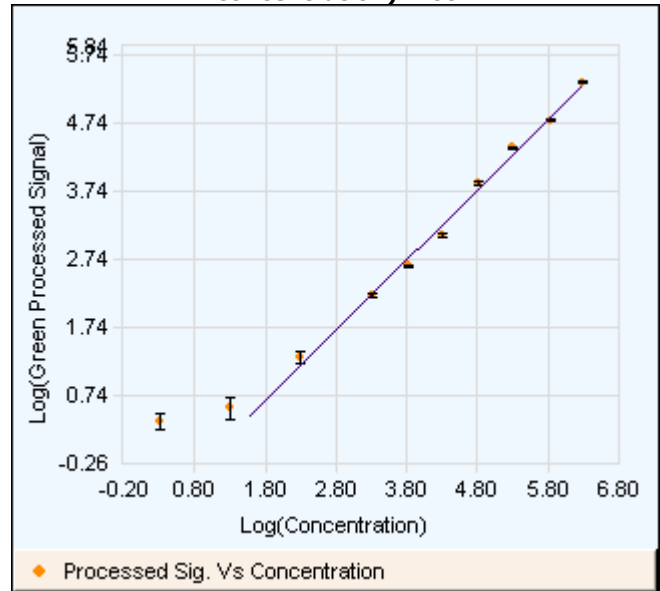

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

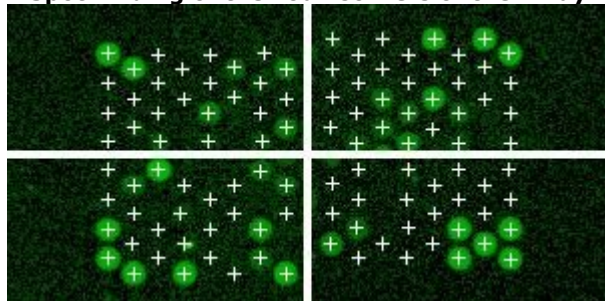

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

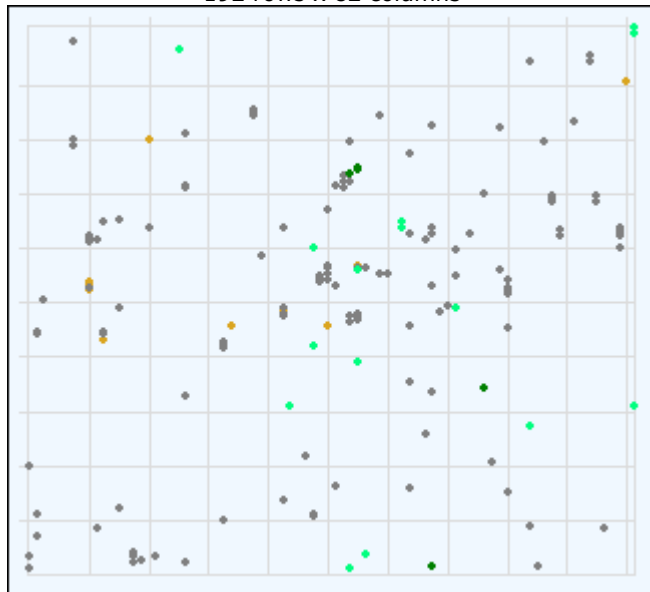

# FeatureNonUnif (Green) = 5(0.04%)

# GeneNonUnif (Green) = 5 (0.037 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

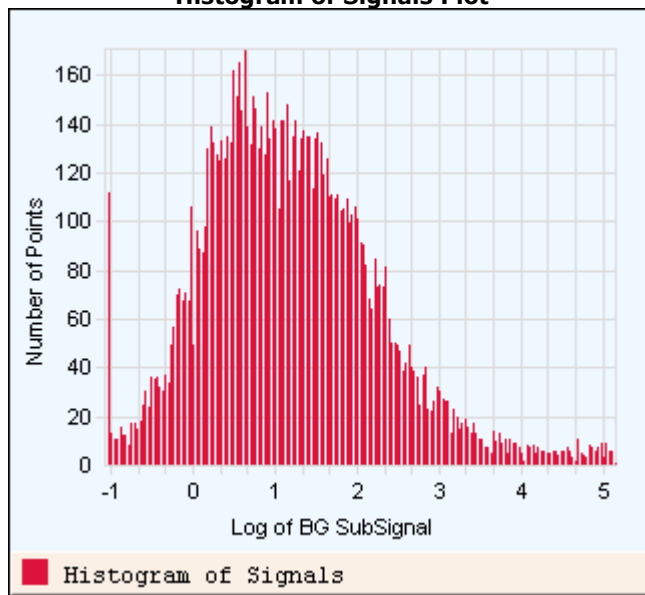

# Features (NonCtrl) with BGSubSignal < 0: 2972 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

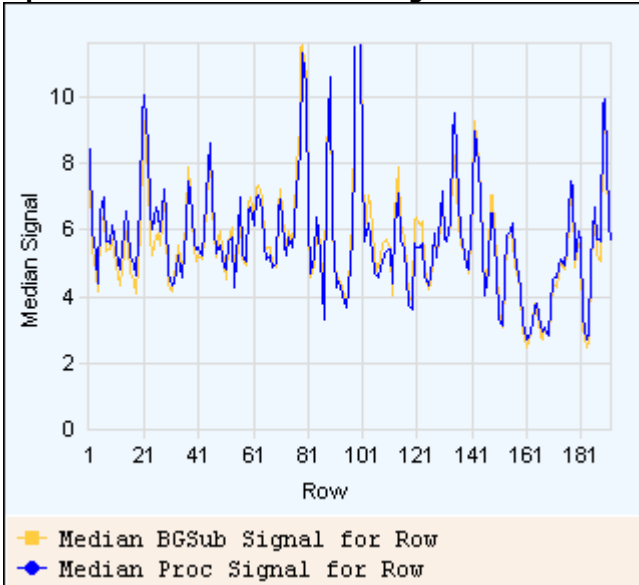

#### Spatial Distribution of Median Signals for each Column

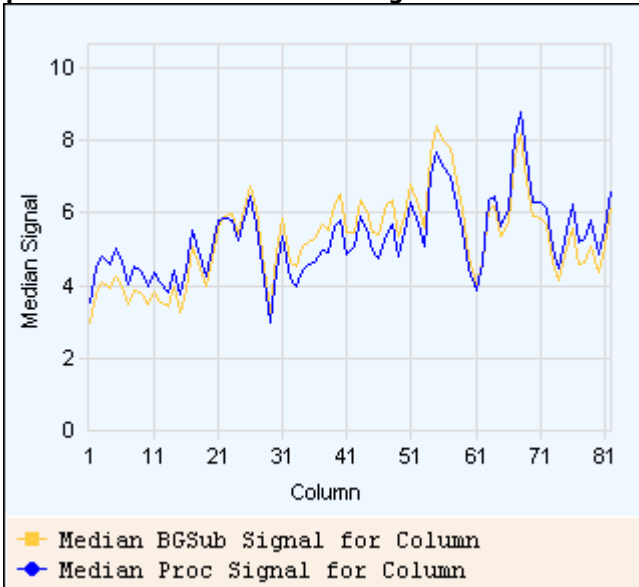

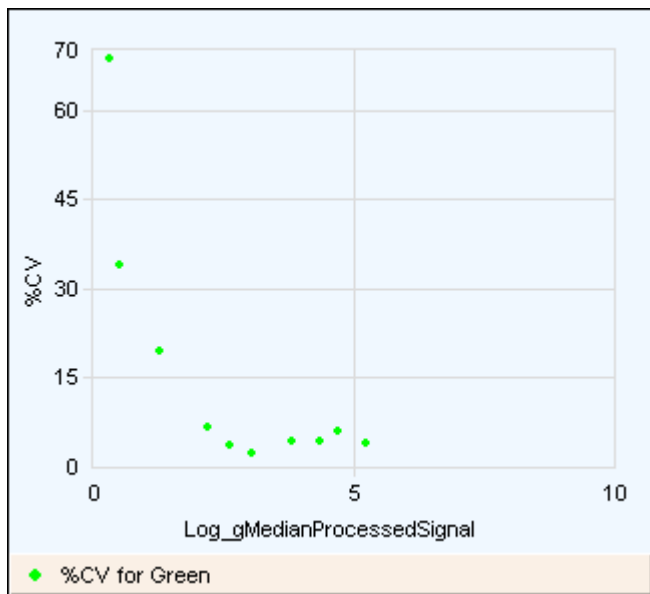

Median %CV:4.41

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

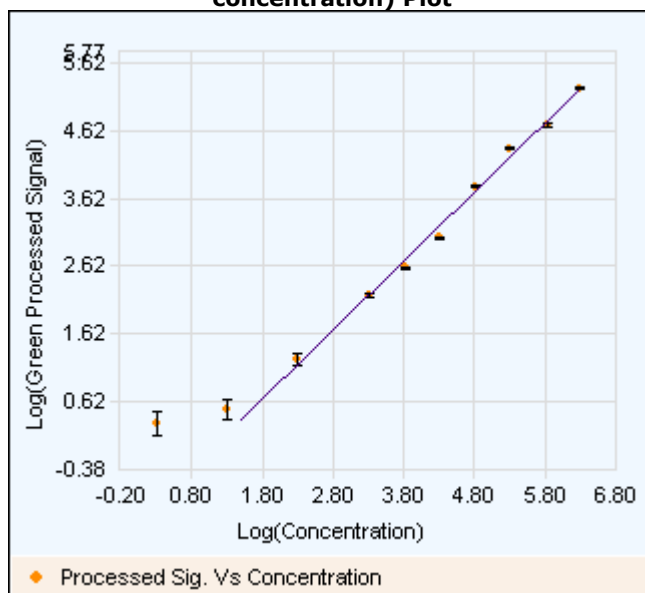

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

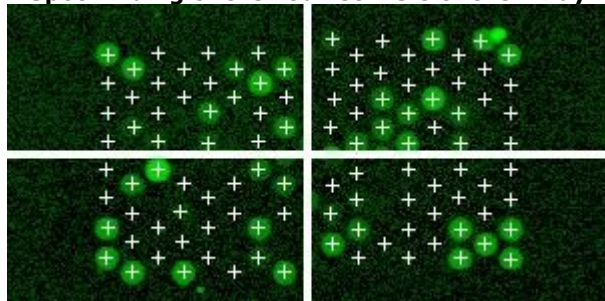

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

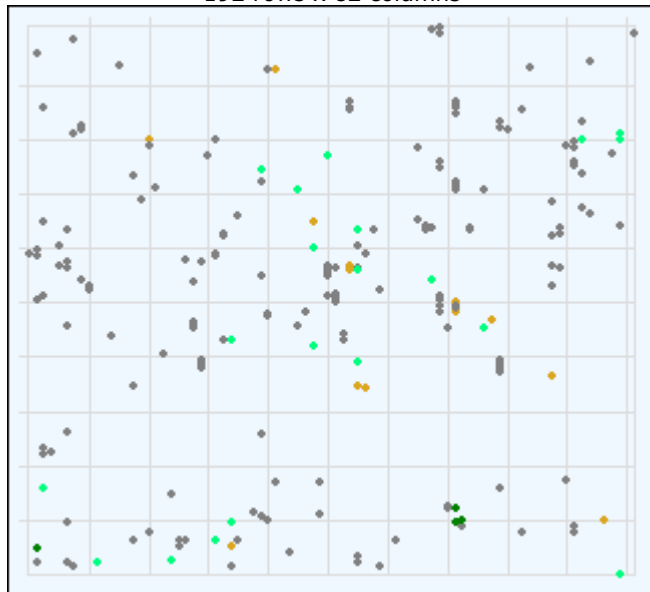

# FeatureNonUnif (Green) = 4(0.03%)

# GeneNonUnif (Green) = 4 (0.029 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

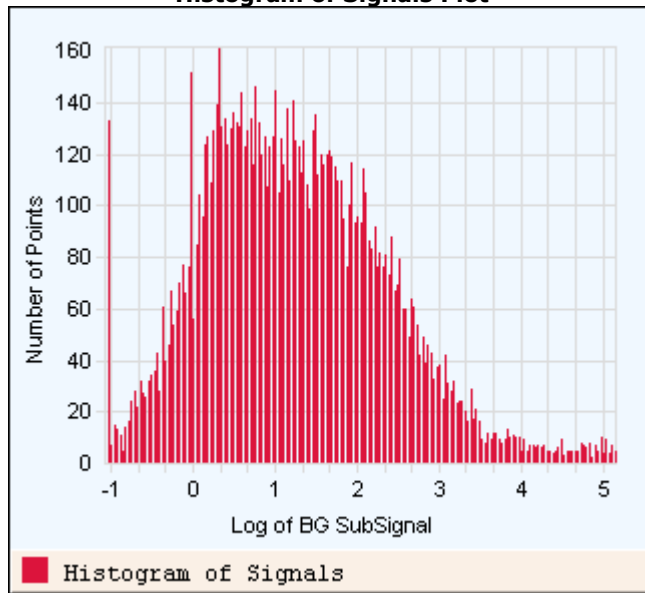

# Features (NonCtrl) with BGSubSignal < 0: 2662 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

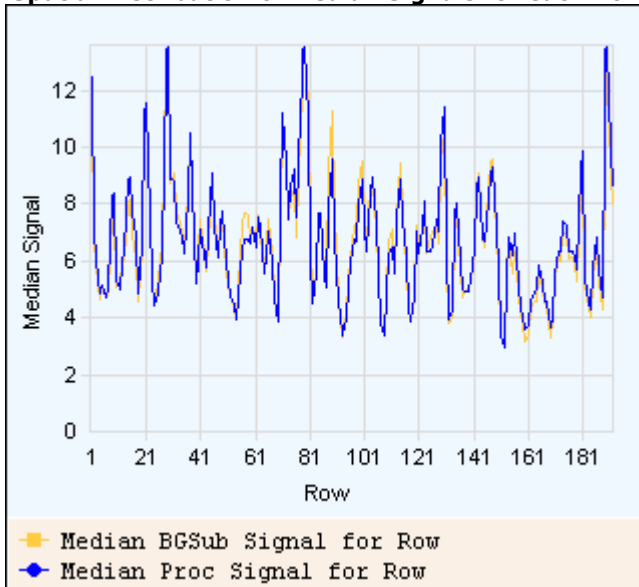

#### Spatial Distribution of Median Signals for each Column

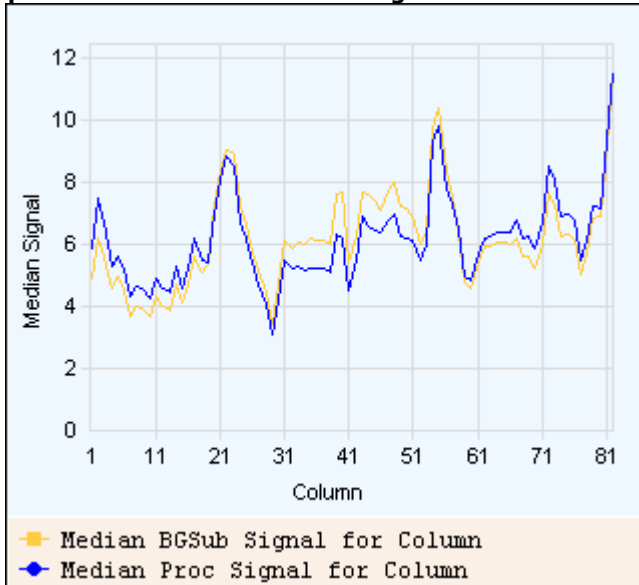

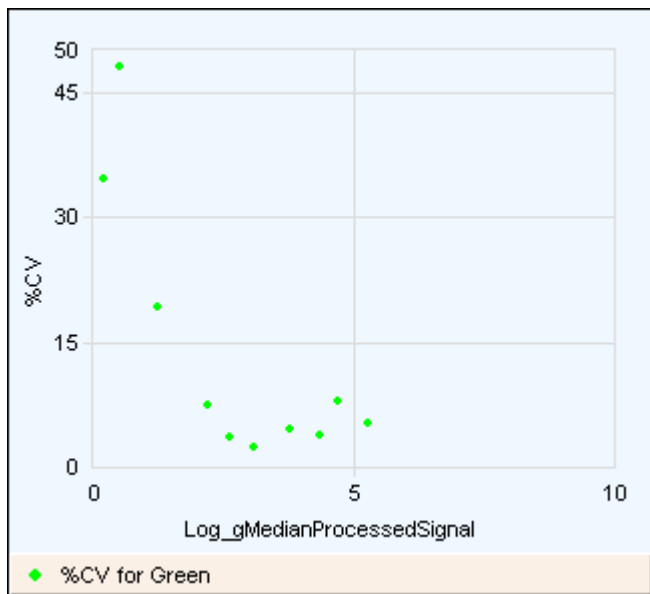

Median %CV:4.60

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

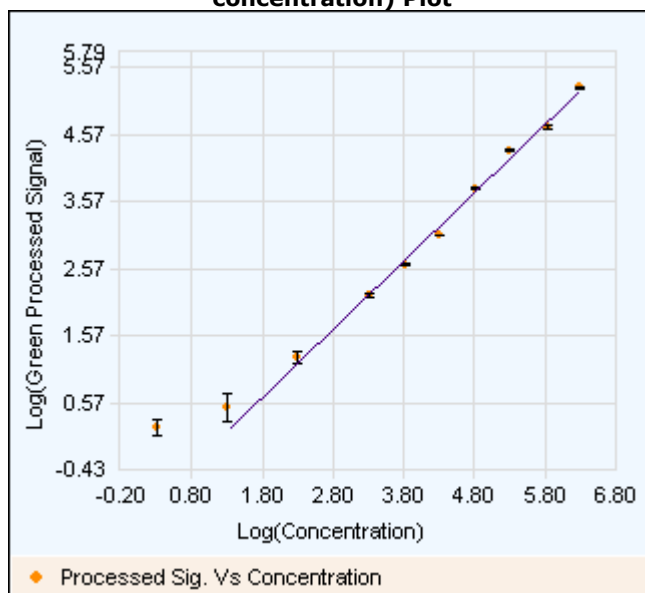

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

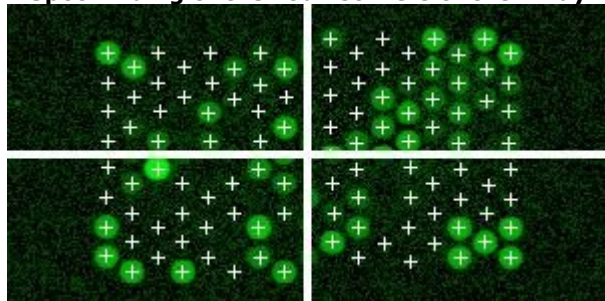

Grid Normal

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

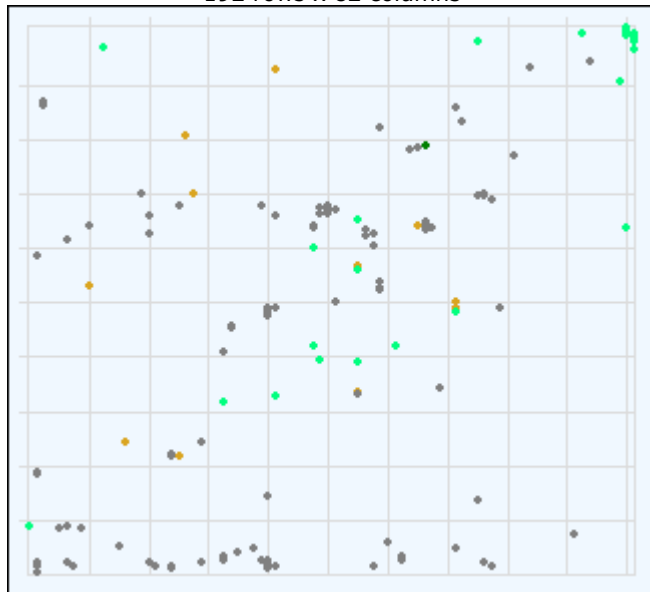

# FeatureNonUnif (Green) = 1(0.01%)

# GeneNonUnif (Green) = 1 (0.007 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

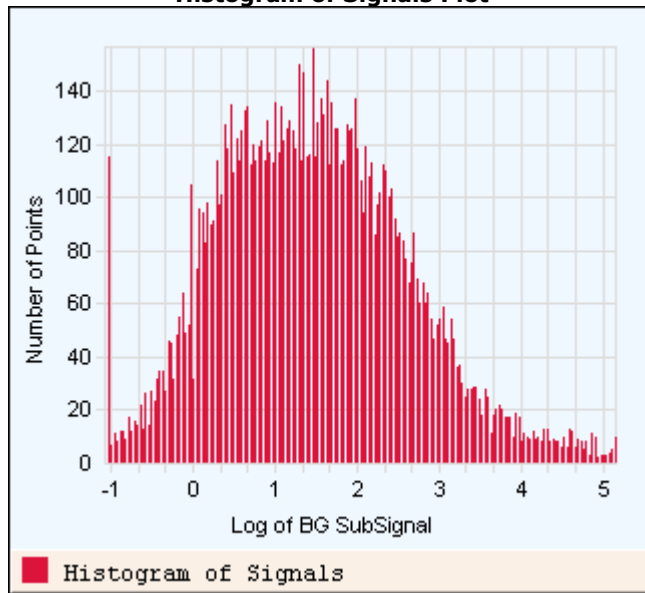

# Features (NonCtrl) with BGSubSignal < 0: 2178 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

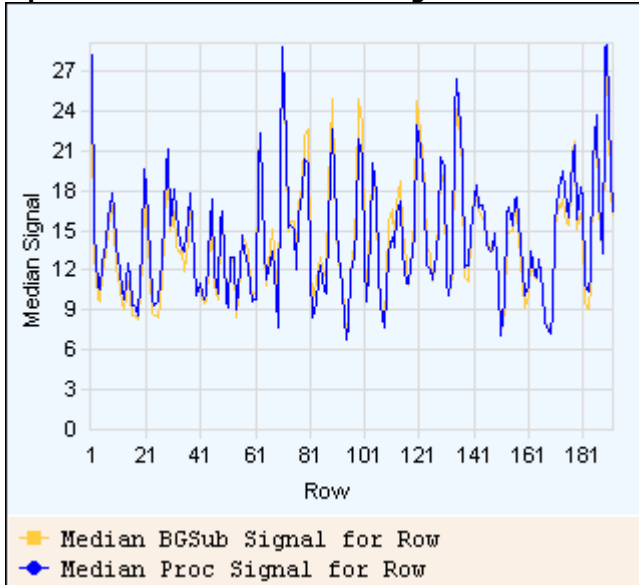

#### Spatial Distribution of Median Signals for each Column

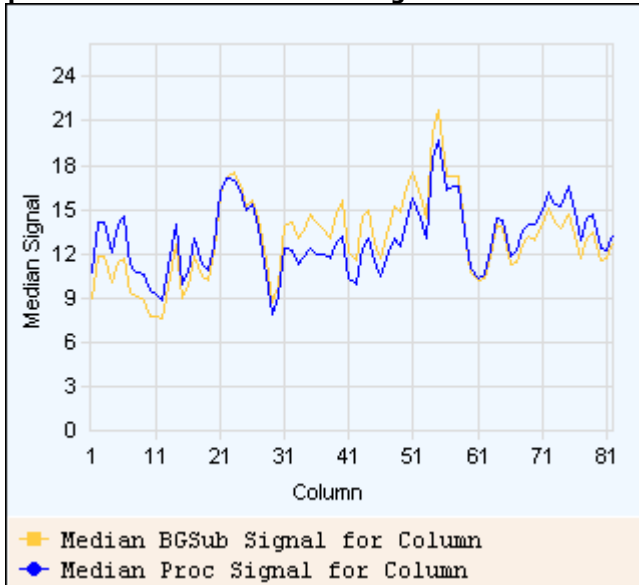

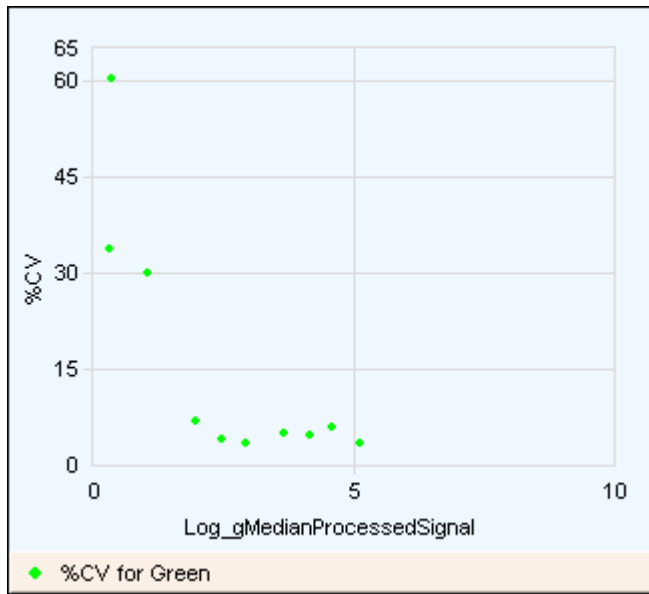

Median %CV:4.83

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

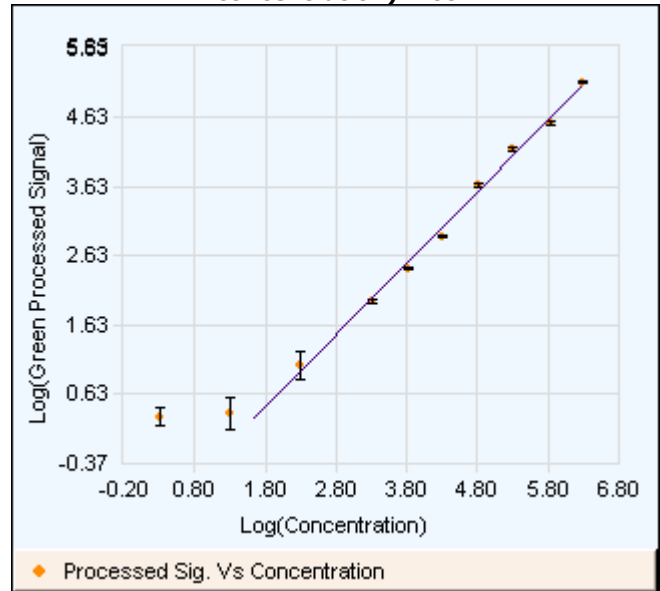

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

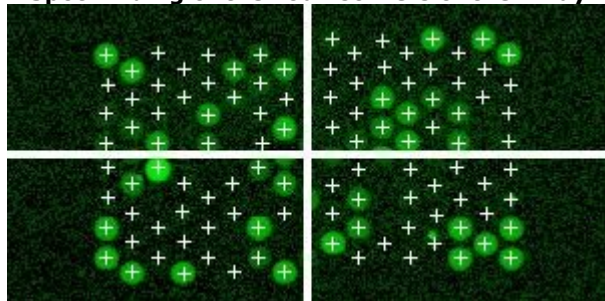

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

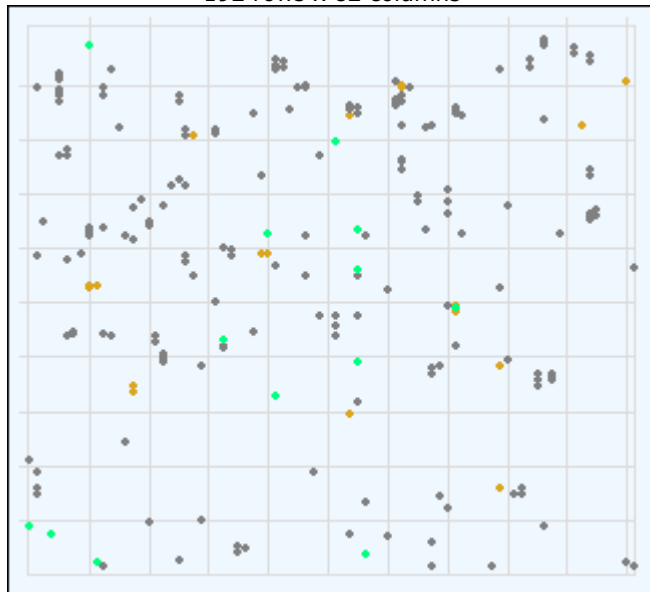

# FeatureNonUnif (Green) = 0(0.00%)

# GeneNonUnif (Green) = 0 (0.000 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

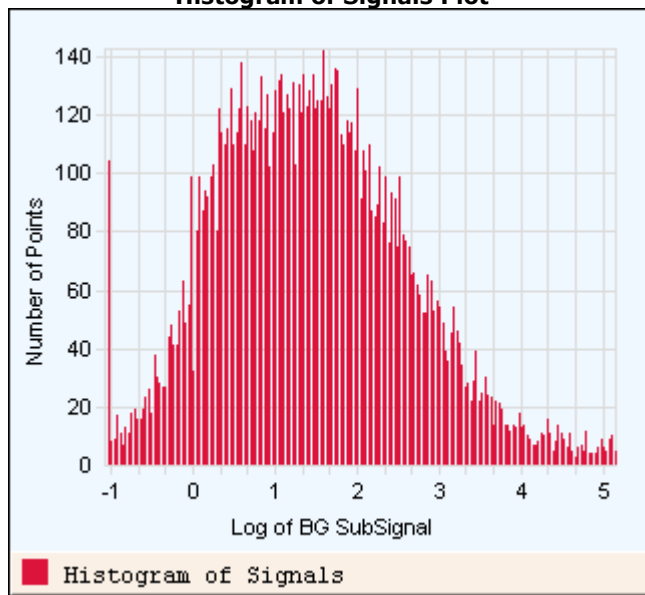

# Features (NonCtrl) with BGSubSignal < 0: 2456 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

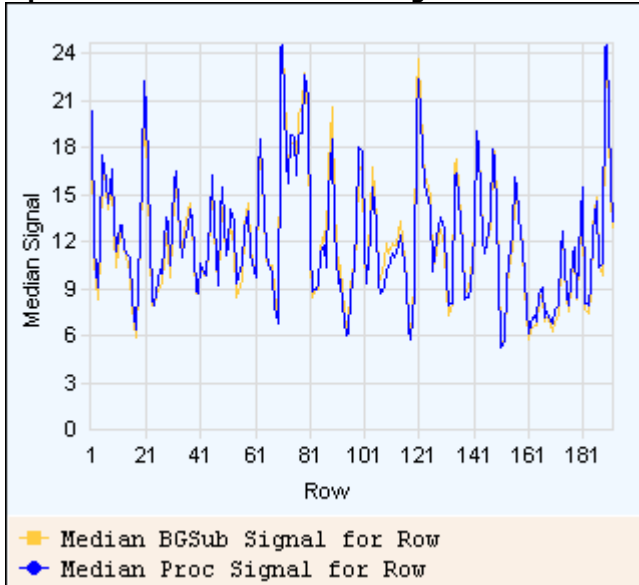

#### Spatial Distribution of Median Signals for each Column

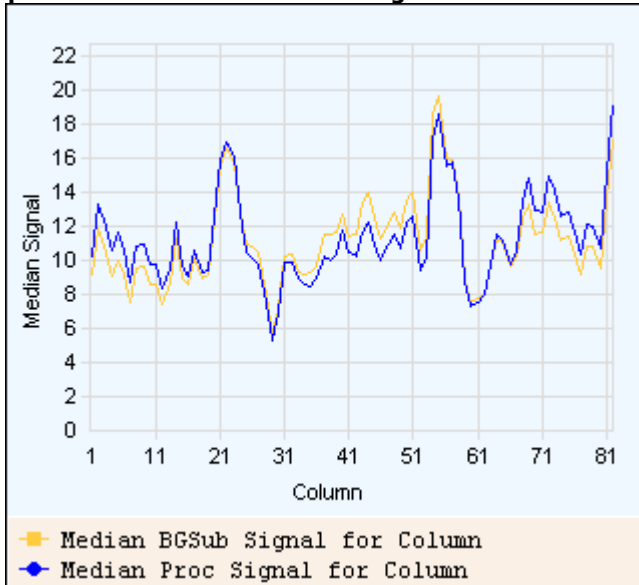

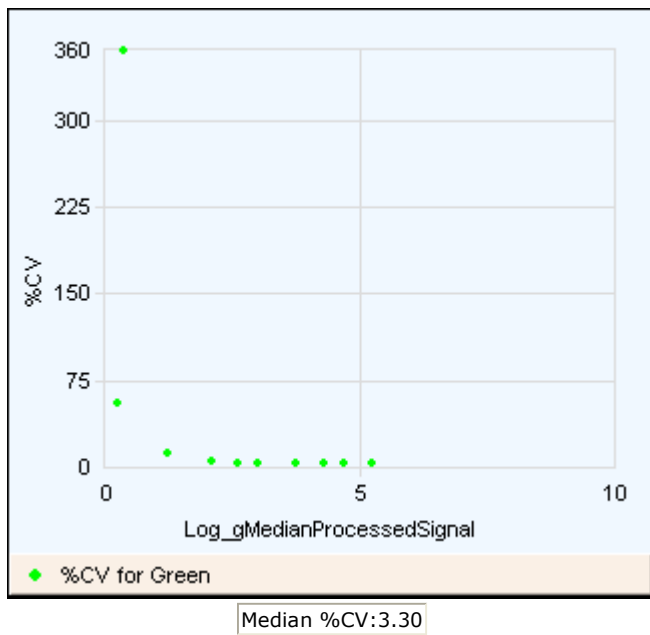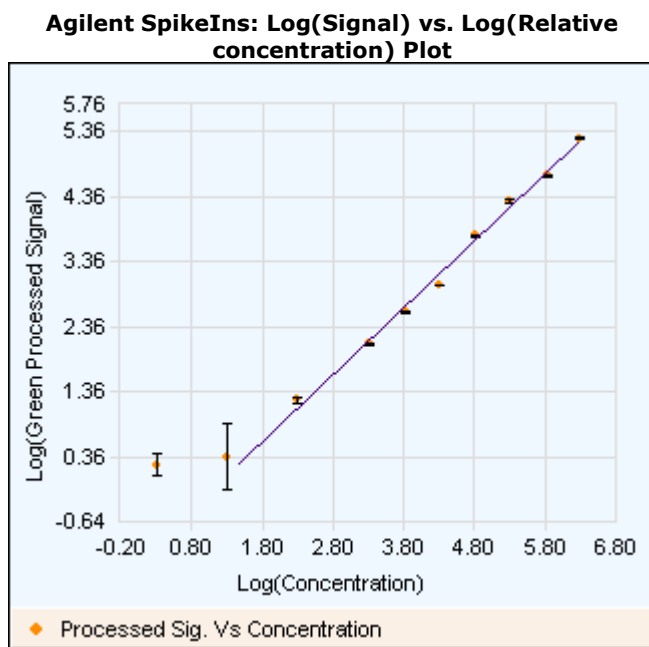

#### Agilent Spike-In Concentration-Response Statistics Linear Range Statistics:

#### Signal Detection Limit Statistics

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

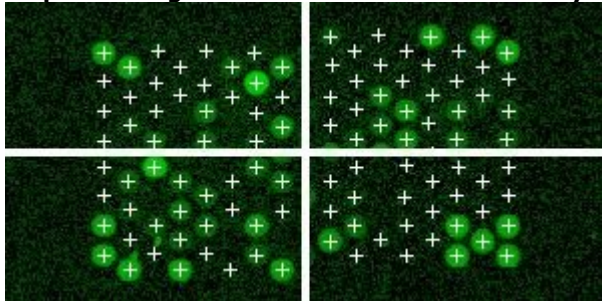

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

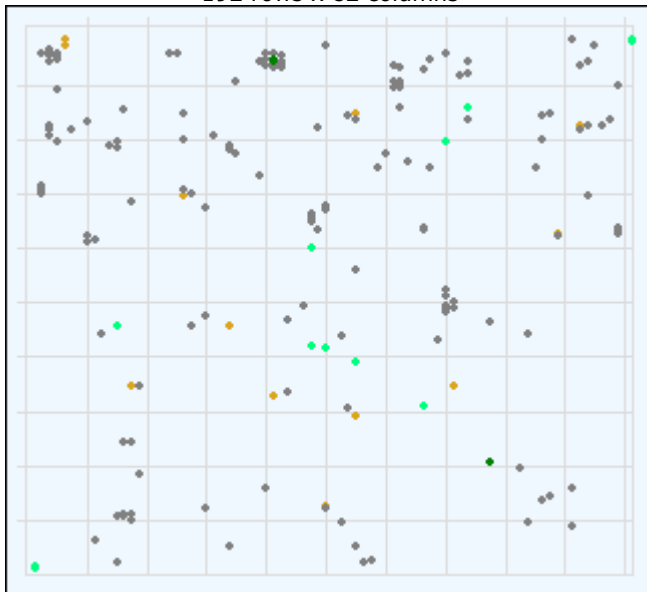

# FeatureNonUnif (Green) = 3(0.02%)

# GeneNonUnif (Green) = 3 (0.022 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

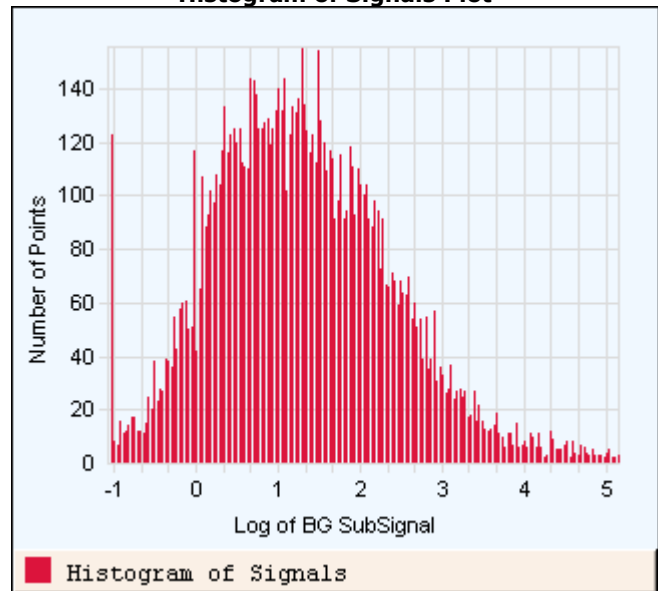

# Features (NonCtrl) with BGSubSignal < 0: 3162 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

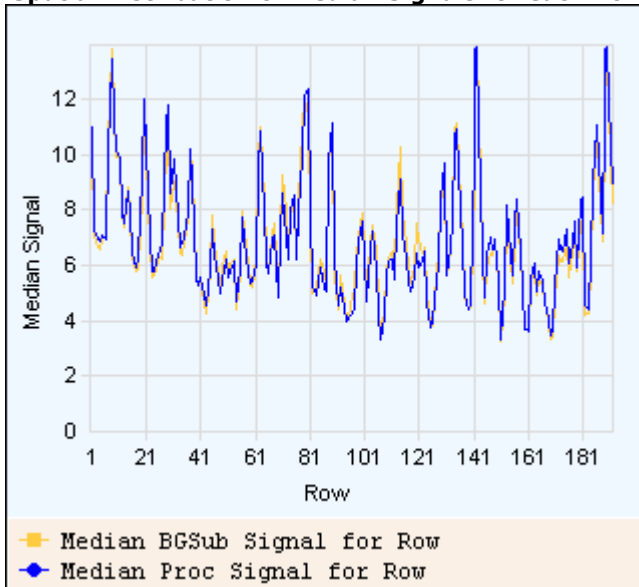

#### Spatial Distribution of Median Signals for each Column

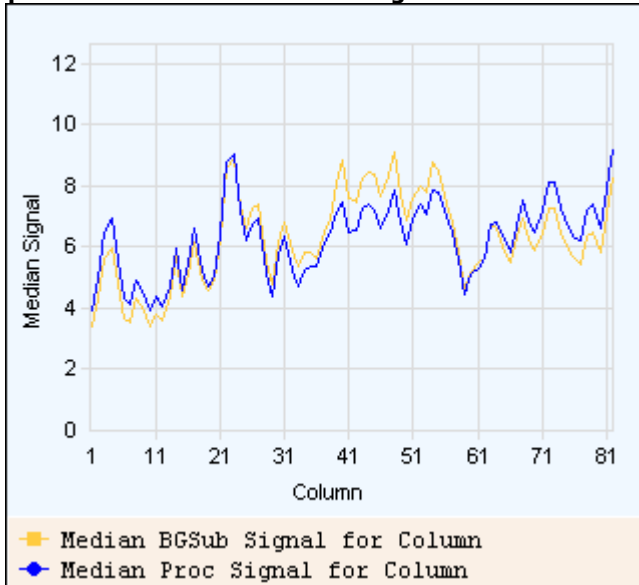

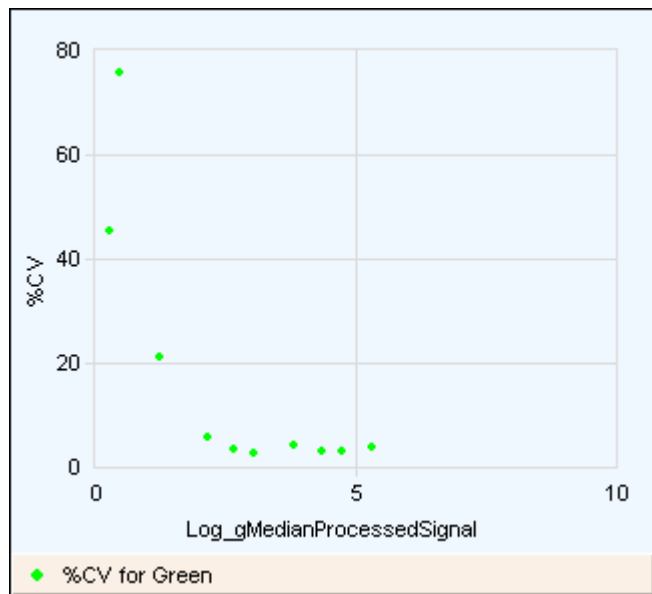

Median %CV:3.53

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

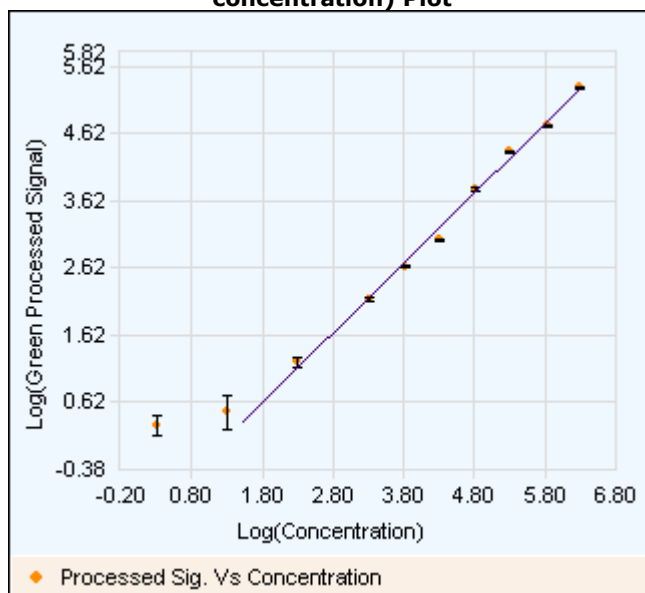

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

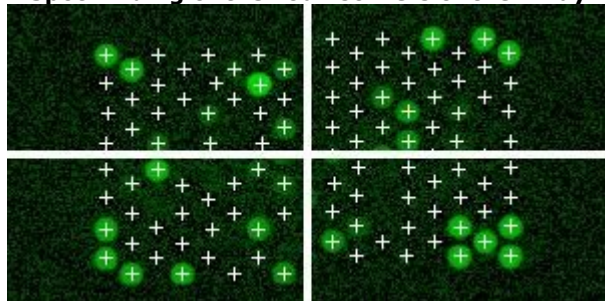

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

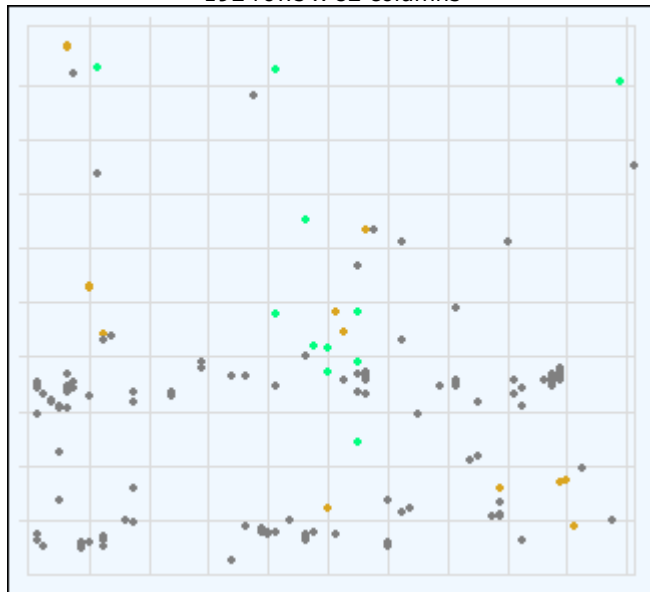

# FeatureNonUnif (Green) = 0(0.00%)

# GeneNonUnif (Green) = 0 (0.000 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

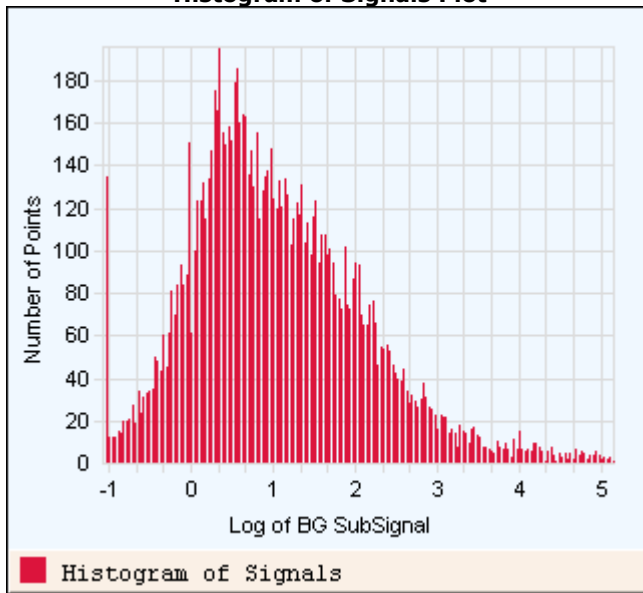

# Features (NonCtrl) with BGSubSignal < 0: 3048 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

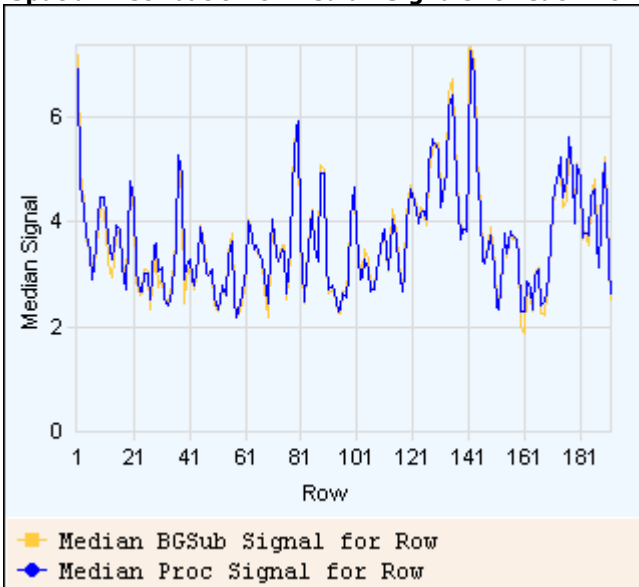

#### Spatial Distribution of Median Signals for each Column

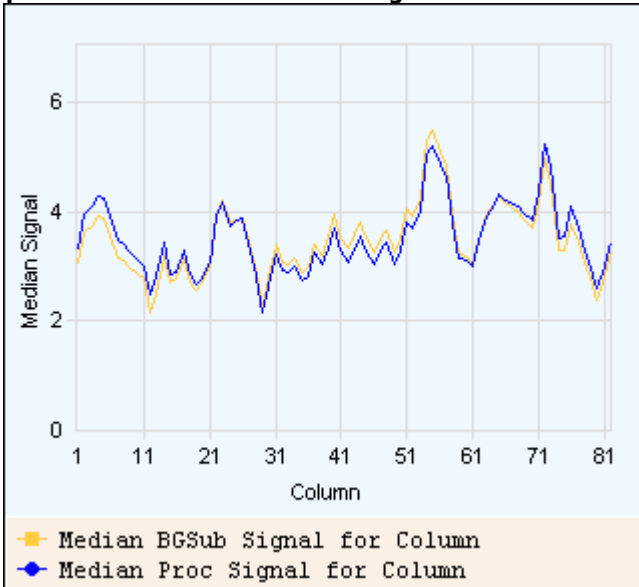

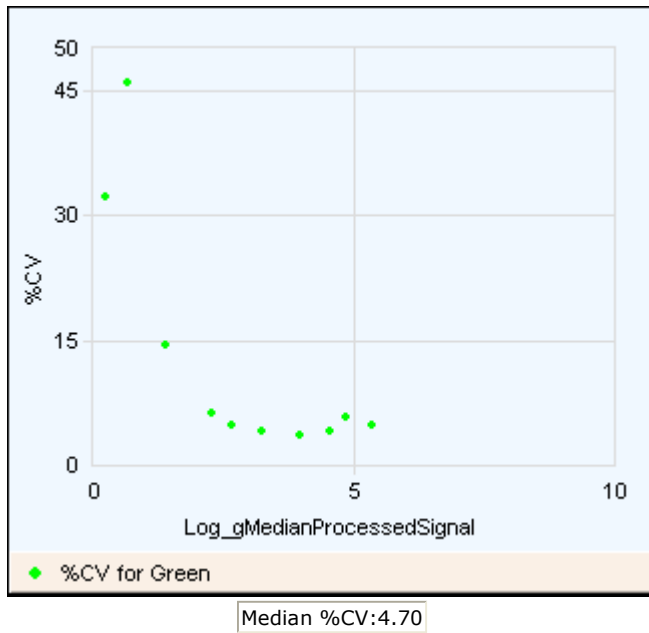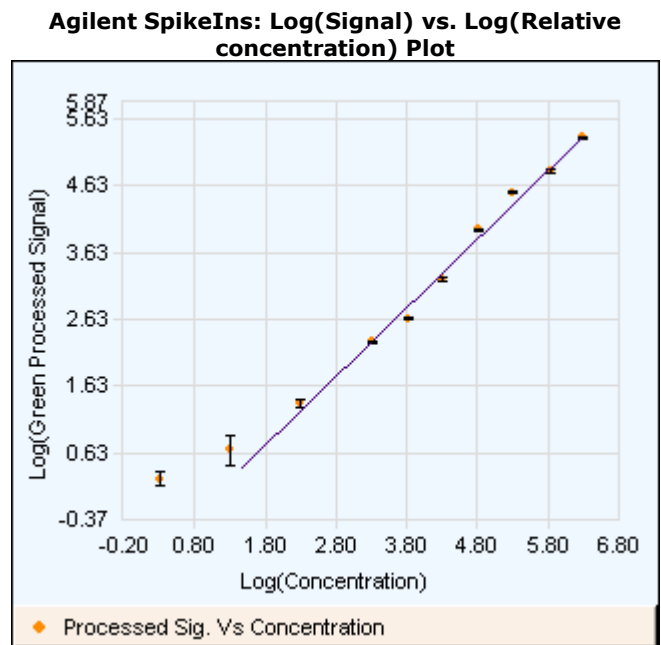

### Agilent Spike-In Concentration-Response Statistics

#### Linear Range Statistics:

#### Signal Detection Limit Statistics

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

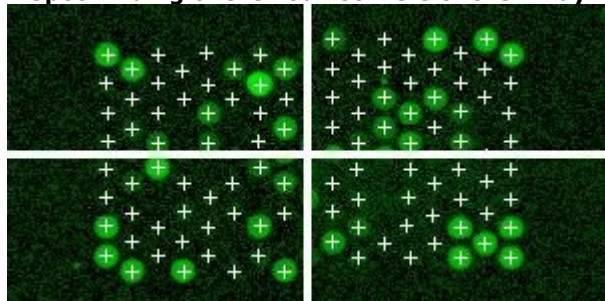

Grid Normal

Feature Local Background

Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

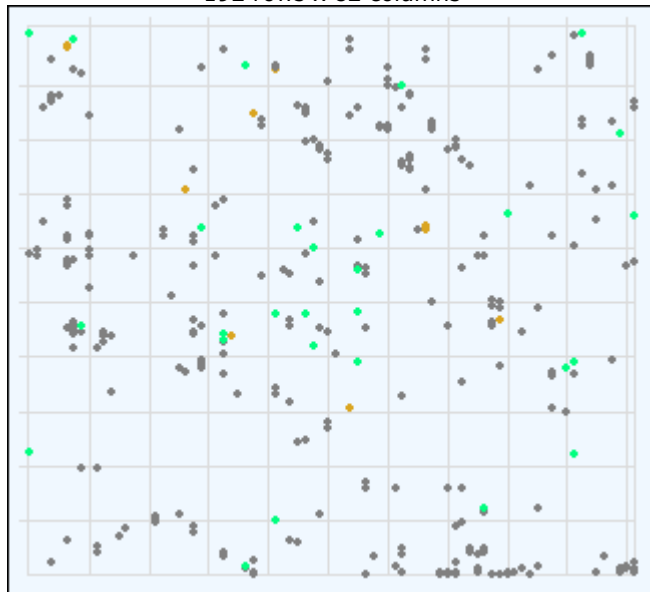

# FeatureNonUnif (Green) = 0(0.00%)

# GeneNonUnif (Green) = 0 (0.000 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

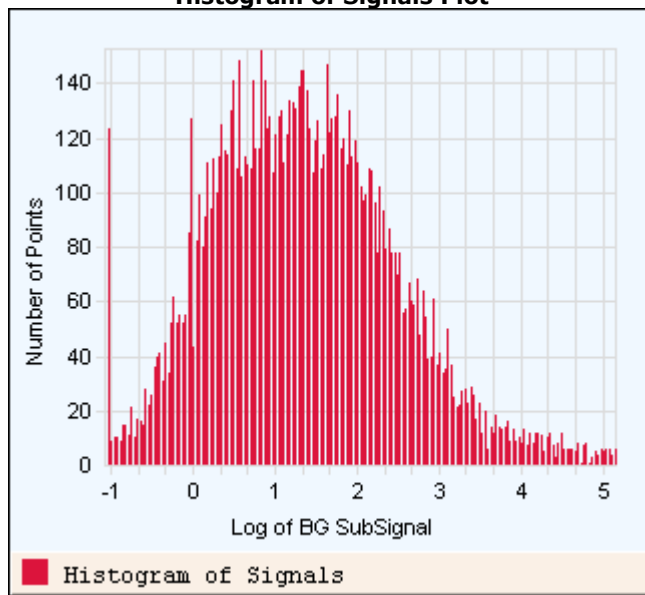

# Features (NonCtrl) with BGSubSignal < 0: 2568 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

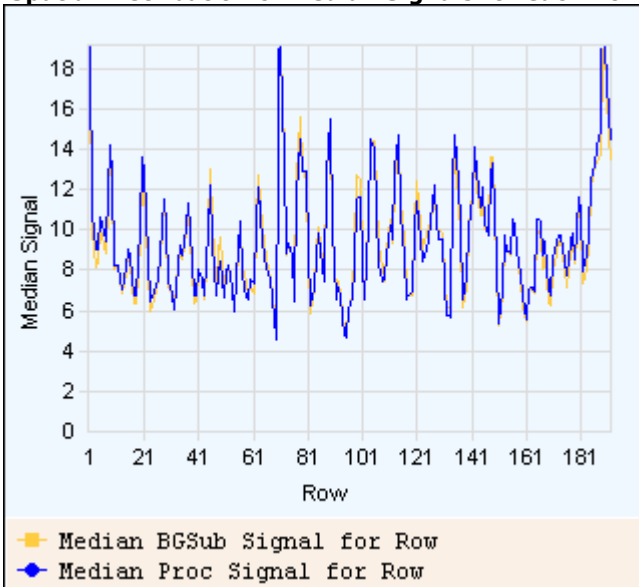

#### Spatial Distribution of Median Signals for each Column

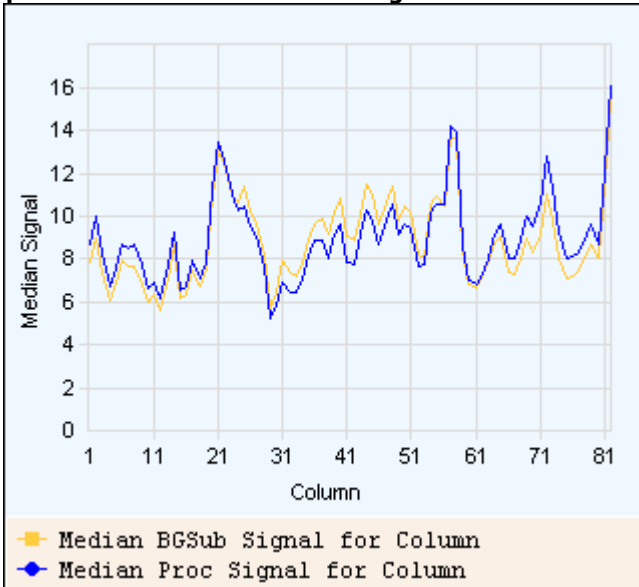

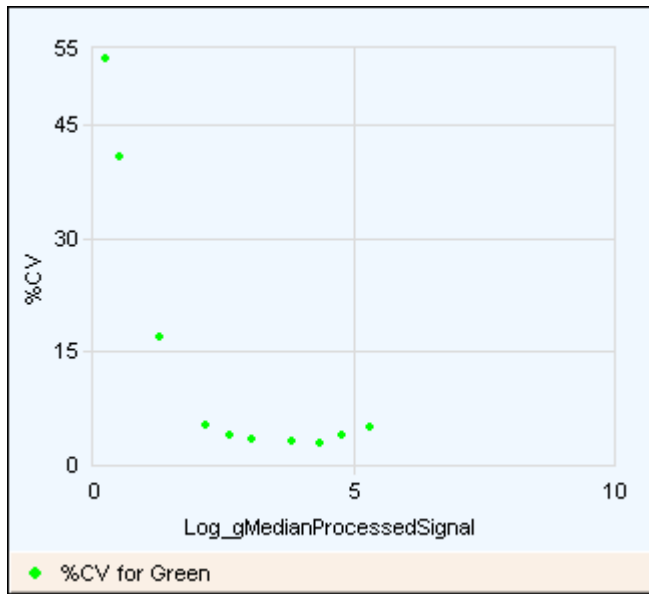

Median %CV:3.91

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

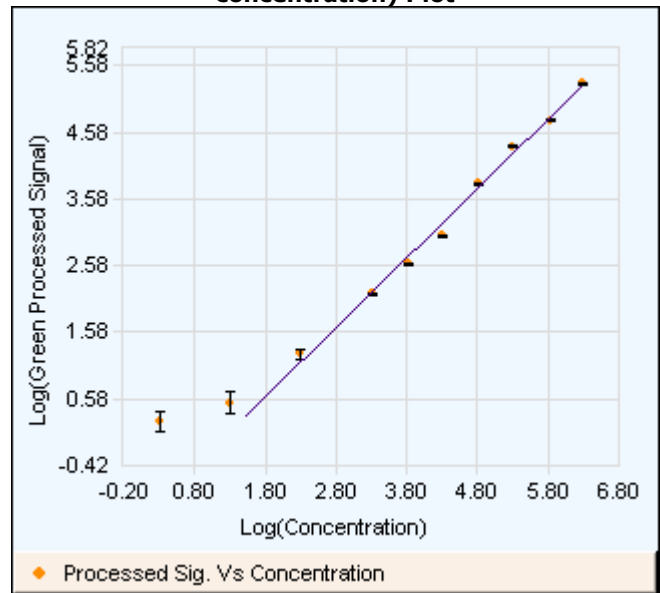

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

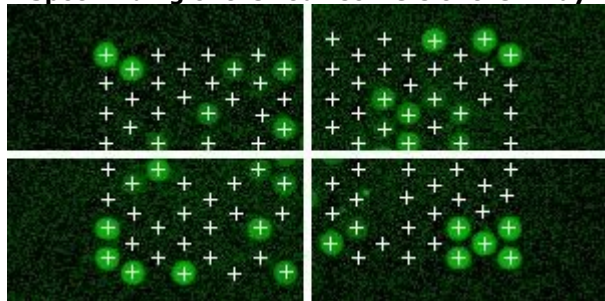

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

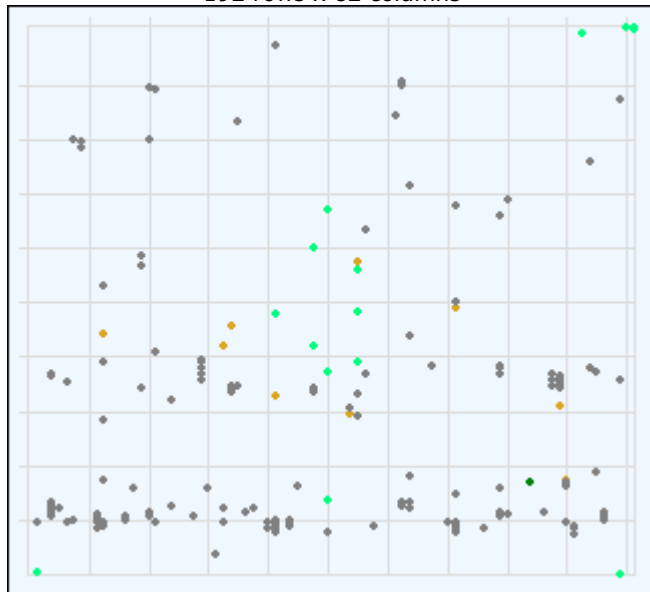

# FeatureNonUnif (Green) = 1(0.01%)

# GeneNonUnif (Green) = 1 (0.007 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

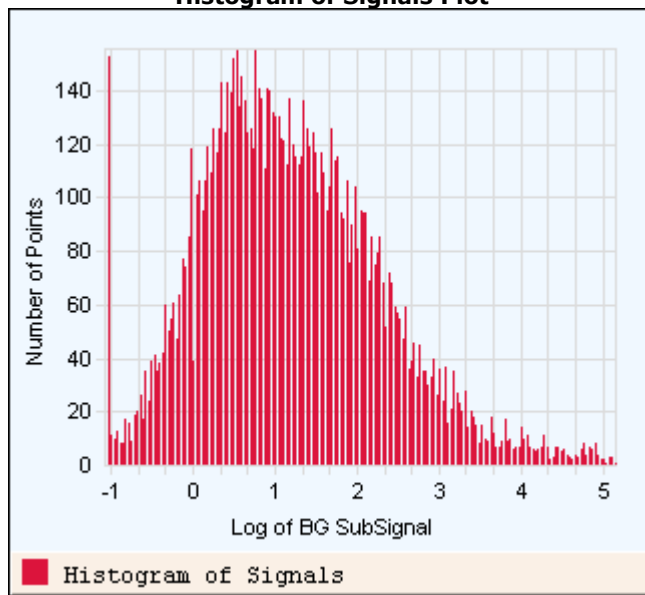

# Features (NonCtrl) with BGSubSignal < 0: 3097 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

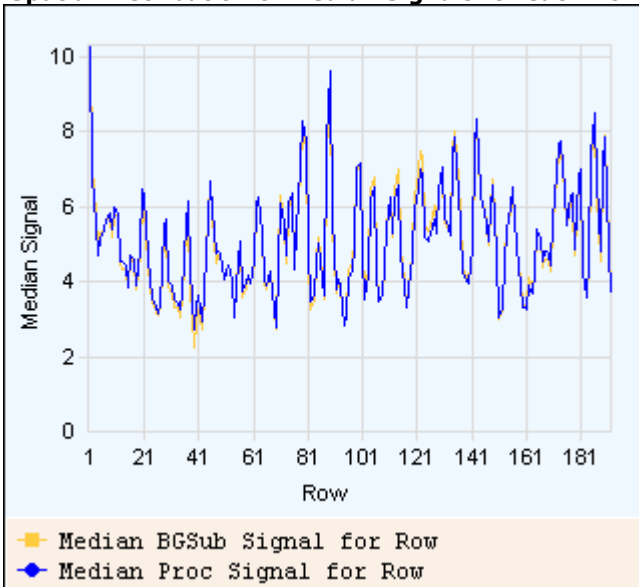

#### Spatial Distribution of Median Signals for each Column

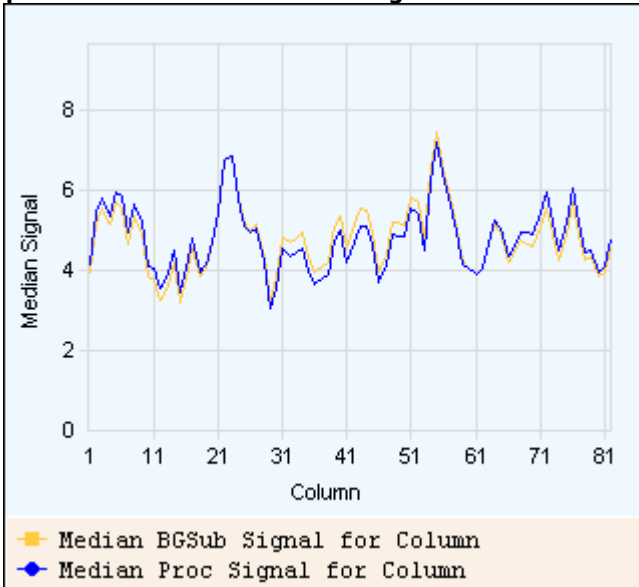

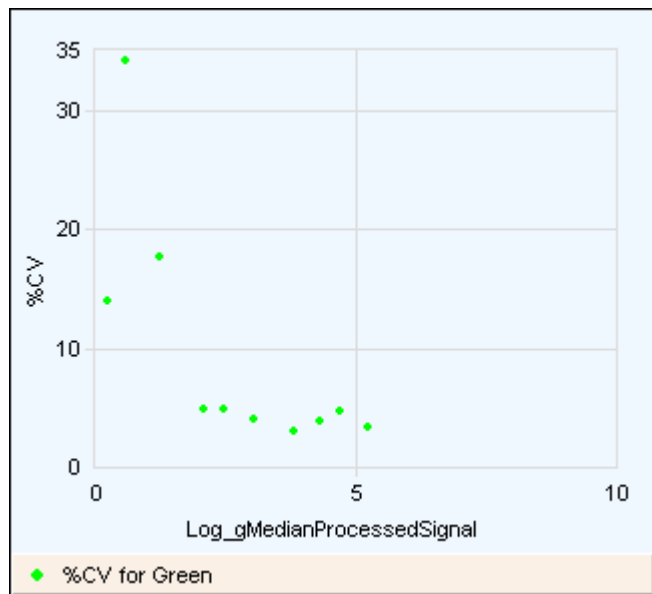

Median %CV:4.10

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

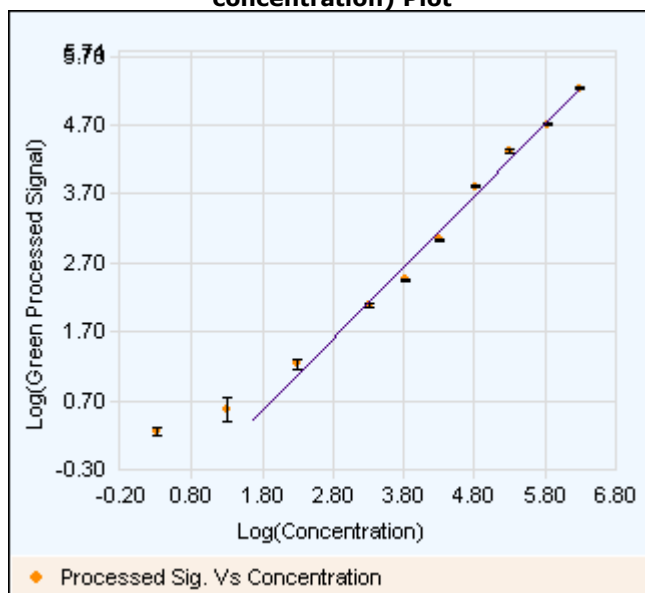

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

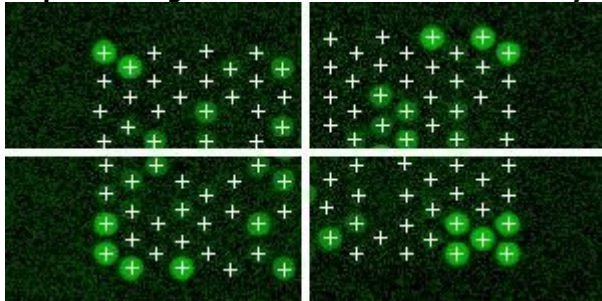

Grid Normal

Feature

Local Background

Green

Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

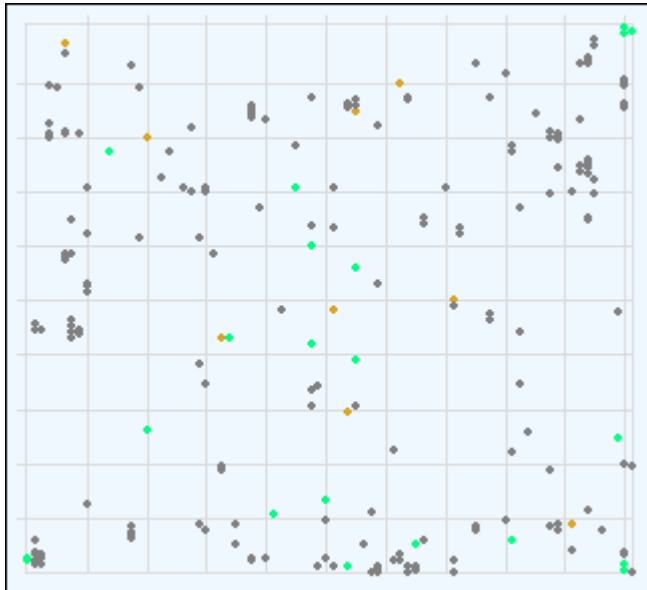

# FeatureNonUnif (Green) = 0(0.00%)

# GeneNonUnif (Green) = 0 (0.000 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

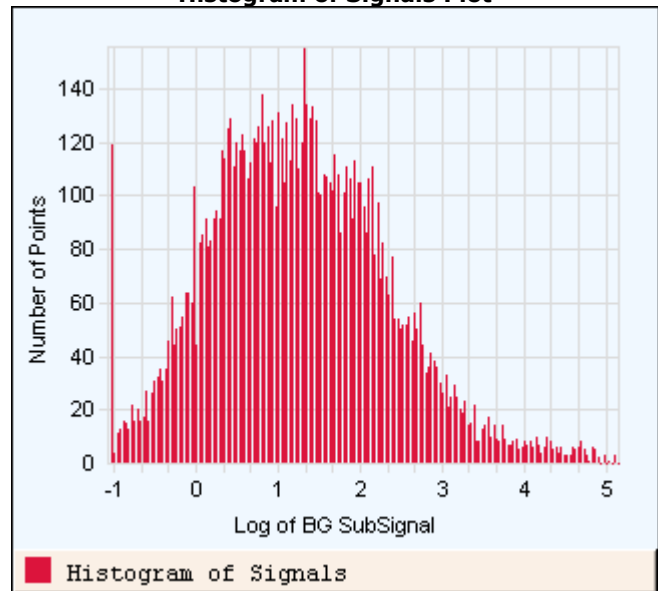

# Features (NonCtrl) with BGSubSignal < 0: 3658 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

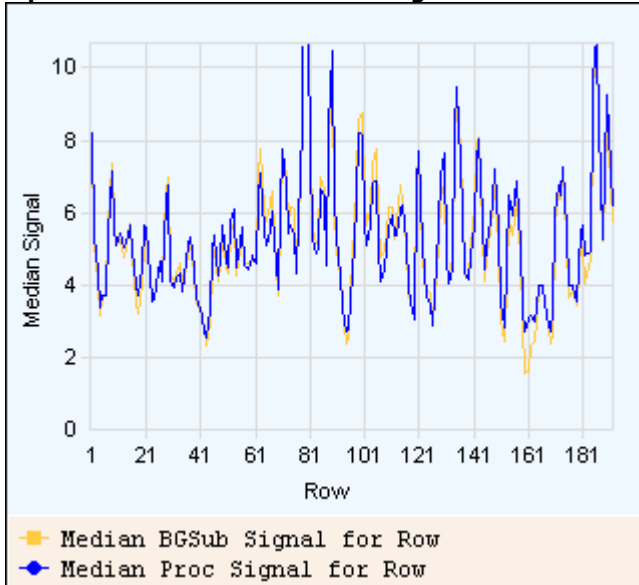

#### Spatial Distribution of Median Signals for each Column

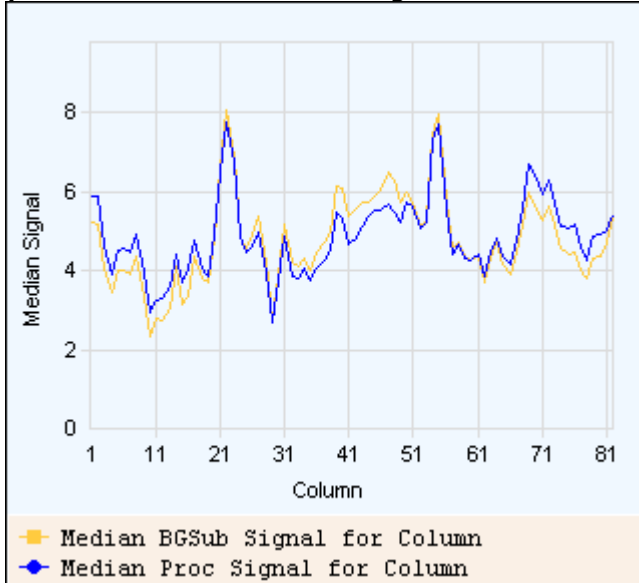

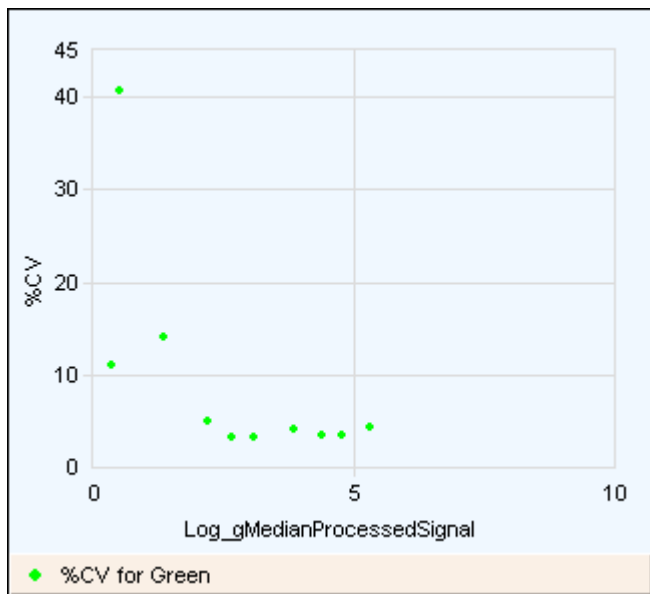

Median %CV:3.42

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

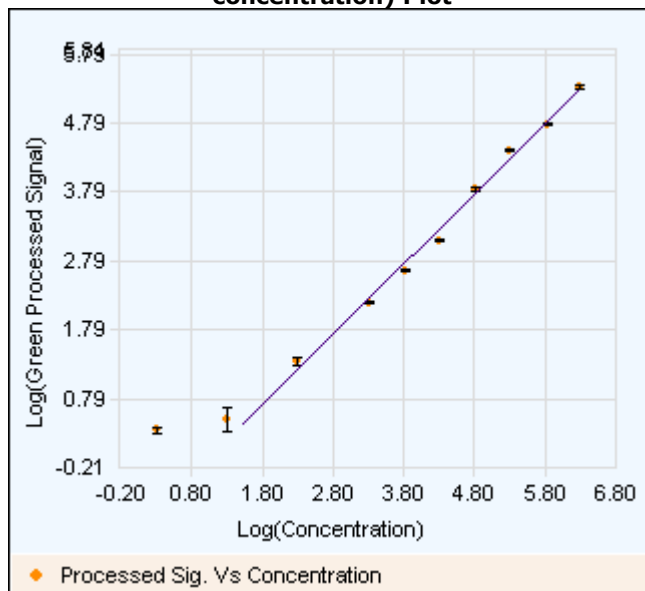

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

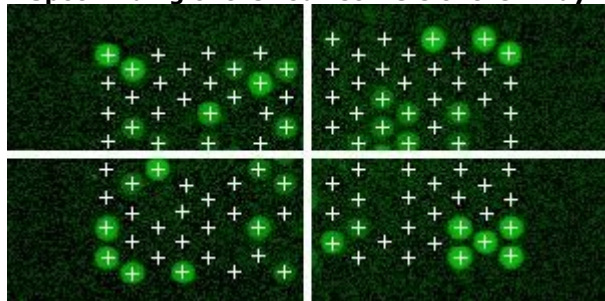

Grid Normal

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

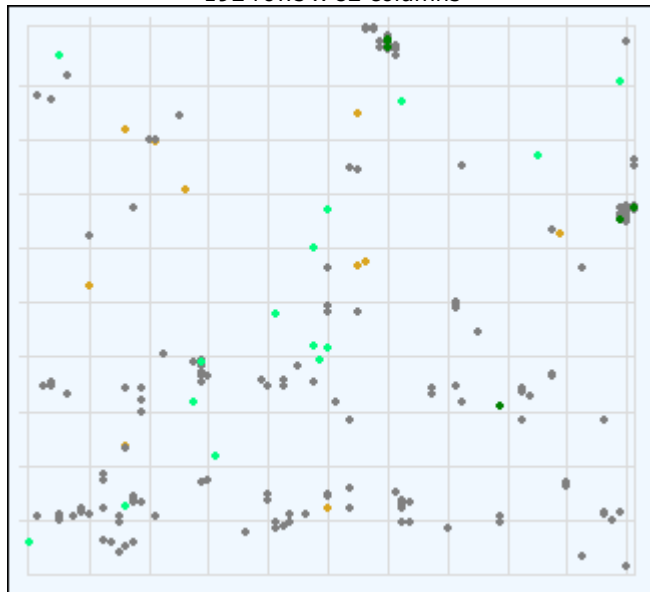

# FeatureNonUnif (Green) = 6(0.04%)

# GeneNonUnif (Green) = 6 (0.044 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

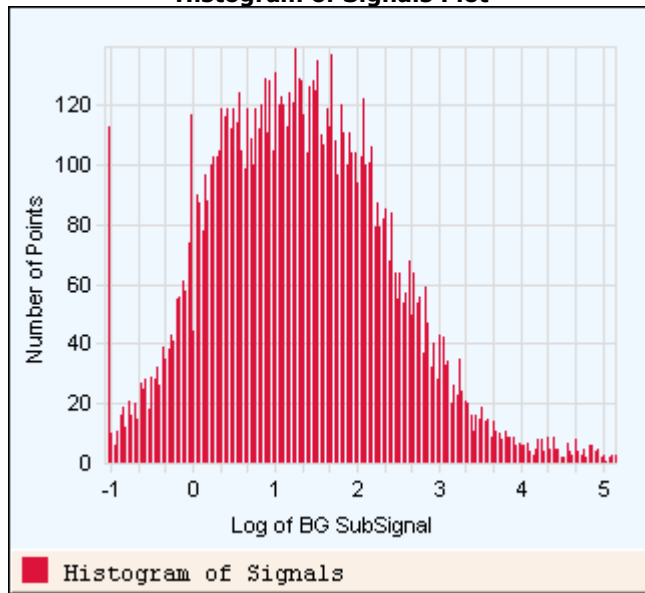

# Features (NonCtrl) with BGSubSignal < 0: 3340 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

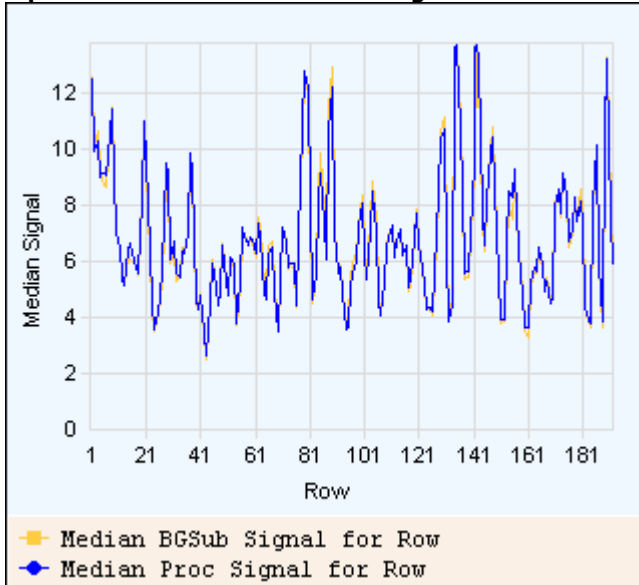

#### Spatial Distribution of Median Signals for each Column

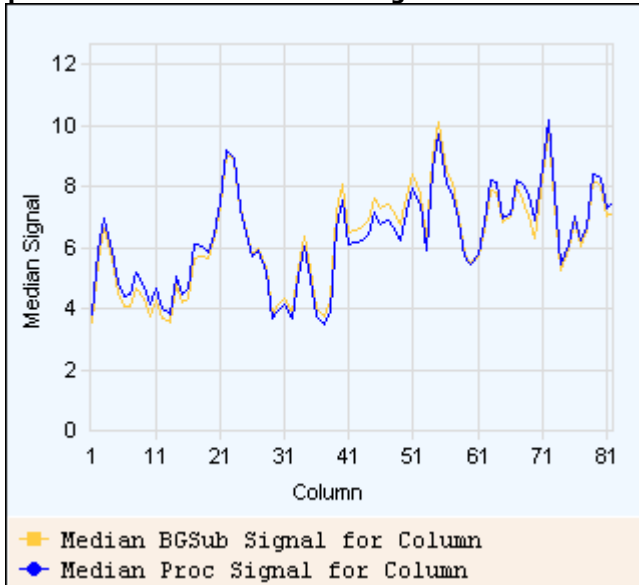

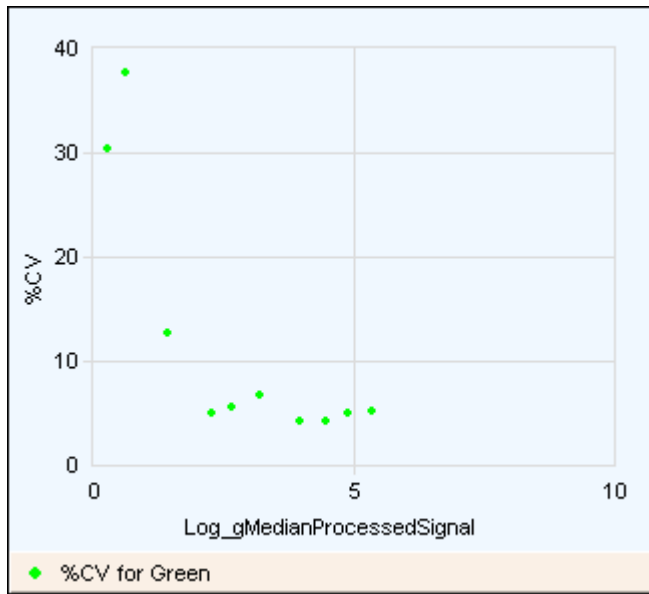

Median %CV:4.96

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

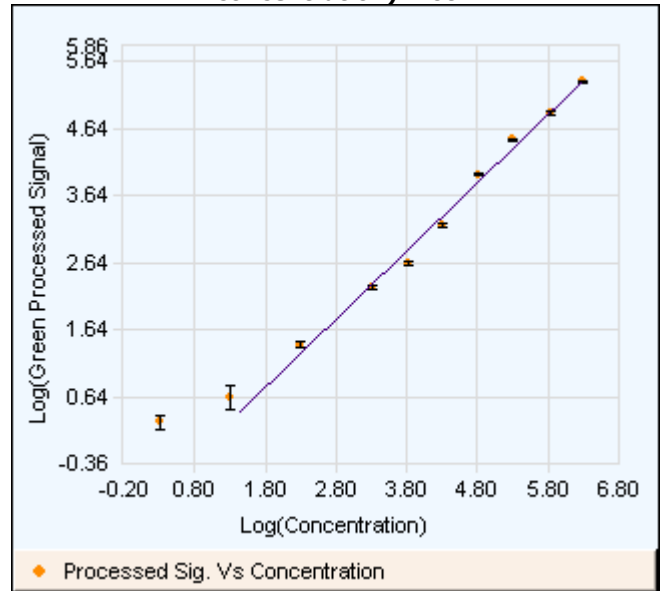

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

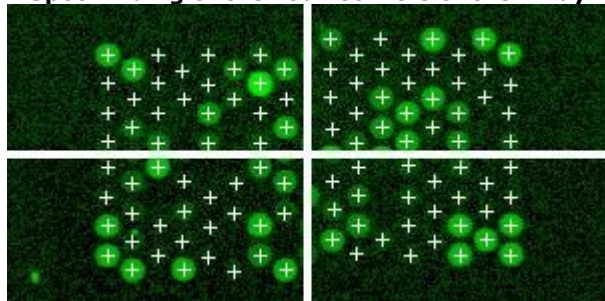

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

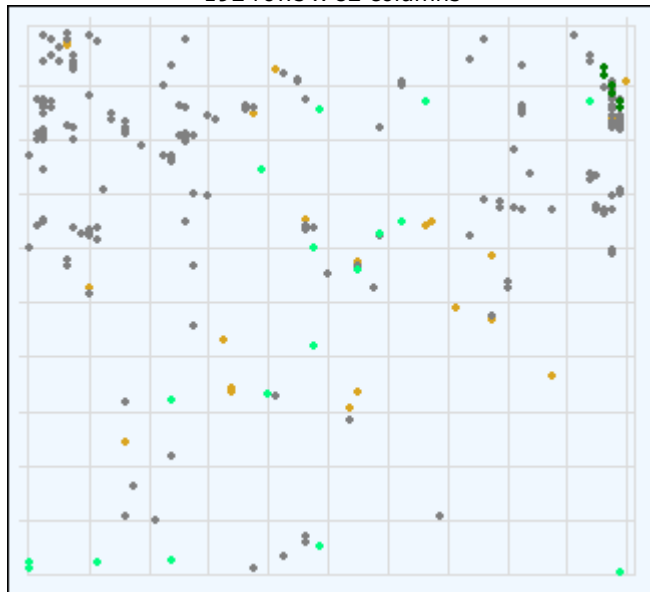

# FeatureNonUnif (Green) = 6(0.04%)

# GeneNonUnif (Green) = 6 (0.044 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

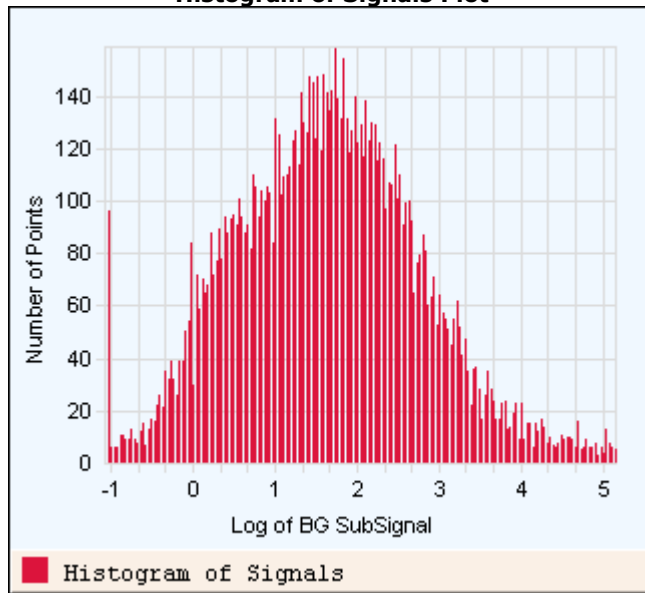

# Features (NonCtrl) with BGSubSignal < 0: 2364 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

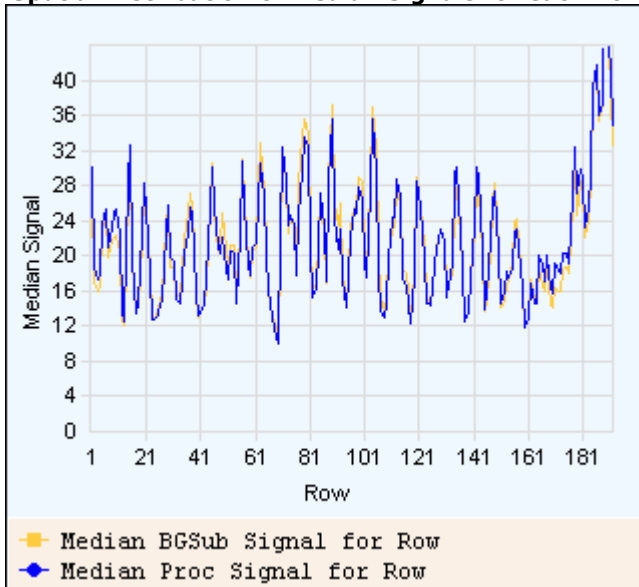

#### Spatial Distribution of Median Signals for each Column

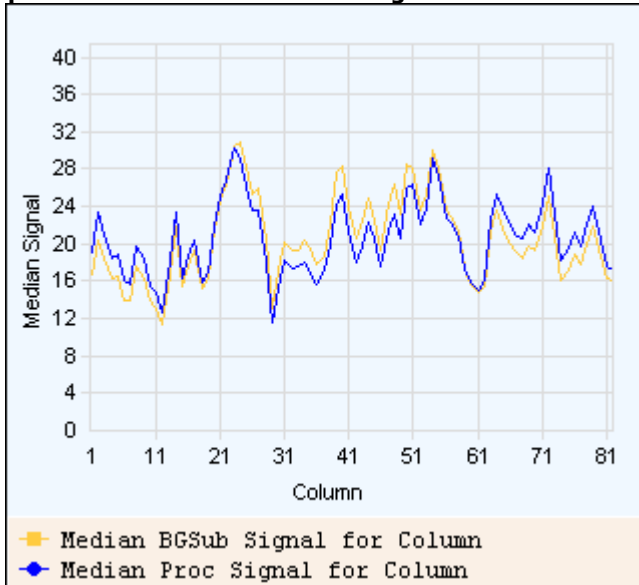

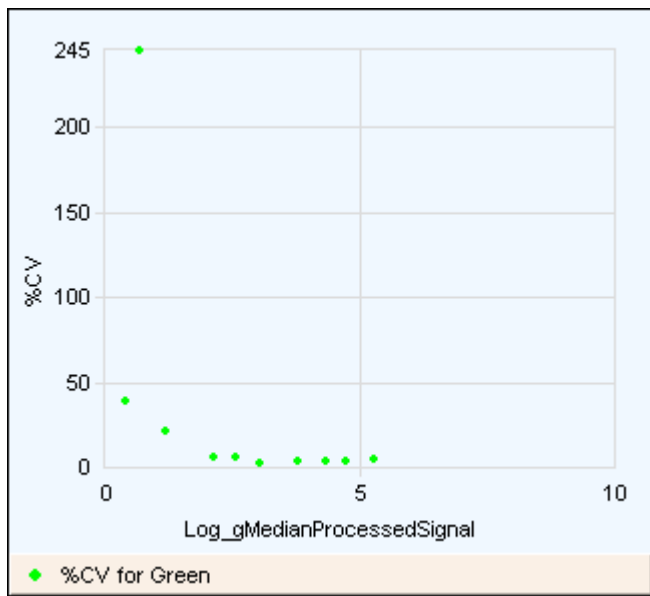

Median %CV:3.94

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

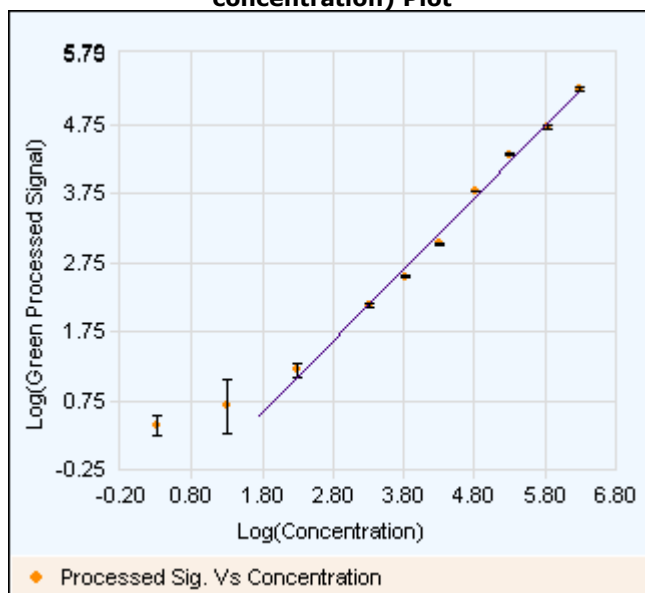

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

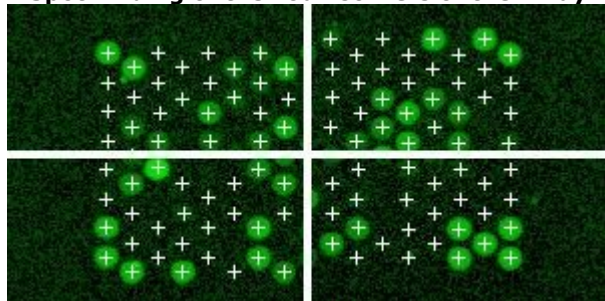

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

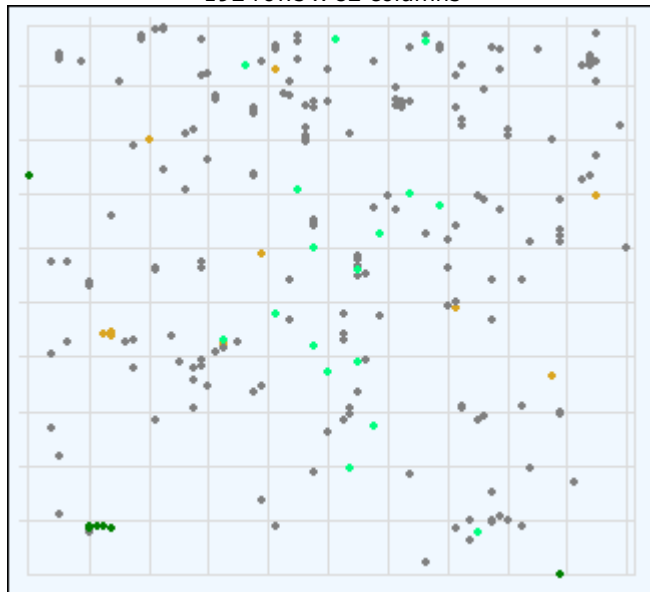

# FeatureNonUnif (Green) = 7(0.05%)

# GeneNonUnif (Green) = 7 (0.051 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

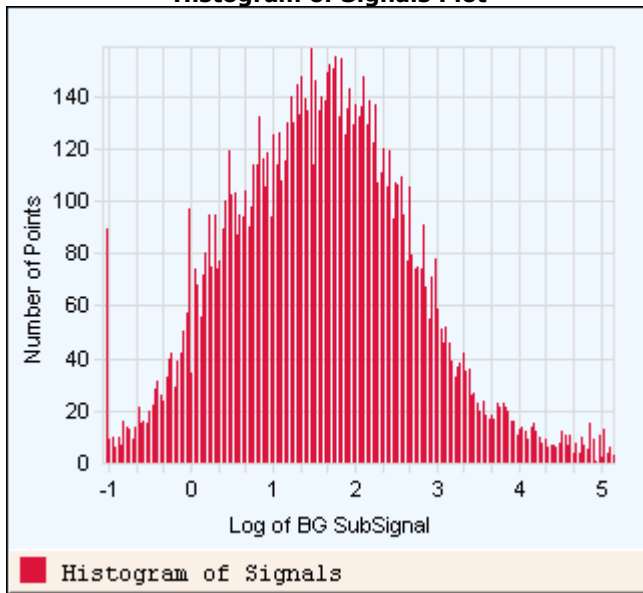

# Features (NonCtrl) with BGSubSignal < 0: 2033 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control probes  
Agilent SpikeIns  
Green Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

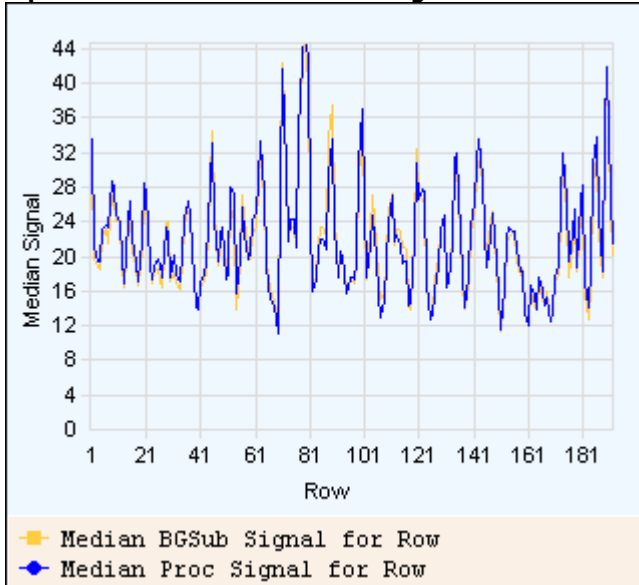

#### Spatial Distribution of Median Signals for each Column

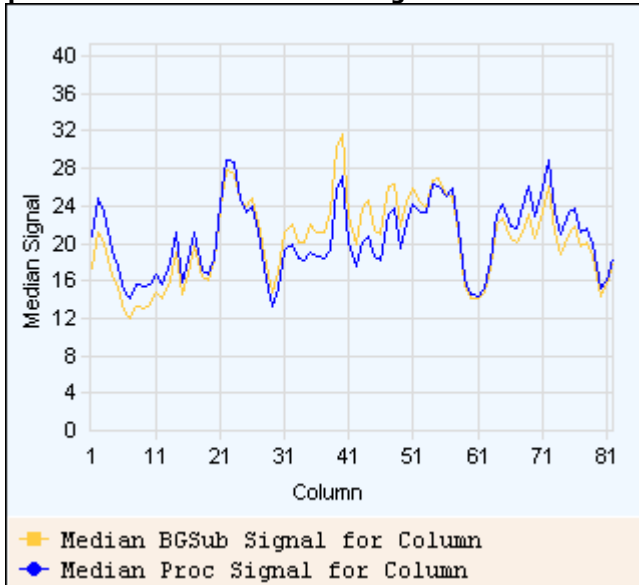

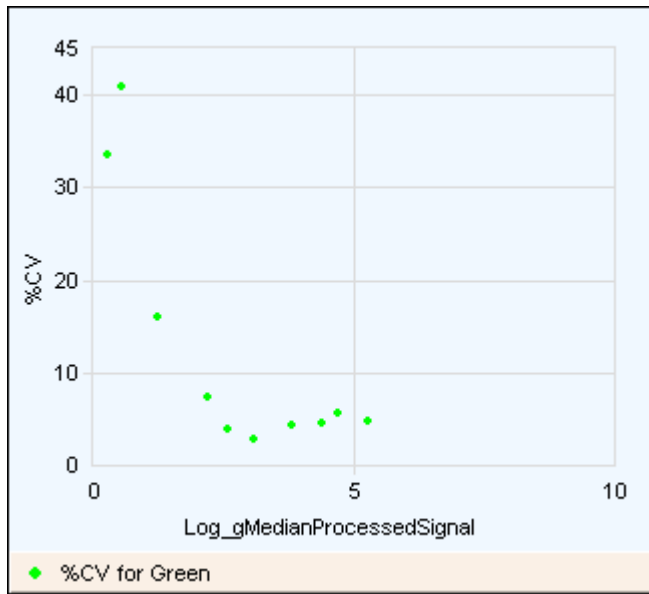

Median %CV:4.51

**Agilent SpikeIns: Log(Signal) vs. Log(Relative concentration) Plot**

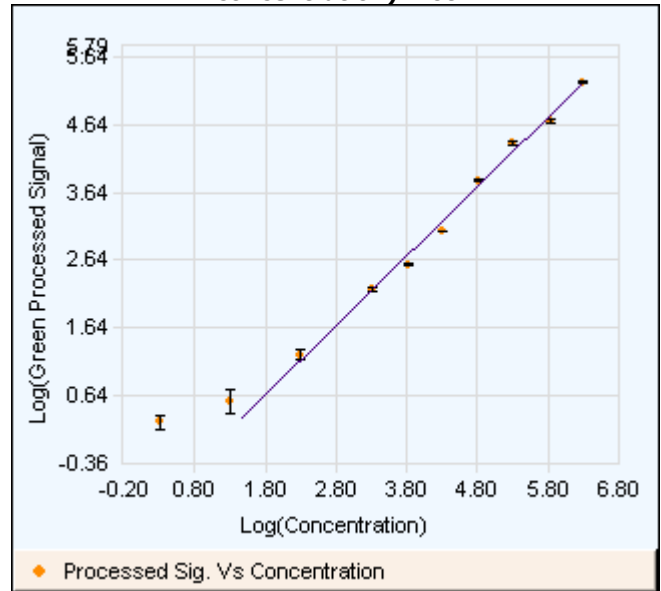

**Agilent Spike-In Concentration-Response Statistics**  
**Linear Range Statistics:**

**Signal Detection Limit Statistics**

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

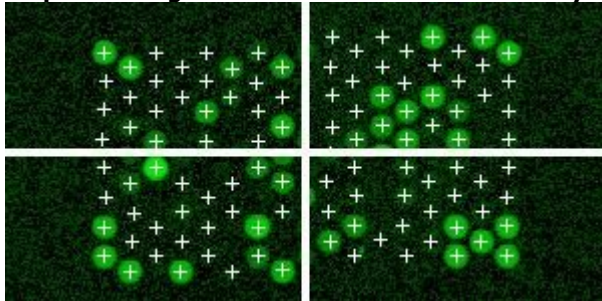

Grid Normal

Feature

Local

Background

Green

Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

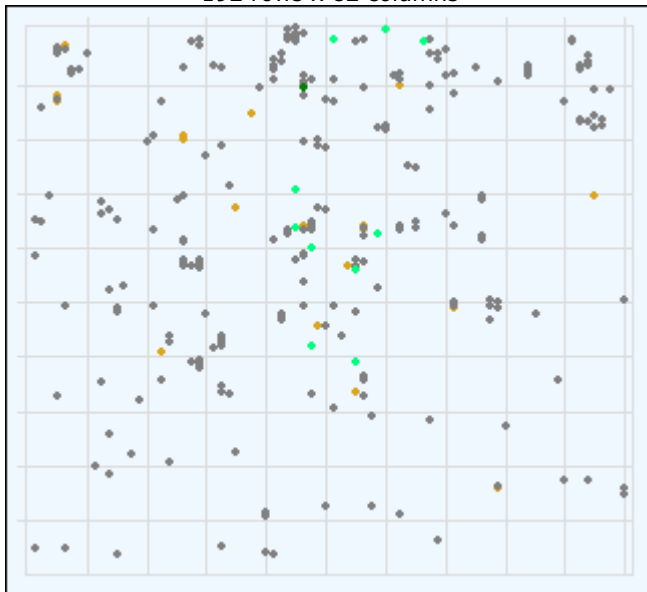

# FeatureNonUnif (Green) = 1(0.01%)

# GeneNonUnif (Green) = 1 (0.007 %)

● BG NonUniform ● BG Population  
● Green FeaturePopulation ● Green Feature NonUniform

### Negative Control Stats

Green

### Net Signal Statistics

#### Agilent SpikeIns:

Green

#### Non-Control probes:

Green

### Histogram of Signals Plot

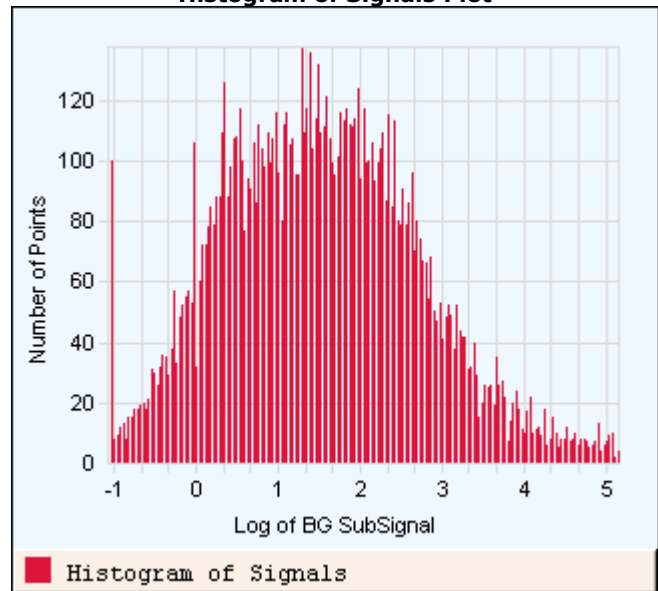

# Features (NonCtrl) with BGSubSignal < 0: 3037 (Green)

#### Local Bkg (inliers)

Green

#### Foreground Surface Fit

Green

#### Multiplicative Surface Fit

Green

#### Reproducibility: %CV for Replicated Probes

Median %CV Signal (inliers)

Non-Control  
probes

Agilent SpikeIns

Green

Green

#### Agilent SpikeIns Signal Statistics

#### Agilent SpikeIns: %CV of Avg. Processed Signal Plot

#### Spatial Distribution of Median Signals for each Row

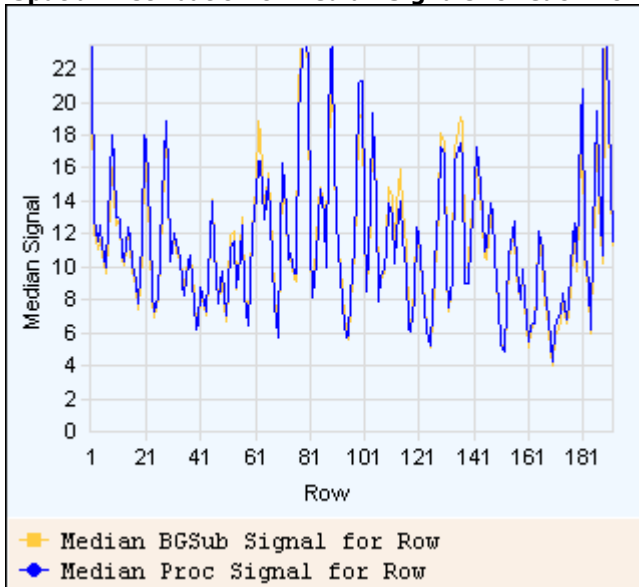

#### Spatial Distribution of Median Signals for each Column

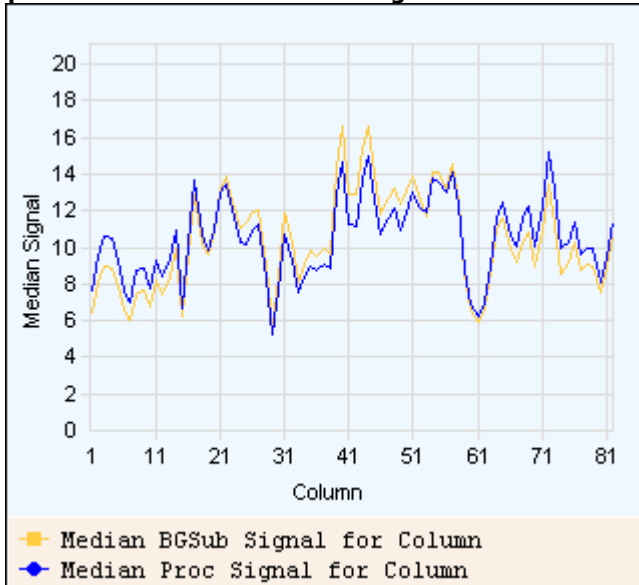

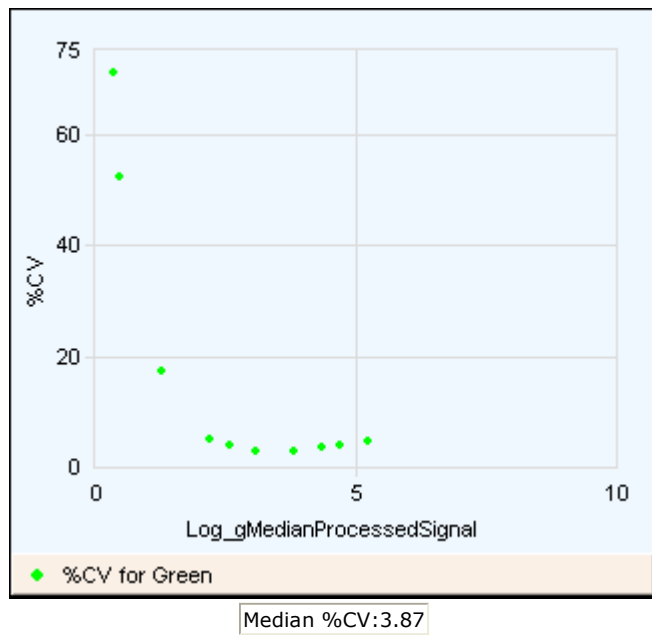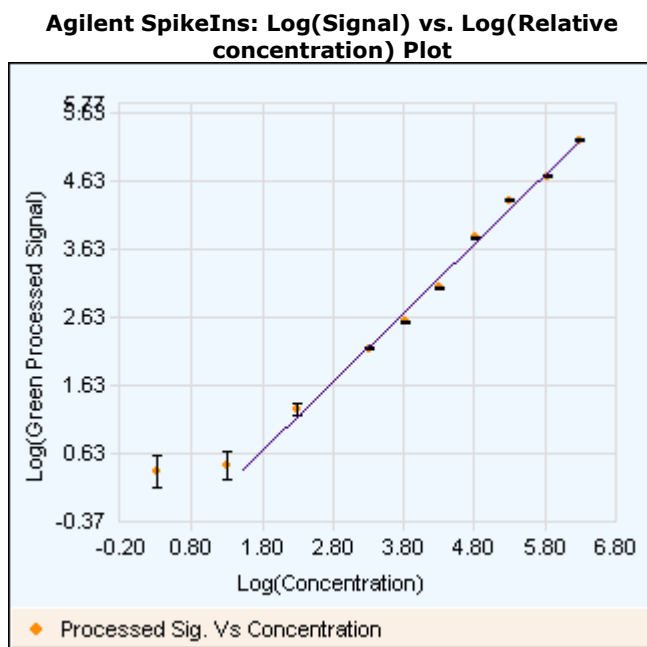

### Agilent Spike-In Concentration-Response Statistics

#### Linear Range Statistics:

#### Signal Detection Limit Statistics

## QC Report - Agilent Technologies : 1 Color Gene Expression

### Spot Finding of the Four Corners of the Array

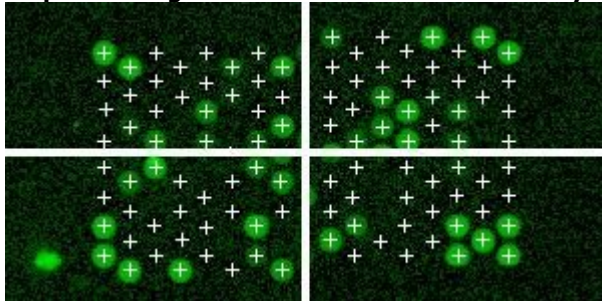

Grid Normal

Feature Local Background  
Green Green

### Spatial Distribution of All Outliers on the Array

192 rows x 82 columns

How the deposited data were processed for this re-analysis (not part of the article)

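Gene expression was measured in hemocyte pools of Manila clams challenged with V. alginolyticus or injected with PBS, on 36 one-colour arrays in 8 groups of 3 to 5 arrays, sampled 3, 8, 24 and 72 hours after the challenge. Conditions were taken from the labels of the arrays. For each array, the authors deposited the scanner output as intensities (Feature Extraction 9.5.1.1 in the files), with the background subtracted by that software and without normalization between arrays. The authors also deposited a table of normalized log2 values. This table was checked against the scanner output and equals the log2 processed signal minus the 75th percentile of each array and minus 1 constant per probe, with a largest difference of 0.0078. The paper names GeneSpring for the normalization, and its text does not give the steps. For the filter, the paper states that values were erased "in all of the experiments", which leaves open whether a probe had to lie within the percentiles on every array, and both readings were run. The paper names a t-test without its form, and its wording leaves open whether the Benjamini-Hochberg correction covers that test or only the ANOVA, so the methods' t-test was run with equal variances both with and without correction, and in Welch's form without it.

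The processed signal of the 13671 non-control probes was used. Spots marked as outliers by the scanner software were set to missing. Each array was scaled to its 75th percentile, values below 1 unit were set to 1 and the log2 was taken. A probe was kept when its signal lay between the 20th and the 90th percentile on at least 1 array, which left 13029 probes. The 8 group means were fitted with limma 3.58.1 in R 4.3.3 over the 36 arrays, with moderated variances (3.76 prior degrees of freedom) and Benjamini-Hochberg adjustment over the probes at each time. A regulated probe had an adjusted p below 0.05 and a change of at least 1.5-fold. The effect over all times was the mean of the 4 differences between infected and control pools, and the difference of the effect between times was an F test of the 4 differences, both by limma without a fold limit. Tests on single genes and on arrays were exact permutation tests, two-sided unless stated.

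The median of the log2 differences over all probes was 0.11 at 3 h, 0.13 at 8 h, 0.18 at 24 h and 0.04 at 72 h, and the differences of single probes are given without subtracting it. A probe that was well above background on no array of a group is given as a bound, in which each array of that group is set to at least its lowest signal well above background. The pipeline was tested on simulated data, with independent normal noise around the control means and no floor, slide effects or outlying arrays. In these data 200 of the probes at each time were changed by known amounts. The pipeline recovered 90.5% of the 16-fold changes at 3 h, 87.5% at 8 h, 87.7% at 24 h and 93.5% at 72 h. It called 3, 7, 4 and 5 unchanged probes, while the methods' t-test without correction called 125, 118, 118 and 98. These rates need not hold for the real arrays.

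The assignment of samples, the comparisons between infected and control pools with their tests, the rule for named genes and the alternatives were chosen before the data were examined, with 1 exception among the alternatives, a 75th percentile taken over the probes well above background on all arrays, which was chosen after seeing the data. The alternatives were the normexp background of limma with an offset of 50, quantile normalization, a shift by the median, a shift by the 4 brightest spike-in RNAs, a floor of 10 units, a floor before the scaling, the deposited log2 table, 3 other filters, slide as a fixed or a random block, replicate number as a block, a fit of the 2 groups compared alone, an intensity trend of the variances, no fold limit or a limit of 2-fold, the methods' t-test with and without correction and with Welch's form, limma without correction, the methods' ANOVA, and leaving out each array in turn. Other splits of the arrays into groups of the same sizes were also fitted, up to 100 for each comparison. Checks of single arrays, of spike-in signal and of probes followed across times were added later, and the closing section names those chosen after a result was seen.

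The genes named in the text were chosen by that rule. They are the genes whose probes Table 4 of the paper gives (C3, IL-17D, LTBP-4 and TRAF6), and at each time, among the probes regulated by limma with groups that did not overlap and with a signal well above background on all arrays of a group, up to 3 with the largest rise and up to 3 with the largest fall. At 8 h only 2 of the 3 that rose are printed by identifier. The files describe the probes as unknown, and 0 of the 13671 probe identifiers were found in the gene table of the assembly ASM2657151v2. Other genes of the paper's tables were therefore not analysed by name here. Their probes can be among those tested, including those printed by identifier. The GO terms, the qPCR and the flow cytometry were not analysed. One control array of 72 h carries different replicate numbers in its labels, and its title was used. The number of arrays in each group and the share of probes above background limit the precision of all values.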

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

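The tests of slide and of dim signal for control replicate 5 at 8 h, and those that part the scaling between arrays from the background correction for the 4 genes, were chosen only after the result was seen. In the 56 comparisons of single arrays with their groups (8 measures, groups of 4 or 5 arrays), 2 arrays stood far from the others of their group, and chance alone gives about 1 in 20 such groups.

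Control replicate 5 at 8 h lay far from the other arrays, with a first principal component of 83.0 against 1.69 to 3.19 for the other 3 control arrays of 8 h. Its slide, slide 3, does not account for this, since the 6 other arrays of that slide reached at most 17.7. A dim array does not account for it either, since the 3 arrays with as low a 75th percentile (its own was 37.3 units) reached at most 18.6. Its profile was not that of another group. Its highest correlation with a group mean was 0.532, with infected pools at 24 h, against at least 0.789 for the arrays of that group and a median of 0.881 over all other arrays with their own groups. Its correlation with its own group was 0.452. A label from outside the 8 groups, the quality of its RNA and a true difference of this pool of clams were not tested and stay open. Without this array, 18 probes were regulated at 8 h by limma in place of 15, and 10 of them were shared.

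Infected replicate 1 at 8 h had a TRAF6 signal of 8.55 on the log2 scale, while the other 4 infected pools of 8 h lay between 10.16 and 10.47. Without it, the difference of TRAF6 at 8 h was 3.57 (limma adjusted p = 5.27e-04) in place of 3.21. The same pool was also the lowest of its group for IL-17D (6.11 against 8.69 to 11.28) and for LTBP-4 (7.75 against 10.09 to 13.17), although not as far from the others by the same comparison. Its 75th percentile (38.7) and share of probes well above background (42.5%) lay within those of its group. Its first component (4.29) was the lowest of the group and its spike-in mean (15.22) the highest. No technical or biological explanation was tested further.

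The effect of the challenge on IL-17D differed between the times, from 4.56 at 3 h and 3.74 at 8 h to -2.24 at 72 h (limma's F test, adjusted p = 2.65e-05, adjusted over the list alone of the 4 genes). With slide as a block the adjusted p was 0.00618. No slide held both groups at 72 h, so this block cannot exclude a difference between slides for that time. Neither the scaling between arrays nor the background correction accounts for the change between times. The largest adjusted p over 4 other scalings was 6.09e-04 and that with the normexp background 3.51e-06. No array alone accounts for it, since the largest p without 1 array was 1.13e-04 (without control replicate 2 at 72 h). These values may reflect a response of hemocytes that changes with time, as a hypothesis found and tested on the same data. The difference at 72 h alone did not pass the correction over all probes.

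The effect on LTBP-4 also differed between the times (limma adjusted p = 0.0024, adjusted over the list alone), from 1.83 at 3 h to 7.64 at 24 h and 1.80 at 72 h. The adjusted p was 0.0135 with slide as a block, at most 0.0133 over the other scalings between arrays, 0.0287 with the normexp background and at most 0.0153 without 1 array (infected replicate 3 at 24 h). Scaling, background correction and a single array alone therefore do not account for the change between times. No slide held both groups at 72 h, so the block cannot exclude slide for that time. The F test does not compare 24 h with 8 h, where the difference was 5.00. Without infected replicate 3 the difference at 24 h was 5.85, so a peak at 24 h was not shown. A response that changes with time is a candidate explanation found on the same data. Adjusted over all probes, the p was 0.444, so this rests on the choice of the gene.

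The effects on C3 (limma adjusted p = 4.87e-04, adjusted over the list alone) and on TRAF6 (limma adjusted p = 7.35e-04) differed between the times as well. With slide as a block the adjusted p was 0.00161 for C3 and 0.00923 for TRAF6. No slide held both groups at 72 h, so this block cannot exclude slide for that time. Without 1 array the adjusted p was at most 0.00102 for C3 (infected replicate 5 at 3 h) and 0.00236 for TRAF6 (control replicate 2 at 8 h), which argues against a single array. For C3, the scaling between arrays does not account for the change between times, since the adjusted p was at most 6.05e-04 over the 4 other scalings. The background correction stays open for C3, since the adjusted p was 0.19 with the normexp background. For TRAF6 both stay open, since the adjusted p was 0.0944 with the spike-in RNAs and 0.0522 with the normexp background. A biological change with time stays open beside these.

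Over all probes, the effect of the challenge differed between the times in 4 probes by limma (764 at an unadjusted p below 0.05). They are IL-17D and 3 probes that the files do not pair with a gene name. Of 100 regroupings of infected and control labels within the times, the real one included, 1 gave as many, and the others gave at most 2, which argues against chance for this number. The number was 1 with slide as a block.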

How the results depend on the processing

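The 75th percentile over detected probes was the only alternative among these tests chosen after the result was seen.

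The number of regulated probes at 3 h (3 by limma) stayed within 1.5 times in 12 of 22 alternatives, at 8 h (15) in 12, at 24 h (1) in 11 and at 72 h (0, with 682 at an unadjusted p below 0.05) in 16. The number at several times (0 by limma) did so in 13 of 22, the number over all times (8) in 10 of 16 and the number of probes whose effect differed between times (4) in 8 of 16. The floor before scaling, the deposited log2 table, no fold limit and a limit of 2-fold moved none of the numbers at the 4 times. Unless stated otherwise, the cause was not tested.

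With the normexp background, 1 probe was regulated at 3 h, 0 at 8 h, 0 at 24 h and 1 at 72 h, with 4 over all times and 1 that differed between times. Quantile normalization gave 23 at 8 h, 6 at 24 h, 1 at several times and 8 that differed between times. Scaling to the spike-in RNAs gave 1 at 8 h, 2444 at 72 h, 1 at several times, 3 over all times and 8 that differed between times. This scaling moved the median difference of all probes at 72 h to 0.88 from 0.04, which accounts for the direction of its 2435 upregulated probes there. A floor of 10 gave 1 at 3 h, 10 at 24 h and 2 that differed between times. The percentile over detected probes, chosen after seeing the data, gave 5 at 3 h and 1 at several times.

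Without the percentile filter, 1 probe was regulated at several times. With the filter required in every array (3934 probes), 0 were regulated at 3 h, 1 at 8 h and 0 at 24 h, with 1 over all times and 0 that differed between times. Among probes well above background, 1 was regulated at 3 h, 51 at 8 h, 2 at several times and 15 over all times.

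Slide as a fixed block gave 0 at 24 h, 1 at 72 h, 4 over all times and 1 that differed between times. Replicate number as a block gave 0 at 24 h, 4 over all times and 0 that differed between times. The replicate numbers do not pair the arrays, since the residuals of 16 infected and control pairs with the same number had correlations between -0.32 and 0.24 (median 0.02). This block gave 18 at 8 h. A fit of the 2 groups alone gave 1 at 3 h, 4 at 8 h and 0 at 24 h, with fewer arrays behind the spread. An intensity trend gave 1 at several times.

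The methods' t-test without correction gave 141, 152, 102 and 106 probes at 3, 8, 24 and 72 h and 14 at several times, its Welch form 108, 112, 72 and 80 with 9 at several times, and limma without correction 182, 264, 174 and 189 with 42. The methods' t-test with correction gave 0 at 3 h, 0 at 8 h and 0 at 24 h. The methods' ANOVA gave 1 probe that differed between times. The share of downregulated probes at 72 h has no value by limma with correction. It was 67.0% with the methods' t-test, 65.0% in its Welch form, 51.3% with limma without correction and 0.4% with the spike-in scaling.

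Without 1 array, the number at 3 h lay between 2 and 6 (6 without infected replicate 3), at 8 h between 7 (without infected replicate 2 or 4) and 25 (without control replicate 1), at 24 h between 0 (without control replicate 5 or infected replicate 3) and 3, and at 72 h between 0 and 26 (without infected replicate 1). The number at several times lay between 0 and 3 (without infected replicate 1 of 8 h), over all times between 3 (without infected replicate 3 of 24 h) and 19 (without infected replicate 1 of 8 h), and of those that differed between times between 0 (without control replicate 2 of 24 h or of 72 h) and 9 (without control replicate 3 of 72 h).

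Of the named genes, C3 at 8 h was reversed by the normexp background (0.14 against -0.78) and TRAF6 at 72 h by the spike-in RNAs (0.50 against -0.35), neither of which was past the threshold, and the other differences of the named genes kept their direction in the alternatives. C3 at 3 h lay between -3.75 and -0.52, IL-17D at 3 h between 3.16 and 4.66, TRAF6 at 8 h between 1.72 and 3.24, and LTBP-4 between 2.74 and 5.08 at 8 h and between 4.77 and 7.76 at 24 h. The call of IL-17D at 3 h was lost in 4 of 19 alternatives, that of TRAF6 at 8 h in 4 and that of LTBP-4 at 24 h in 6, while C3 at 3 h and LTBP-4 at 8 h passed in 4 of 20 and 6 of 19, IL-17D at 8 h in 2 of 19 and C3 at 72 h in 1 of 20 (2.05 with the spike-in RNAs, adjusted p = 0.0376).

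The signal over background limits the size of changes. About 50.4% of probes were well above background on the median array, and 2 of the 3 probes regulated at 3 h and 4 of the 15 at 8 h had a group with no array well above it.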

Differences from the paper's values

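None of the tests here was chosen after the result was seen, apart from the 75th percentile over detected probes, which is named where it enters. The values re-derived here are limma numbers after correction unless another test is named.

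The paper's numbers of regulated genes are 125 at 3 h, 209 at 8 h, 152 at 24 h and 93 at 72 h, against 3, 15, 1 and 0 here (692, 915, 692 and 682 at an unadjusted p below 0.05). Among the alternatives set before the data were examined, the methods' t-test without correction came within 1.5 times of the paper at all 4 times (141, 152, 102 and 106). Its Welch form did so at 3 h (108) and 72 h (80), and limma without correction at 3 h (182), 8 h (264) and 24 h (174). The other alternatives, and the numbers without 1 array, differ from the paper at all 4 times. The paper's sum of 579 compares with 19 here, with 501 by the methods' t-test without correction and 809 by limma without correction, and the other alternatives differ.

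The paper's number of genes regulated at several times is 21, against 0 by limma, and only the methods' t-test without correction came within 1.5 times of it (14). As a share of the sum, the paper's value is 3.63%, against 0% here. It was 3.03% with quantile normalization, 4% without the percentile filter, 3.77% among probes well above background, 5% with an intensity trend, 2.79% with the methods' t-test without correction, 2.42% in its Welch form and 5.19% with limma without correction, and it was 4.35% with the percentile over detected probes, which was chosen after seeing the values. The other alternatives differ.

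The paper's number of genes in the ANOVA is 15, against 8 over all times by limma. The number was 11 with quantile normalization, 11 with a floor of 10, 15 among probes well above background and 10 by the methods' ANOVA, which do not differ from the paper's by more than 1.5 times. It was 12 with the percentile over detected probes, chosen after seeing the values. Leaving out 1 array brought it within that range for 6 of the 36 arrays, with 10 without control replicate 3 of 24 h, 12 without control replicate 2 of 72 h, 10 without infected replicate 1 of 3 h, 12 without infected replicate 3 of 3 h, 19 without infected replicate 1 of 8 h and 13 without infected replicate 2 of 24 h. The other alternatives differ. Of the paper's 15 genes, 13 were also regulated at 8 h, against 6 of the 8 here and 8 of the 10 by the methods' ANOVA, and both numbers differ from the paper's. As shares of their lists, these are 75.0% and 80.0%, each within 1.5 times of the paper's 13 of 15.

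Upregulated genes in the paper number about 74 at 3 h, about 120 at 8 h, about 92 at 24 h and about 25 at 72 h in Fig. 2, read by eye, against 3, 13, 1 and 0 by limma. The methods' t-test without correction came within 1.5 times at 3 h (84), 8 h (89) and 72 h (35), its Welch form at 3 h (63) and 72 h (28), limma without correction at 8 h (138) and 24 h (99), and the fit without infected replicate 1 of 72 h at that time (25). Downregulated genes number about 51, about 89, about 60 and about 68 in Fig. 2, read by eye, against 0, 2, 0 and 0 here. The methods' t-test without correction came within 1.5 times at all 4 times (57, 63, 47 and 71), its Welch form at 3 h (45) and 72 h (52), and limma without correction at 3 h (64), 8 h (126), 24 h (75) and 72 h (97). The other alternatives differ.

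The paper marks C3 at 3 h and LTBP-4 at 8 h as regulated on the arrays (Figure 1), and neither passed the threshold by limma here (adjusted p = 0.0834 and 0.0517). C3 at 3 h passed with the spike-in RNAs (adjusted p = 0.0461) and with the methods' t-test, its Welch form and limma without correction. LTBP-4 at 8 h passed without the percentile filter (0.0476), among probes well above background (0.0246), with an intensity trend (0.0448), with the same 3 tests without correction, and without control replicate 1 (0.0451) or infected replicate 1 (0.0112). The paper's Table 2 also lists LTBP-4 among the top expressed genes of 3 h. Its fold here was close to the paper's (3.55), but it did not pass the threshold by limma at 3 h. It also passed in none of the 19 alternatives, which include the methods' t-test without correction. The paper describes TRAF6 as inhibited at 24 h, whereas the log2 difference of TRAF6 here was 1.31 in the direction of the infected pools. The paper's fold for TRAF6 at 24 h in Table 3 is 2.36, an increase, against 2.47 here, so this difference is with the paper's text and not with its table. The text on TRAF6 stands in the paper's section on qPCR and may refer to qPCR, which was not analysed here. The paper places the minimum of the regulated genes at 72 h. By limma the minimum was also at 72 h, with correction (0) and at an unadjusted p below 0.05 (682), while it was at 24 h by the uncorrected lists at a p below 0.01 with the methods' t-test (102 against 106), its Welch form (72 against 80) and limma (174 against 189). The paper places a gene among those regulated at 3 consecutive times, and 0 probes were in 3 lists of the methods' t-test without correction here, while 3 were so by limma without correction.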

Other observations

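The tests on the spike-in RNAs and on probes regulated at several times were chosen only after the result was seen.

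Other splits of the arrays into groups of the same sizes were fitted at each time. At 3 h, 2 of 100 splits, the real one included, gave at least as many regulated probes by limma as the real split (3), and at 8 h 2 of 100 gave at least as many as 15. These shares were low but not corrected over the times, so they argue against chance at 3 h and 8 h without excluding it. At 24 h, 8 of 35 splits gave at least 1 regulated probe, so that chance was not excluded there. At 72 h the real split gave 0 by limma (682 probes at an unadjusted p below 0.05, 106 by the methods' t-test without correction), which all 100 splits reach by construction, so this comparison says nothing about chance. The largest number in the other splits was 3, 19, 2 and 112. The real split of 72 h follows the slides, since its groups share none. At 24 h 1 other split follows the slides, and it gave 0 regulated probes by limma and 77 by the methods' t-test without correction. By that test, 12 of 100 splits at 3 h, 7 of 100 at 8 h, 9 of 35 at 24 h and 35 of 100 at 72 h gave at least as many probes as the real one, so that chance was not excluded for these lists. Its share of downregulated probes at 72 h was matched or exceeded, in distance from an even share, by 28 of 100 splits. Over all times, 1 of 100 regroupings within the times gave as many probes as the 8 by limma, and the others gave at most 3.

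The spike-in signal was lower on the infected arrays of 72 h (14.33 against 15.05 in controls, lower by a difference of -0.72, exact two-sided permutation p = 0.0397, adjusted 0.318 over 8 tests). Slide 5 alone does not account for it. The 4 arrays of other groups on it had at least 14.99, whereas the 4 infected 72 h arrays on it lay between 14.07 and 15.10 and the infected array on slide 1 had 13.71. Brighter clam RNA on the same arrays cannot be told apart from chance. The log2 75th percentile was higher by 0.13 in infected than in control arrays at 72 h, and the spread of the arrays leaves open a rise by as much as the spike-ins fell (exact permutation p = 0.135 for that rise).

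In control pools, 3026 probes differed between 72 h and 8 h by limma, 454 higher and 2572 lower at 72 h (85.0% lower). With slide as a block 2184 probes differed, of which 1775 were among the 3026 and in the same direction (58.7% of them, 1674 lower at 72 h), so slide does not account for the whole. All control arrays of 72 h were on slide 4 and no control array of 8 h was, so that this block rests on the arrays of the other groups. Among the 3021 probes well above background on all arrays, 206 differed and 45.1% of them were lower, so the excess of lower probes may come from the difference in brightness of the arrays, whose median 75th percentile was 54.5 units at 8 h and 127 at 72 h. With a floor of 10 units 195 probes differed, and with quantile normalization 253. The direction depends on the scaling, since with the arrays scaled to the spike-in RNAs 2719 probes differed, 2713 higher and 6 lower at 72 h. The paper does not report comparisons between times in control pools.

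Few probes were regulated at several times. Effects below the threshold at the other times are a candidate explanation at 3 h, where the mean change of the 15 probes of 8 h in their direction had an exact one-sided permutation p of 0.004 (14 of 15 probes in the same direction, mean 1.43). At 24 h (exact p = 0.0857, 12 of 15 probes, mean 1.15) and at 72 h (exact p = 0.468, 5 of 15 probes, mean 0.03) effects below the threshold and no effect cannot be told apart with these arrays for the probes as a set. Of these probes, N_isotig20591_isogroup09058 was higher by 4.31 at 72 h with groups that did not overlap (exact two-sided permutation p = 0.0079), although it did not pass the correction (limma adjusted p = 0.222). In the list of 72 h of the methods' t-test without correction, 80 of 106 probes changed in the same direction at 8 h (exact one-sided permutation p = 0.0238, adjusted 0.0893 over 15 tests, which fails the correction). Its 3 h list followed at 8 h passed by the same permutation test (105 of 141 probes, adjusted p = 0.0397). So did its 8 h list followed at 3 h (100 of 152 probes, adjusted p = 0.0298). Its 3 h list followed at 72 h did not (52 of 141 probes, mean -0.19), nor did its lists at the other pairs of times.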
